# Prenatal exposure to benzo[a]pyrene depletes ovarian reserve and masculinizes embryonic ovarian germ cell transcriptome transgenerationally

**DOI:** 10.1038/s41598-023-35494-w

**Published:** 2023-05-29

**Authors:** Jinhwan Lim, Toshihiro Shioda, Kelli F. Malott, Keiko Shioda, Junko Odajima, Kathleen N. Leon Parada, Julie Nguyen, Samantha Getze, Melody Lee, Jonathon Nguyen, Samantha Reshel Blakeley, Vienna Trinh, Hong-An Truong, Ulrike Luderer

**Keywords:** Developmental biology, Endocrinology

## Abstract

People are widely exposed to polycyclic aromatic hydrocarbons, like benzo[a]pyrene (BaP). Prior studies showed that prenatal exposure to BaP depletes germ cells in ovaries, causing earlier onset of ovarian senescence post-natally; developing testes were affected at higher doses than ovaries. Our primary objective was to determine if prenatal BaP exposure results in transgenerational effects on ovaries and testes. We orally dosed pregnant germ cell-specific EGFP-expressing mice (F0) with 0.033, 0.2, or 2 mg/kg-day BaP or vehicle from embryonic day (E) 6.5–11.5 (F1 offspring) or E6.5–15.5 (F2 and F3). Ovarian germ cells at E13.5 and follicle numbers at postnatal day 21 were significantly decreased in F3 females at all doses of BaP; testicular germ cell numbers were not affected. E13.5 germ cell RNA-sequencing revealed significantly increased expression of male-specific genes in female germ cells across generations and BaP doses. Next, we compared the ovarian effects of 2 mg/kg-day BaP dosing to wild type C57BL/6J F0 dams from E6.5–11.5 or E12.5–17.5. We observed no effects on F3 ovarian follicle numbers with either of the shorter dosing windows. Our results demonstrate that F0 BaP exposure from E6.5–15.5 decreased the number of and partially disrupted transcriptomic sexual identity of female germ cells transgenerationally.

## Introduction

Polycyclic aromatic hydrocarbons (PAHs) are products of incomplete combustion of fossil fuels, wood, tobacco, food and other organic materials^1^. People are exposed to PAHs largely via inhalation of particulate matter air pollution and tobacco smoke and via consumption of grilled or smoked foods^1–3^. Human biomonitoring data demonstrate that essentially all people are exposed to PAHs^4^. The PAH benzo[a]pyrene (BaP) is composed of five fused aromatic rings^1^. BaP, like other PAHs, undergoes metabolism to reactive metabolites, which are largely responsible for its toxicity^5^. Metabolic pathways include oxidation by cytochrome P450s, yielding epoxides, followed by epoxide hydrolase-mediated conversion to dihydrodiols. The latter can undergo further metabolism to highly reactive diol epoxides and *o*-quinones, which react with DNA forming bulky adducts^6–8^. The *o-*quinones can undergo redox cycling, resulting in formation of reactive oxygen species^7,8^. Another pathway, in which BaP acts as a reducing substrate for peroxidases, yields BaP radical cations, which are also DNA reactive^9^. Several BaP metabolites are aryl hydrocarbon receptor agonists and others are estrogen receptor agonists^10,11^. Thus exposure to BaP may result in toxic effects by inducing DNA damage or by activating arylhydrocarbon or estrogen receptors to initiate aberrant signaling.

In utero exposure to BaP dose-dependently decreased fertility of male and female offspring, with complete sterility observed in both sexes with doses of 40 mg/kg-day and higher on embryonic days (E) 7–16^12^. Females are born with a finite number of oocytes, which become surrounded by specialized somatic cells called granulosa cells, forming primordial follicles during the first postnatal week in mice and during the second trimester in humans^13^. Any exposure that decreases the size of the primordial follicle pool, often referred to as the ovarian reserve, will result in early onset of reproductive senescence in females. In contrast, males possess germline stem cells throughout life. Ovarian follicle numbers and testicular spermatid numbers were dose-dependently decreased following in utero exposure to 2 and 10 mg/kg-day BaP from E6.5–15.5, with significant effects observed at the lower dose in the F1 female offspring, but only at the higher dose in the F1 males^14,15^. Embryos deficient in the antioxidant and Phase 2 biotransformation cofactor glutathione were more sensitive to the in utero gonadal toxicity of BaP than wild type littermates^14,15^. BaP^16,17^ and another PAH, 9,10-dimethylbenz[a]anthracene^18,19^, induced apoptosis in germ cells of cultured E13.5 ovaries, but not E13.5 testes^16^, via BAX mediated caspase activation. Consistent with greater sensitivity of the developing ovary than the developing testis to BaP, the E13.5 ovarian transcriptome was significantly affected by BaP exposure, while the testicular E13.5 transcriptome was not significantly affected^20^.

In recent years there has been growing concern that in utero exposure to chemical toxicants can cause adverse health outcomes not only in the developing embryo of an exposed F0 pregnant female (F1 offspring), but also in their F2 daughters exposed as germ cells in the developing F1 female and their unexposed F3 grand-daughters^21–24^. Similarly, exposures of males to chemical toxicants have been shown to cause heritable effects in their offspring^21–24^. Effects are called multigenerational if they occur in the exposed F1 and F2 offspring of exposed F0 pregnant females or in the F1 offspring of exposed F0 males. They are considered transgenerational if they occur in the F3 or later generations descended from exposed F0 females or in the F2 and later generations descended from exposed F0 males. Several epigenetic mechanisms have been proposed for transgenerational inheritance including alterations in DNA methylation, histone modifications, and noncoding RNAs^21–25^. Mohamed et al.^26^ demonstrated F2 effects of F0 male dosing with 0, 1, or 10 mg/kg-day BaP orally for 6 wk prior to mating to an untreated female, followed by mating of F1 and F2 males with unexposed females to generate F2 and F3 males. They reported significantly decreased numbers of seminiferous tubules having elongated spermatids, as well as decreased epididymal sperm counts in F0, F1, and F2 males, and no effects in F3 males^26^. To our knowledge this is the only published study that investigated transgenerational effects of any PAH.

In the mouse, the primordial germ cell (PGC) precursors form in the proximal epiblast around E6.0–6.5, become specified to PGCs around E7.25^27^, proliferate and begin migrating along the hindgut mesentery to the gonadal ridges, where they continue to proliferate until beginning to enter meiosis in the female at E13.5 (now called oocytes) and undergoing mitotic arrest in the male at E13.5^28^. E13.5 is also the time point during development when the germ cell DNA is maximally demethylated in both sexes^29–31^. The male E13 and E16 primordial germ cell transcriptomes were reportedly altered in a transgenerational manner after in utero exposure to the fungicide vinclozolin^32,33^. No prior studies of which we are aware have reported on the effects of in utero exposure to any environmental toxicant on the ovarian PGC transcriptome.

We hypothesized that in utero exposure to BaP results in diminished ovarian reserve not only in the F1 female offspring, but also in the F2 and F3 females and that this is associated with transgenerational alterations in the E13.5 ovarian PGC transcriptomes. Further, we hypothesized that males are less sensitive to the transgenerational gonadal effects of in utero exposure to BaP than females*.* Finally, we hypothesized that the mitotic window of ovarian development is more sensitive than the predominantly meiotic window of ovarian development to direct and transgenerational effects of in utero exposure to BaP.

## Results

### F0 exposure to BaP transgenerationally decreases the ovarian reserve

We previously reported that oral dosing of pregnant F0 dams with 2 or 10 mg/kg-day BaP from E6.5–15.5 significantly and dose-dependently decreased ovarian reserve in F1 offspring^14^. The POU transcription factor OCT4, also known as POU5F1, is expressed in proliferating PGCs, is downregulated when oocytes initiate meiosis, and is expressed again in oocytes from the primordial follicle stage onward^34^. We utilized mice expressing Enhanced Green Fluorescent Protein under control of *Oct4* promoter and enhancers (OG2 mice)^35^ as a model system to investigate the effects of in utero exposure to BaP during critical windows of gonadal development, from E6.5 to E17.5, on germ cell numbers and on the E13.5 PGC transcriptomes in F1, F2, and F3 generations. We orally dosed pregnant F0 OG2 dams with 0.033, 0.2, or 2 mg/kg-day from E6.5–11.5 for collection of F1 ovaries and testes at E13.5 and from E6.5–15.5 for collection of F3 gonads at E13.5 and PND21. F0 exposure to 2 mg/kg-day BaP from E6.5–11.5 resulted in a statistically significant decrease in ovarian germ cell numbers in F1 females exposed prenatally to 2 mg/kg-day BaP at E13.5 (*P* = 0.10, effect of BaP by linear regression; *P* = 0.014, t-test, 2 mg/kg-day versus 0 mg/kg-day; Fig. 1A), while having no effect on testicular germ cell numbers in F1 males at E13.5 (*P* = 0.687, effect of BaP by linear regression; Fig. 1B). F0 BaP exposure from E6.5–15.5 resulted in statistically significantly decreased germ cell numbers in F3 female embryos at E13.5 (Fig. 2A; *P* < 0.001, beta for BaP dose = 0 mg/kg compared to other doses, Generalized Estimating Equation, GEE), but not in F3 E13.5 males (Fig. 2B). We confirmed this transgenerational effect on the ovarian reserve at PND 21, when F3 primordial, primary, secondary, and antral follicles were significantly decreased by ancestral BaP exposure compared to ancestrally vehicle exposed control F3 mice (Fig. 2B–F; *P* < 0.03, effect of BaP dose, GEE).

**Figure 1:**
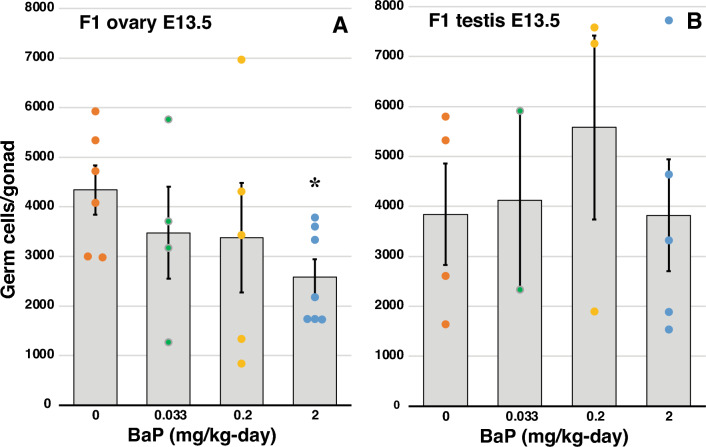
Effects of F0 dam exposure to BaP on germ cell numbers in gonads of F1 embryos (Experiment 1). Pregnant F0 OG2 females were exposed to 0.033, 0.2, or 2 mg/kg-day BaP or vehicle from E6.5–11.5, and F1 embryo gonads were collected at E13.5 for germ cell counts. Graphs show means ± SEM of total number of germ cells per gonad. Dots represent values for individual embryos. (**A**) The number of ovarian germ cells was significantly decreased in BaP-exposed compared to oil controls (*P* = 0.100, effect of BaP dose, linear regression; *P = 0.014, 2 versus 0 mg/kg-day BaP, t-test). (**B**) The number of F1 testicular germ cells was not affected by F0 BaP exposure (*P* = 0.687, effect of BaP dose, linear regression). N = 2–7 F1 embryos/group, each from independent F0 dam.

**Figure 2:**
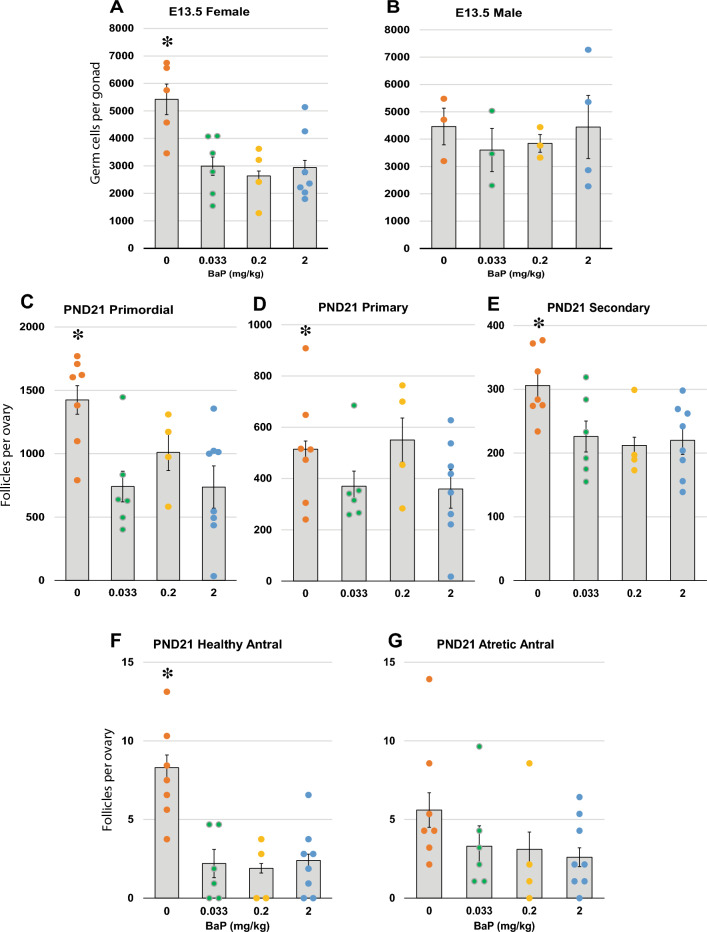
Effects of F0 dam exposure to BaP on germ cell and follicle numbers in gonads of F3 offspring (Experiment 1). Pregnant F0 OG2 females were exposed to 0, 0.033, 0.2, or 2 mg/kg-day BaP from E6.5–15.5. F3 embryonic gonads were collected at E13.5 and F3 ovaries were collected at PND21 for germ cell and follicle counts, respectively. Graphs show estimated marginal means ± SEM of total number of germ cells or follicles per gonad from GEE models. Dots represent values for individual embryos. (**A**) The number of germ cells was significantly decreased in the F3 E13.5 ovaries (A; *P < 0.001, beta for BaP dose = 0 mg/kg compared to other doses, GEE), but not in the F3 E13.5 testes (**B**) of mice descended from BaP-exposed compared to control F0 dams. The numbers of primordial (**C**; *P < 0.001, beta for BaP dose = 0 mg/kg compared to other doses, GEE), primary (**D**; *P = 0.021, beta for BaP dose = 0 mg/kg compared to other doses, GEE), secondary (**E**; *P = 0.004, beta for BaP dose = 0 mg/kg compared to other doses, GEE), and healthy antral (**F**; *P < 0.001, beta for BaP dose = 0 mg/kg compared to other doses, GEE) follicles were significantly decreased in F3 PND21 ovaries of mice descended from BaP-exposed compared to control F0 dams (*P* < 0.03, effect of BaP dose, GEE), while atretic antral follicle numbers were not significantly decreased (**G**). N = 4–7 F3 PND21 females derived from 3 to 5 F0 dams per group.

To test the hypothesis that developing ovaries are more sensitive to the transgenerational effects of BaP on the ovarian reserve during germ cell specification and proliferation than during meiosis initiation and arrest, we compared the effects of oral BaP dosing of pregnant C57BL/6J dams with 0 or 2 mg/kg-day from E6.5–11.5 (PGC mitotic window) with dosing from E12.5–17.5 (meiotic window) on ovarian follicle numbers in F2 and F3 females. We previously reported statistically significantly decreased primordial, primary, and secondary follicle numbers in BaP-exposed F1 females from this experiment at puberty, defined as first vaginal estrus, with no effect of exposure window^36^. However, in contrast to the results with F0 BaP dosing from E6.5–15.5, we observed no statistically significant effects of F0 BaP treatment on ovarian follicle numbers in the adult F2 or pubertal F3 females descended from F0 mice dosed during either of the shorter mitotic or meiotic developmental windows (Fig. 3).

**Figure 3:**
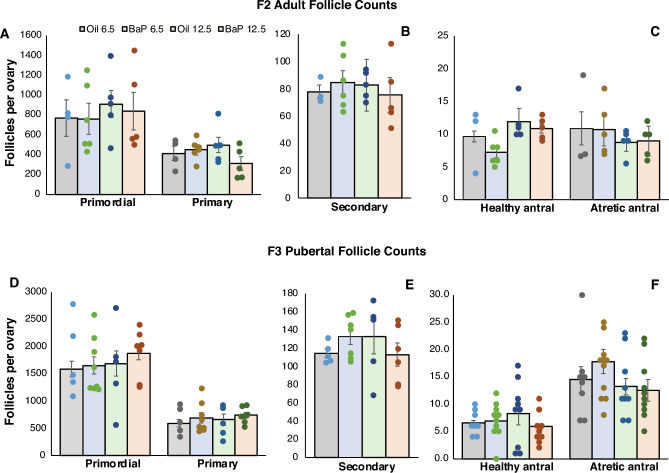
Effects of F0 dam exposure to BaP during the mitotic or meiotic windows of ovarian development on ovarian follicle counts in their F2 and F3 offspring (Experiment 2). Pregnant C57BL/6J females were exposed to BaP or oil vehicle from E6.5–11.5 (mitotic developmental window) or E12.5–17.5 (predominantly meiotic developmental window). Adult, 4 to 5 month old F2 female offspring were euthanized on the day of estrus of the estrous cycle based on vaginal cytology (N = 4–6 F2 females derived from 4–5 F0 females/group). F3 female offspring were euthanized on the day of first vaginal estrus (puberty) for ovarian follicle counts (N = 9–11 F3 females derived from 5 to 7 F0 dams/group). Graphs show estimated marginal means ± SEM of total number of follicles of different developmental stages per gonad from GEE models. Dots represent values for individual females. There were no statistically significant effects of F0 BaP exposure, developmental window, or interaction between BaP and developmental window on primordial (**A**,**D**), primary (**A**,**D**), secondary (**B**,**E**), healthy antral (**C**,**F**), or atretic antral (**C**,**F**) follicle numbers in F2 or F3 ovaries.

In a third experiment, using mice heterozygous for Glutamate Cysteine Ligase Modifier subunit (*Gclm*, the modifier subunit of the rate-limiting enzyme in glutathione synthesis), we found that primordial, primary, and secondary follicles per ovary were significantly decreased in 4–5 month old F2 *Gclm*+*/−* mice descended from *Gclm*+*/−* F0 dams dosed from E6.5–15.5 with 2 mg/kg-day BaP compared to F2 mice descended from control F0 dams (Fig. S1).

### Transgenerational impact of gestational F0 exposure to BaP involved disruption of transcriptomic sex identities of E13.5 primordial germ cells

Our recently published study showed that gestational exposures of pregnant C57BL/6J female mice to BaP sex-dependently impacted the E13.5 gonadal transcriptome, with 490 significantly differentially expressed genes (False Discovery Rate, FDR, *p*-value < 0.05) in the E13.5 ovaries and none in the E13.5 testes^20^. In the present study we attempted to examine whether in utero exposure of mouse embryos to BaP affects sex differentiation of primordial germ cells (PGCs). In mice, PGCs arrive at the gonadal ridge E10.5^37^, where they proliferate until entering meiosis in females starting at E13.5 (now called oocytes), while in males they proliferate, migrate to the forming seminiferous cords (now called gonocytes)^38^, and undergo mitotic arrest shortly before birth^38^. Herein we refer to E13.5 germ cells as PGCs in both sexes as a shorthand. To collect E13.5 mouse PGCs, we took advantage of the OG2 transgenic mice^35^, which express EGFP from the germline-specific *Pou5f1* promoter, as we previously described^39^. OG2 homozygous females were timed-mated with OG2 homozygous males. At E13.5, when PGCs are settled in the embryonic gonads and have initiated sexual differentiation as dictated by the surrounding gonadal somatic cells^40^, EGFP-expressing PGCs (Fig. 4A, top images) were isolated by FACS and subjected to RNA-seq. 

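RNA-seq values of 48 female and 53 male E13.5 embryos from 56 dams were analysed. The vehicle groups held 5 embryos of each sex in F1 and 6 of each sex in F2 and in F3. At F0 doses of 0.033, 0.2 and 2 mg/kg-day BaP, the F1 groups held 2, 5 and 5 female and 2, 6 and 8 male embryos. Each F2 dose group held 3 embryos of each sex. The F3 dose groups held 4, 2 and 4 females and 4, 4 and 3 males. The PGCs were enriched by FACS for EGFP expressed from the Pou5f1 promoter. The authors made cDNA with an oligo(dT) primer and sequenced it as paired ends. They trimmed the reads with Trim Galore, aligned them to GRCm38 with STAR, counted them on exons with Rsubread and normalized the counts with edgeR's TMM method. The deposited values are these normalized counts of 15423 genes, whose sum per embryo lay between 758171 and 1594837. In 99 embryos the values were whole multiples of 1 step per embryo, so the reads behind them could be recovered. These reads numbered from 5004382 to 87240533 per embryo, with a median of 7828828. In F1, 11 libraries from 6 dams had 21247642 reads or more and are called deep libraries. The largest of the others had 12211582. Expression was compared with limma on log2(normalized count + 0.5), in 1 fit of 8 sex-by-dose groups for each generation and 1 fit for all generations combined. A comparison for all doses is the mean of the 3 dose contrasts against vehicle. Genes with a mean normalized count of at least 0.5 over the embryos of a fit were tested, and p-values were adjusted by the Benjamini-Hochberg method. Group values are given as mean ± SD over embryos, and log2 fold changes with the standard error (SE) of the fit. Tests are two-sided.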

Representative FACS data demonstrate purity of OCT4-EGFP positive cells (Fig. S2). 

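The median normalized count per embryo ranged from 5.59 to 8.23 genome-wide. Of the deep libraries of F1 females, 1 was in the vehicle group, 2 at 0.2 and 2 at 2 mg/kg-day. Of those of F1 males, 2 were in the vehicle group, 1 at 0.2 and 3 at 2 mg/kg-day. Generation accounted for 7.60% of the variance of the log2 values between the 48 females (permutation test, p = 0.0259), where permuted generation labels gave 4.28% on average. Between the 53 males it accounted for 5.24% (permutation test, p = 0.0819), against 3.85% with permuted labels. With only the genes above 100 normalized counts in at least 1 embryo, the share in males was 7.22% (permutation test, p = 0.0303).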

Normalized counts of mRNA expression showed no sign of batch effects by generation, sex, or exposure (Fig. S3).

**Figure 4:**
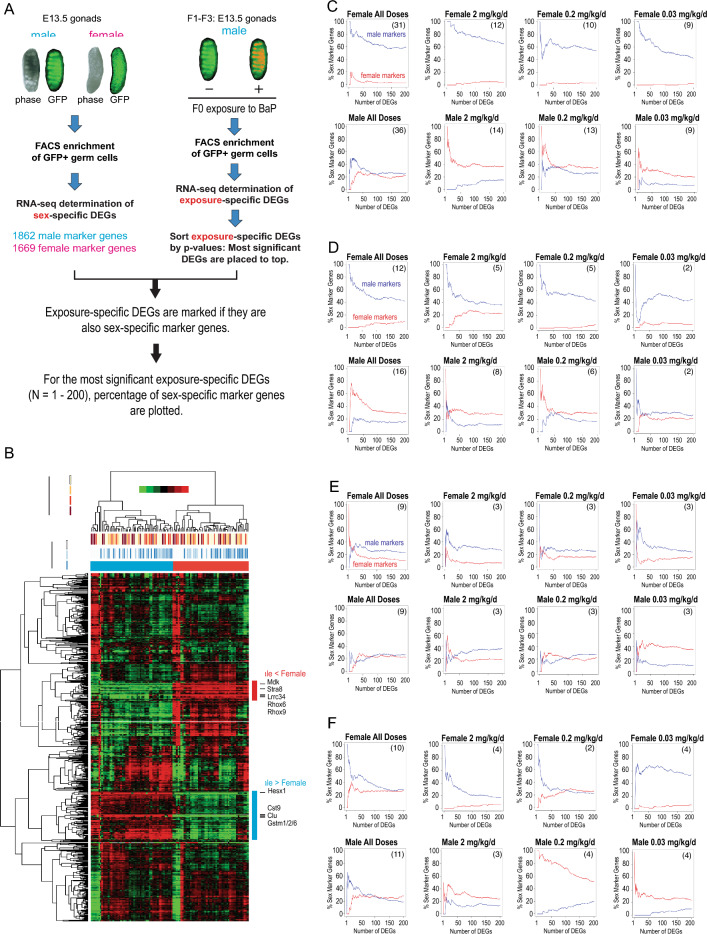
Enrichment of gonadal sex-specific differentially expressed genes (DEGs) in BaP exposure-specific DEGs. (**A**) Analysis flow chart. Primordial germ cells (PGCs) isolated from E13.5 embryonic gonads of OG2 descended from pregnant, vehicle-exposed F0 mice were subjected to RNA-seq to determine sex-specific DEGs (left column). RNA-seq data of PGCs isolated from F1–F3 E13.5 male gonads with F0 exposure to BaP or F0 exposure to vehicle from E6.5–11.5 (F1) or E6.5–15.5 (F2, F3) were examined to obtain *p*-value ranked lists of exposure-specific DEGs (right column). The same procedures were performed for the RNA-seq data of PGCs isolated from F1-F3 female gonads (not shown). Numbers of sex-specific DEGs within the exposure-specific DEGs were calculated for up to 200 exposure-specific DEGs with the smallest *p*-values. (**B**) Heatmap of unsupervised hierarchical clustering of PGC transcriptomes. Locations of sex-specific DEGs are shown by colored bars on the right with representative DEGs. (**C**, **D**, **E**) Enrichment of sex-specific DEGs in the exposure-specific DEGs calculated for PGCs in (**C**) all generations of embryos, (**D**) PGCs in the F1 embryos, (**E**) PGCs in the F2 embryos, or (**F**) PGCs in the F3 embryos. Y-axis shows relative frequencies of sex-specific genes (blue and red lines show male- and female-specific genes, respectively). X-axis shows numbers of exposure-specific genes with smallest *p*-values. Numbers of exposed embryos examined for each panel are shown in parentheses in upper left. Numbers of embryos isolated from vehicle exposed control animals were as follows: 17 males and 17 females for panel **C**, 5 males and 5 females for panel **D**, 6 males and 6 females for panel **E**, and 6 males and 6 females for panel **F**.

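Lhx1 lies on chromosome 11 of GRCm38 from 84518284 to 84525535, on the minus strand. In the vehicle groups of all generations combined, its normalized count was 8.08 ± 3.28 in 17 males and 1.15 ± 0.711 in 17 females, a log2 fold change of 2.39 (SE 0.21, limma adjusted p = 2.67e-18). Over all embryos, 44 of 48 females lay below every male. The choice of pseudocount moved the value of Lhx1 males against females most. The log2 fold change was 2.81 with a pseudocount of 0.1 and 2.06 with 1. Stra8, on chromosome 6 from 34920163 to 34939344, had a normalized count of 2.72 ± 3.54 in vehicle males and 416 ± 197 in vehicle females, a log2 fold change of -7.40 (SE 0.44, limma adjusted p = 1.85e-28). Of the 53 males, 51 lay below every female, and the highest male value was 14.6.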

BigWig tracks of RNA-seq data pooled for BaP dosage, gonadal sex, and generations (Fig. S4) showed clear differential expression of representative germline sex marker genes—namely, the male marker gene *Lhx1* was far more strongly expressed in male PGCs than female PGCs whereas the female germline marker *Stra8* was expressed exclusively in female PGCs. The absolute lack of mRNA expression from the constitutively active, Y-chromosomal gene *Eif2s3y* in female PGCs confirmed the absence of any contaminating male cells in female PGC specimens. 

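Eif2s3y lies on the Y chromosome from 1010543 to 1028847. It had 0 reads in all 48 females. In the 17 vehicle males its normalized count was 199 ± 56.4, and the lowest of all 53 males had 109, which corresponds to 761 reads. The Y-linked gene Ube1y1 was also at 0 in vehicle and exposed females, against 46.8 ± 9.15 in vehicle males. The weaker Y-linked genes Kdm5d, Ddx3y and Uty were at 0 in 17, 16 and 15 of 17 vehicle females, where Ddx3y averaged 0.00770 and Uty 0.0188 against 14.0 and 8.75 in vehicle males. Y-linked genes speak to male cells only and not to somatic cells of the same sex.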

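In the vehicle embryos of all generations, Nanos3 (chromosome 8, 84173731 to 84185217) had a normalized count of 105 ± 46.1 in 17 males and 52.6 ± 19.5 in 17 females. The log2 fold change was 0.95 (SE 0.21, limma adjusted p = 3.84e-05). It was 1.44 in F1 (limma adjusted p = 0.00133), 0.52 in F2 (0.130) and 0.99 in F3 (0.0472). Ddx4 (chromosome 13, 112598333 to 112652475) had 375 ± 130 in males and 505 ± 118 in females, a log2 fold change of -0.48 (SE 0.15, limma adjusted p = 0.00469). Its change was -0.74, -0.44 and -0.30 in F1, F2 and F3, with limma adjusted p-values of 0.0710, 0.0748 and 0.299. These fits of single generations do not pair littermates. With a block for dams over the vehicle embryos of all generations, the change of Ddx4 was -0.52 (limma adjusted p = 0.000233). Dazl (chromosome 17, 50279395 to 50293636) had 978 ± 306 in males and 1375 ± 312 in females, a log2 fold change of -0.52 (SE 0.12, limma adjusted p = 0.000174). In single generations it passed a limma adjusted p of 0.05 in F1 and F2 (0.0305 and 0.00337) and not in F3 (0.264). The sexes differed by less than the 2-fold minimum used for sex-specific genes in each of the 3 genes when generations were combined.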

The PGC marker gene *Nanos3* and markers of later-stage germline cells *Ddx4* and *Dazl* were expressed at comparable levels between male and female PGCs in all generations, confirming the germline nature of the FACS-isolated PGC specimens.

We initiated our transcriptomic analysis of PGCs with unsupervised hierarchical clustering of RNA-seq data. 

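All embryos were clustered on the 3089 genes above 100 normalized counts in at least 1 embryo, with average linkage on 1 minus the Pearson correlation of log2 values. The first division gave clusters of 52 and 49 embryos, and 100 embryos fell with their own sex. The exception was F3 male D1390.5 at 0.2 mg/kg-day, which joined the females. The same number fell with their own sex with Euclidean distance and with all genes tested. With complete linkage, 76 embryos did, in clusters of 78 and 23. The first principal component held 46.5% of the variance and separated the sexes without overlap, males from -28.5 to -1.94 and females from 2.76 to 40.8.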

A heatmap representation of the clustering analysis showed clear separation of male and female PGCs (Fig. 4B), indicating a significant degree of sexual differentiation of the germline cells in the E13.5 embryonic gonadal anlage, and several known germline sex marker genes are recognized as differentially expressed genes (DEGs; colored bars on the right of the heatmap). However, exposure doses (0, 0.03, 0.2, or 2 mg/kg/d) or generations of the embryos (F1, F2, or F3) did not form significant clusters, indicating that gestational F0 exposure did not cause readily detectable strong transcriptomic impact on E13.5 PGCs of the subsequent generations.

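Dose accounted for 8.13% of the variance between the 48 females (permutation test, p = 0.138), where permuted dose labels gave 6.39% on average. Between the 53 males it accounted for 6.37% (permutation test, p = 0.265), against 5.79% with permuted labels.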

Next, we attempted to examine whether exposure-specific DEGs provide us with clues to disturbed sexual differentiation of E13.5 PGCs by gestational F0 exposure to BaP. 

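In the combined fit, 13288 genes were tested for a difference between 17 male and 17 female vehicle embryos. At an adjusted p under 0.05 and a fold change over 2, 1051 genes were higher in males and 1076 higher in females. These are called male-specific and female-specific genes. The paper's Table S1 lists 1046 of the former and 1055 of the latter. Of the genes in that table, 1428 male-specific and 1372 female-specific genes were tested, and each was higher in the sex for which the table lists it. Without the fold minimum, 3703 genes were higher in males and 3799 in females, which was the largest change among the settings tried. edgeR's likelihood ratio test on the recovered reads gave 1414 and 1377 genes, and a minimum mean of 5 normalized counts gave 482 and 502.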

Firstly, we determined marker genes of sexual differentiation of E13.5 PGCs by RNA-seq and identified 1862 and 1669 DEGs specifically expressed in male and female PGCs from vehicle control lineages, respectively (> twofold increase in one sex compared to the other, FDR < 0.05; N = 17 for each sex; Fig. 4A, left column, and Table S1). The numbers of our sex-specific DEGs were 3–fourfold greater than those previously reported by Sakashita et al*.*^41^ who determined sex-specific DEGs in E13.5 mouse PGCs (C57BL/6 background) taking a similar approach and the same set of DEG criteria as ours but with limited numbers of biological replicates (N = 2 for each sex). 

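The normalized count exceeded 100 in at least 1 embryo for 3089 genes. Of these, 4.47% were male-specific and 4.95% female-specific. Among all 13288 genes tested the shares were 7.91% and 8.10%.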

Secondly, we identified 3100 genes whose expression counts exceeded 100 in any E13.5 PGCs in any generations of embryos (F1–F3) with or without F0 exposure to BaP (Table S2). Thirdly, we determined exposure-specific DEGs in E13.5 PGCs isolated from F1–F3 embryos and sorted DEGs by statistical significance so that DEGs with smallest *P*-value are ranked to the top (Fig. 4A, right column, and Tables S3–S6).

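For each generation, sex and dose, genes were ranked by the p-value of the limma contrast against vehicle, so that every gene tested has a rank whether or not its change is significant. The fits covered 13635 genes in F1, 13083 in F2 and 13139 in F3. As a reference for any ranking, dose labels were permuted between embryos of the same sex and generation. For limma, all 84 splits were used for 6 embryos against 3 and 100 drawn splits otherwise. Each split was fitted and ranked in the same way, and sex-specific genes were found anew in it. For edgeR's likelihood ratio test, labels of all doses were shuffled together, in 60 splits per generation and 30 for all generations. There the sex-specific genes of the real labels were kept, so the permuted medians of the 2 tests are not on the same footing. Over the per-generation comparisons of each dose and of all doses, between 25 and 2018 genes had an unadjusted p under 0.05, where between 654 and 682 would fall there by chance.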

After the list of sex-specific DEGs, exposure-specific DEGs, and significantly expressed genes had been generated, we attempted to integrate the sex-specific DEGs and the exposure-specific DEGs. To prepare for this analysis, we performed permutation tests to establish the probabilities of accidentally observing sex-specific DEGs in a randomly sampled list of significantly expressed genes (Fig. S5). For example, when 50 genes (Sampling Size = 50) were randomly selected, some of them—typically 4–5% of the 100 genes—were in the list of sex-specific DEGs. 

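In 5000 draws of 50 genes from the 3089 expressed genes, male-specific genes made up 4.39% of a draw on average and female-specific genes 4.95%. More than 10% of a draw was male-specific in 2.10% of the draws and female-specific in 3.70%.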

By repeating this sampling 5000 times, we generated histograms representing the distribution of probabilities of observing sex-specific DEGs in the list of randomly chosen genes. Gamma-distribution fitting demonstrates that the distribution was strongly biased towards smaller numbers when the sample size was 50 and that the distribution became more symmetrical centering at 5% as the Sample Size increased to 100 and 200. 

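With draws of 100 and 200 genes, male-specific genes averaged 4.43% and 4.48%, and female-specific genes 4.99% and 4.96%. The 95th percentile of the male-specific share fell from 10% at 50 genes to 8% at 100 and 7% at 200.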

The results of these permutation tests demonstrate that the probability that sex-specific DEGs occupy more than 10% of the randomly chosen expressed genes was statistically significant (*P* < 0.05) regardless of the sample size.

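More than 10% of the draw was male-specific in 0.380% of the draws of 100 genes and in 0.0400% of the draws of 200. For female-specific genes these shares were 0.840% and 0.0200%. The genes ranked in each comparison are all genes tested, not only those above 100 normalized counts. When all genes tested were drawn from instead, more than 10% was male-specific in 19.8%, 17.4% and 12.2% of draws of 50, 100 and 200 genes, and female-specific in 22.9%, 18.3% and 13.4%. With the markers of Table S1, more than 10% was male-specific in 45.0%, 52.7% and 58.0% of such draws, and female-specific in 41.9%, 47.4% and 50.0%. The share of sex-specific genes is thus larger in the set that was ranked.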

We then determined numbers of the sex-specific DEGs in varying numbers of the statistically most significant exposure-specific DEGs and calculated the percentages of sex-specific DEGs per 1–200 exposure-specific DEGs (Fig. 4A,C–F). 

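Over all generations and doses, 31 exposed females were compared with 17 vehicle females. Male-specific genes made up 21% of the 100 genes with the smallest p (95% Wilson interval 14.2% to 30.0%), and all 21 were higher after exposure. Female-specific genes made up 16% (10.1% to 24.4%), all lower after exposure. With permuted dose labels, the median share of male-specific genes was 8% and that of female-specific genes 7.5%. The share of male-specific genes moved most with edgeR's likelihood ratio test. It was 66% under that test, against a median of 47% with permuted labels.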

When data of all generations and all doses were combined for the above analysis (Fig. 4C, “Female All Doses”), the exposure-specific DEGs in female PGCs showed strong enrichment of the male sex-specific DEGs (blue line) for all numbers of the exposure-specific DEGs tested whereas the female-specific DEGs (red line) were not enriched. Strong enrichment of the male sex-specific DEGs was also evident for all doses of F0 BaP exposure (Fig. 4C, “Female 2, 0.2, or 0.033 mg/kg/d”). In contrast, both male and female exposure-specific DEGs in male PGCs showed an only modest degree of enrichment (Fig. 4C, “Male All Doses”), although the largest F0 BaP exposure caused enrichment of the female exposure-specific DEGs (red line in “Male 2 mg/kg/d”). 

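In females of all generations, male-specific genes made up 25% of the top 100 at 0.033 mg/kg-day (Wilson interval 17.6% to 34.3%; n = 9), 15% at 0.2 (9.31% to 23.3%; n = 10) and 18% at 2 mg/kg-day (11.7% to 26.7%; n = 12). The medians with permuted labels were 9%, 8% and 8%. All male-specific genes were higher after exposure at 0.033 and 2 mg/kg-day, and 12 of 15 at 0.2. Under the likelihood ratio test the shares were 84%, 56% and 53%, with permuted medians of 50%, 36% and 47%.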

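In 36 exposed against 17 vehicle males, female-specific genes made up 16% of the top 100 for all doses (Wilson interval 10.1% to 24.4%) and male-specific genes 17% (10.9% to 25.6%). The medians with permuted labels were 11% and 11.5%. At 2 mg/kg-day (n = 14), 10% were female-specific (5.52% to 17.4%), of which 3 were higher after exposure and 7 lower. Male-specific genes made up 35% there (26.4% to 44.8%), 34 of them lower. Under the likelihood ratio test at this dose, 34% were female-specific, 31 of them higher after exposure, with a permuted median of 32%.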

Taking the same approach, we examined transcriptomes of PGCs isolated from the F1, F2, and F3 embryos. Female PGCs in the F1 embryos (Fig. 4D) again showed enrichment of the male sex-specific DEGs after the 2 and 0.2 mg/kg/d F0 exposure. 

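In F1 females at 2 mg/kg-day (n = 5 against 5), 25% of the top 100 genes were male-specific (Wilson interval 17.6% to 34.3%), all higher after exposure, against a permuted median of 10%. Across the 10 fits that each left out 1 embryo the share was between 18% and 27%. With depth class as a term, an alternative chosen after the depth of the libraries was seen, it was 22%. The share at 0.2 mg/kg-day (n = 5 against 5) was 8% (4.11% to 15.0%), with 4 genes higher and 4 lower, against a permuted median of 11%. It was 15% without exposed embryo D2506.2 and 5% without vehicle embryo C4232.9. Under the likelihood ratio test the shares were 41% at 2 mg/kg-day, all higher, and 51% at 0.2 mg/kg-day, with 46 higher and 5 lower. The permuted medians were 34% and 32%.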

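Female-specific genes made up 28% of the top 100 in F1 females at 2 mg/kg-day (Wilson interval 20.1% to 37.5%), with 25 lower after exposure and 3 higher. The permuted median was 12%. The share was 14% without vehicle embryo C4232.9 and 40% without C4605.2, a vehicle embryo as well. The share at 0.2 mg/kg-day was 11% (6.25% to 18.6%), at 0.033 mg/kg-day 13% (7.76% to 21.0%; n = 2 exposed) and for all doses 12% (7.00% to 19.8%). It became 25% at 0.2 mg/kg-day without C4232.9 and 6% without C4605.2. For all doses it was 7% without exposed embryo D2506.2.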

The female sex-specific DEGs were not enriched except for modest enrichment with the high dose exposure (2 mg/kg/d). Male F1 PGCs showed modest degrees of enrichment of both male and female sex-specific DEGs although female-specific DEGs tended to be more strongly enriched. 

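In F1 males for all doses (n = 16 against 5), 9% of the top 100 genes were female-specific (Wilson interval 4.81% to 16.2%) and 27% male-specific (19.3% to 36.4%). The permuted medians were 10% for each. The share of female-specific genes was 16% without vehicle embryo C4232.2, and that of male-specific genes 12% without vehicle embryo C3774.3. Female-specific genes made up 8%, 9% and 13% at 0.033, 0.2 and 2 mg/kg-day, and male-specific genes 43%, 14% and 6%. Without C3774.3 the female-specific share was 13% at 0.033 and 8% at 2 mg/kg-day, and the male-specific share 16% at 2 mg/kg-day. The male-specific share at 0.2 mg/kg-day was 24% without vehicle embryo D2580.2 and 7% without exposed embryo D2510.1.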

Female F2 PGCs showed enrichment, albeit less pronounced than in F1, of male-specific genes (Fig. 4E). 

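In F2 females for all doses (n = 9 against 6), 10% of the top 100 genes were male-specific (Wilson interval 5.52% to 17.4%), 2 higher after exposure and 8 lower. The permuted median was 13%, and the share was 6% without exposed embryo D1669.5. At 2 mg/kg-day (n = 3) 15% were male-specific (9.31% to 23.3%), all of them lower, and 8% without D1669.5. The share was 8% at 0.2 mg/kg-day, with 7 genes lower, and 16% without exposed embryo D3371.1. It was 10% at 0.033 mg/kg-day, with 8 genes higher. Under the likelihood ratio test the share for all doses was 26%, of which 23 genes were lower, with a permuted median of 33%. Female-specific genes made up 5% for all doses (2.15% to 11.2%), and 10% without exposed embryo D2256.3.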

Female F3 PGCs in the F3 embryos showed strong enrichment of the male sex-specific DEGs after the 2 and 0.033 mg/kg/d F0 exposure whereas female sex-specific DEGs were not enriched (Fig. 4F). 

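In F3 females at 0.033 mg/kg-day (n = 4 against 6), 19% of the top 100 genes were male-specific (Wilson interval 12.5% to 27.8%), all higher after exposure, against a permuted median of 10%. The share was 5% without exposed embryo D3744.1 and 30% without D2549.1. The share at 2 mg/kg-day (n = 4 against 6) was 5% (2.15% to 11.2%) against 7% with permuted labels. It was 2% without exposed embryo D4190.2 and 9% without D2032.2. With only 2 exposed embryos, it was 14% at 0.2 mg/kg-day (8.53% to 22.1%). Under the likelihood ratio test the shares were 67% at 0.033 and 18% at 2 mg/kg-day, with permuted medians of 42% and 36%. Female-specific genes made up 13% at 0.033 (7.76% to 21.0%), 34% at 0.2 (25.5% to 43.7%) and 9% at 2 mg/kg-day (4.81% to 16.2%), all lower after exposure. Without embryo D3501.3 the share at 0.033 mg/kg-day was 8%. That at 2 mg/kg-day was 4% without vehicle embryo D3402.1 and 14% without D2032.2.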

When all doses were combined, female F3 PGCs show modest enrichment of male- and female-specific DEGs. 

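For all doses in F3 females (n = 10 against 6), 19% of the top 100 genes were male-specific (Wilson interval 12.5% to 27.8%), all higher after exposure, and 33% female-specific (24.6% to 42.7%), 31 of them lower. The permuted medians were 10% and 9%. Without vehicle embryo D3402.1, 23% were female-specific. Across the 14 fits that each left out 1 embryo, the male-specific share lay between 14% and 28%. Under the likelihood ratio test the male-specific share was 41%, and 42% in the median of the permuted labels.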

Male F3 PGCs showed modest enrichment of both male and female sex-specific DEGs at all doses except that the low dose (0.033 mg/kg/d) F0 exposure did not cause enrichment of male-specific DEGs. 

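In F3 males for all doses (n = 11 against 6), 12% of the top 100 genes were female-specific (Wilson interval 7.00% to 19.8%), all higher after exposure, against a permuted median of 9.5%. The share was 3% without vehicle embryo D3523.1. The share at 0.2 mg/kg-day (n = 4) was 26% (18.4% to 35.4%), with 25 genes higher, and 10% without vehicle embryo D3402.3. That at 2 mg/kg-day (n = 3) was 11% (6.25% to 18.6%), with 9 genes lower. At 0.033 mg/kg-day (n = 4) it was 5% (2.15% to 11.2%), and 11% without D3523.1.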

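Male-specific genes made up 12% of the top 100 in F3 males at 0.033 mg/kg-day (Wilson interval 7.00% to 19.8%), 55% at 0.2 (45.2% to 64.4%) and 9% at 2 mg/kg-day (4.81% to 16.2%). The permuted medians were 10%, 9.5% and 8%. Of the 55 genes at 0.2 mg/kg-day, 54 were lower after exposure, and the share was 36% without exposed embryo D1390.5. The share at 0.033 mg/kg-day was 5% without exposed embryo D3744.4 and 18% without D2374.1. That at 2 mg/kg-day was 24% without vehicle embryo D3523.1 and 2% without D3651.1. For all doses the share was 10%, and 60% without D3523.1.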

The high and low F0 exposure doses tended to enrich female-specific DEGs in male F3 PGCs more strongly than male-specific DEGs. These observations collectively support the notion that gestational exposure of F0 mothers to BaP caused transgenerationally transmitted disturbance in transcriptomic sexual differentiation of E13.5 PGCs.

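For all doses in females, the male-specific genes of the top 100 were higher after exposure in 15 of 16 cases in F1, 2 of 10 in F2 and 19 of 19 in F3. Among the comparisons of single doses with at least 3 embryos per group, F1 females at 2 mg/kg-day gave the only share of opposite-sex genes above the 95th percentile of the permuted labels under limma, 18.1%. Ranking by edgeR's likelihood ratio test raised the share in the real comparison and with permuted labels alike, though the permuted references of the 2 tests were built differently. In F1 females for all doses it was 45% against a permuted median of 31%. In F1, F2 and F3 males for all doses it was 38%, 26% and 23%, with permuted medians of 30%, 26% and 24%. From its observations taken together, the paper proposes that F0 exposure disturbed transcriptomic sexual differentiation of PGCs across generations.

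**Figure D1:**
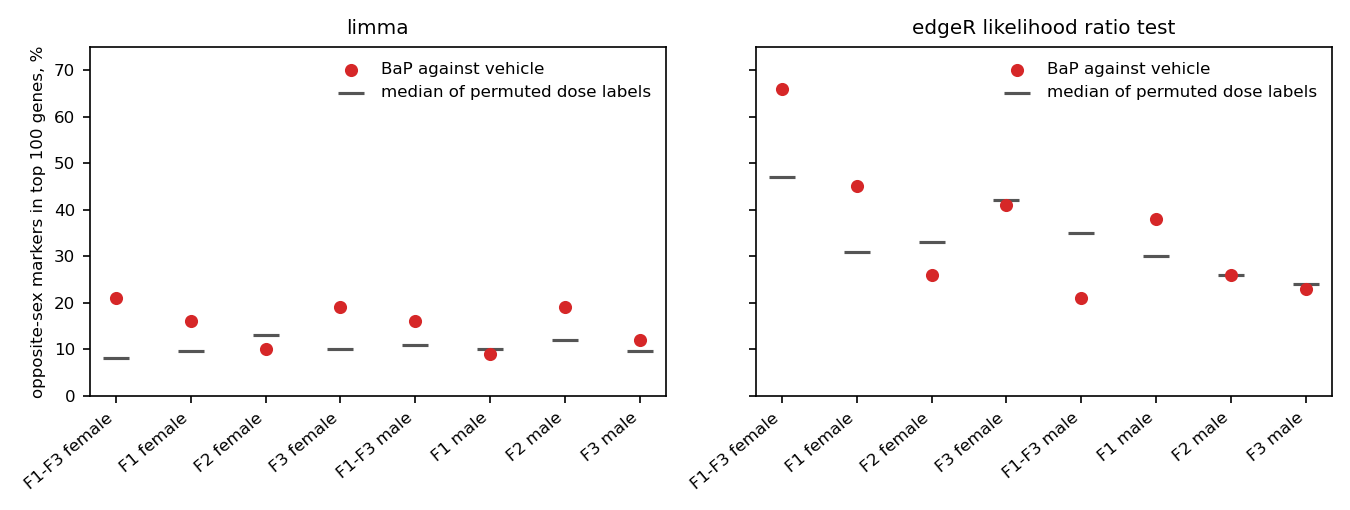
Share of opposite-sex marker genes among the 100 genes with the smallest p (percent, vertical axis) for all doses in each generation and sex, ranked with limma (one panel) and with edgeR's likelihood ratio test (the other). Red points show BaP against vehicle and grey bars the median with permuted dose labels. In the permuted labels, sex-specific genes were found anew for limma and kept from the real labels for the likelihood ratio test. In F3 females ranked by the likelihood ratio test, 41% stands beside a permuted median of 42%.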

### Gene ontology (GO) analyses of DEGs in PGCs of F1, F2, and F3 offspring directly or ancestrally exposed to BaP

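With all generations combined, 181 genes had an adjusted p under 0.05 in females at 2 mg/kg-day (n = 12 against 17), 98 higher and 83 lower after exposure. No gene did at the lower doses or for all doses, where 277, 140 and 1152 genes had an unadjusted p under 0.05. The 3 genes with the smallest p were Gm15441, an antisense transcript on chromosome 3 (96555765 to 96566801), Slc25a35 on chromosome 11 and the lincRNA Gm5083 on chromosome 13. Their log2 fold changes were -0.71 (SE 0.14), 0.65 (SE 0.14) and 0.88 (SE 0.19), each with a limma adjusted p of 0.0365. Over the alternatives the adjusted p of Gm15441 lay between 0.00745 and 0.0438. Slc25a35 and Gm5083 reached 0.0503 with generation as a term. The count ran from 1 with generation as a term and 19 without a filter to 827 when the 2 groups were fitted alone. In males of all generations, no gene passed at any of the 3 doses or for all doses, where 621, 447, 519 and 151 genes had an unadjusted p under 0.05.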

As noted above, using the stringent criterion of FDR p-value, we observed few statistically significant DEGs when comparing BaP-exposed to vehicle-exposed PGCs in any generation. Specifically, by this criterion, we observed 0, 1, and 7 DEGs, respectively, in the F1 0.033. 0.2, and 2.0 mg/kg-day BaP-exposed compared to oil exposed females; none in the F2 BaP-exposed compared to oil-exposed females, and 25, 6, and 3 DEGs, respectively, in the F3 0.033. 0.2, and 2.0 mg/kg-day ancestrally BaP-exposed compared to oil exposed females (Tables S4, S5, and S6). 

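In F1 females no gene had an adjusted p under 0.05 at the lower doses, where 25 and 123 genes had an unadjusted p under 0.05. At the highest dose 1 gene did and 1349 had an unadjusted p under 0.05. This gene was Frat2 (chromosome 19, 41845972 to 41848132), with a log2 fold change of 1.36 (SE 0.23, limma adjusted p = 0.0111). Over the alternatives its adjusted p lay between 8.56e-05 and 0.858. Leaving out exposed embryo D2587.1 gave 25 genes, leaving out vehicle embryo C4605.2 gave 7, and leaving out vehicle embryo C4232.9 gave 0. In F2 females no gene passed at any dose, where 444, 317 and 603 genes had an unadjusted p under 0.05. In F3 females no gene passed either, where 527, 1677 and 2018 genes had one. edgeR's likelihood ratio test gave 0, 1 and 8 genes in F1, 0 at each dose in F2 and 22, 2 and 0 in F3.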

In the F1 males we observed no DEGs with any BaP dose; we observed 0, 78, and 3 DEGs, respectively, in the F2 0.033. 

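In F1 males no gene had an adjusted p under 0.05 at any dose, where 864, 159 and 238 genes had an unadjusted p under 0.05. In F2 males at 0.2 mg/kg-day (n = 3 against 6), 19 genes passed, all lower after exposure. The 3 with the smallest p were Dsp (chromosome 13, 38151294 to 38198577), S100a10 (chromosome 3, 93555080 to 93564643) and Vamp8 (chromosome 6, 72385223 to 72390703). Their log2 fold changes were -2.02 (SE 0.36), -1.40 (SE 0.25) and -1.20 (SE 0.22), each with a limma adjusted p of 0.0274. Over the alternatives the adjusted p of Dsp lay between 9.13e-05 (without exposed embryo D1040.1) and 0.494. The count was 243 without exposed embryo D1040.1 and 0 without any 1 of exposed embryos D1064.1 and D3371.2 or vehicle embryos C4992.2, D2996.2 and D3001.1. At 0.033 and 2 mg/kg-day no gene passed, where 206 and 486 genes had an unadjusted p under 0.05. Leaving out exposed embryo D4028.3 gave 1 gene at 2 mg/kg-day. edgeR's likelihood ratio test gave 65 genes at 0.2 and 3 at 2 mg/kg-day.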

0.2, and 2.0 mg/kg-day BaP-exposed compared to oil-exposed males, and 0, 5, and 0 DEGs, respectively, in the F3 0.033. 

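In F3 males no gene had an adjusted p under 0.05 at any dose, where 402, 1392 and 116 genes had an unadjusted p under 0.05. The count at 0.2 mg/kg-day was 172 without exposed embryo D1464.2 and 64 without vehicle embryo D3523.1. That at 0.033 mg/kg-day was 3 without exposed embryo D2374.1. edgeR's quasi-likelihood test gave 5 genes at 0.2 mg/kg-day, and the likelihood ratio test 91.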

0.2, and 2.0 mg/kg-day ancestrally BaP-exposed compared to oil exposed males (Tables S4, S5, and S6).

To better understand which biological processes may be driving the transgenerational sex disturbances, we used less stringent criteria for inclusion of DEGs in Gene Ontology (GO) analyses using GOrilla^42^. Specifically, we used lists of DEGs, which were 1.5-fold or more up or down-regulated and had unadjusted *p*-values < 0.05, as the target genes against the background list of all 15,423 expressed genes. 

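Counts of genes changed at least 1.5-fold with an unadjusted p under 0.05 were taken from the same limma contrasts, over the genes tested in each generation and not over all 15423. In F1 females at 2 and 0.033 mg/kg-day there were 1005 and 23 such genes. In F2 females at 0.033, 0.2 and 2 mg/kg-day there were 271, 195 and 360, and in F3 females at 0.2 and 2 mg/kg-day 1496 and 1154.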

We then used Revigo to remove redundant GO terms^43^.

No GO terms that were statistically significant by FDR p-value were identified by GOrilla in females from the F1 2 mg/kg-day or 0.033 mg/kg-day, any F2 dose groups, or F3 2 mg/kg-day and 0.2 mg/kg-day groups compared to oil controls.

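In F1 females at 0.2 mg/kg-day (n = 5 against 5), 85 genes changed at least 1.5-fold with an unadjusted p under 0.05, 61 higher and 24 lower. The number was 455 without vehicle embryo C4232.9 and 40 without C4605.2. It was 23 with a minimum mean of 5 normalized counts and 165 under edgeR's likelihood ratio test.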

For F1 0.2 mg/kg-day exposed females compared to oil controls, GOrilla identified 21 GO terms, of which 18 were non-redundant and two had statistically significant FDR p-values (inflammatory response and defense response). For the F3 0.033 mg/kg-day exposed females compared to control females, GOrilla identified 157 GO terms, of which 108 were non-redundant and 88 had statistically significant FDR p-values and of which many related to immune, inflammatory, and defense responses (Table S7).

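In F3 females at 0.033 mg/kg-day (n = 4 against 6), 392 genes changed at least 1.5-fold with an unadjusted p under 0.05, 234 higher and 158 lower. The number was 860 without exposed embryo D2549.1.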

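Among F1 males, 178 genes changed at least 1.5-fold with an unadjusted p under 0.05 at 2 mg/kg-day (69 higher, 109 lower) and 120 at 0.2 mg/kg-day (47 higher, 73 lower). There were 146 such genes in F2 males at 0.033 mg/kg-day (64 higher, 82 lower) and 250 in F3 males at 0.033 mg/kg-day (110 higher, 140 lower).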

No GO terms that were statistically significant by FDR p-value were identified by GOrilla in males of the F1 2 mg/kg-day, F1 0.2 mg/kg-day, F2 0.033 mg/kg-day, or F3 0.033 mg/kg-day groups compared to oil controls.

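In F1 males at 0.033 mg/kg-day (n = 2 against 5), 820 genes met the same 2 criteria, 543 higher and 277 lower. The number was 501 without vehicle embryo C3774.3 and 1234 without vehicle embryo C4321.1.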

For F1 0.033 mg/kg-day exposed males compared to oil controls, GOrilla identified 45 GO terms, of which 40 were non-redundant and of which 14 had statistically significant FDR p-values (Table S8). Significant GO terms included myeloid leukocyte chemotaxis and defense response.

For F2 2 mg/kg-day exposed males compared to oil controls, GOrilla identified 82 GO terms, of which 61 were non-redundant and of which 37 had statistically significant FDR p-values (Table S9). 

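At this dose (n = 3 against 6), 414 genes changed at least 1.5-fold with an unadjusted p under 0.05, of which 372 were lower after exposure. The number was 760 without exposed embryo D4028.3.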

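In F2 males at 0.2 mg/kg-day (n = 3 against 6), 924 genes met the fold and p-value criteria, 263 higher and 661 lower. Across the 9 fits that each left out 1 embryo, the number lay between 615 (without exposed embryo D1064.1) and 1314 (without exposed embryo D1040.1).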

For F2 0.2 mg/kg-day exposed males compared to oil controls, GOrilla identified 88 GO terms, of which 57 were non-redundant and of which 14 had statistically significant FDR p-values (Table S10). Significant GO terms included leukocyte chemotaxis, immune response, humoral immune response and defense response.

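The list for F3 males at 0.2 mg/kg-day (n = 4 against 6) held 1086 genes, 437 higher and 649 lower after exposure. It held 633 without exposed embryo D1390.5 and 1497 without exposed embryo D1464.2.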

For F3 0.2 mg/kg-day exposed males compared to oil controls, GOrilla identified 156 GO terms, of which 118 were non-redundant and of which 102 had statistically significant FDR *p*-values (Table S11). For F3 2 mg/kg-day exposed males compared to oil controls, GOrilla identified 15 GO terms, of which 13 were non-redundant and of which 2 had statistically significant FDR p-values (gas transport; oxygen transport).

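The list for this group (n = 3 against 6) held 94 genes, 40 higher and 54 lower. It held 212 without exposed embryo D4190.1. Haemoglobin genes varied widely between embryos of the vehicle groups themselves. In the 17 vehicle males of all generations the normalized count of Hba-a1 was 212 ± 593, and 62.3 ± 218 in the 36 exposed males.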

### Gestational F0 exposure to BaP increased mRNA and protein expression of the male PGC genes *Tdgf1* and *Lefty2* in PGCs of F1 and F3 females

Among the male PGC genes with increased expression in female BaP-exposed E13.5 PGCs compared to vehicle controls were *Tdgf1*, the co-receptor of NODAL binding to its Type 2 Activin receptor, and *Lefty2*, whose expression is upregulated by NODAL signaling and which in turn inhibits NODAL signaling^44^*.* Both *Tdgf1* and *Lefty2* were in the top 25 DEGs when comparing female F1 2 mg/kg-day BaP (FDR *P* < 0.002), female F3 0.03 mg/kg-day BaP (FDR *P* < 0.04), and female F3 0.2 mg/kg-day BaP (FDR *P* < 0.001) to respective F1 and F3 controls, and *Tdgf1* was the top DEG when comparing female F3 2.0 mg/kg-day BaP to F3 vehicle controls (FDR *P* = 0.017). 

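Tdgf1 lies on chromosome 9 of GRCm38 from 110939603 to 110946158 and Lefty2 on chromosome 1 from 180893108 to 180899103. All 48 females lay below every male for both genes. Tdgf1 had at most 49 reads in any female and 0 reads in 13. In F1 at 2 mg/kg-day its normalized count was 1.44 ± 1.32 (n = 5) against 0.118 ± 0.123 in vehicle (n = 5). The log2 fold change was 1.41 (SE 0.44, limma adjusted p = 0.344, rank 104), and 4 of 5 exposed females lay above every vehicle female. For Lefty2 it was 0.89 (SE 0.35, limma adjusted p = 0.434, rank 486), and 0.45 without exposed embryo C4258.2. In F3 every vehicle female had between 0 and 3 Tdgf1 reads, so only lower bounds of the change can be given. They are ratios of observed means with vehicle set to 3 reads, and cover neither counting error nor the spread between embryos. At 0.033 mg/kg-day D2549.1 and D2374.5 had 0 and 1 reads, within the vehicle range, and D3501.3 and D3744.1 had 24 and 47. Tdgf1 was at least 5.97-fold higher at 0.033 (0 to 47 reads, n = 4), at least 12.2-fold at 0.2 (32 to 39 reads, n = 2) and at least 7.21-fold at 2 mg/kg-day (3 to 49 reads, n = 4). The bound was 3.07-fold at 0.033 without exposed embryo D3744.1 and 2.84-fold at 2 mg/kg-day without E0103.2. Lefty2, with between 1 and 3 reads in vehicle females, was at least 2.65-fold, 6.01-fold and 1.37-fold higher, and at least 1.46-fold at 0.033 without exposed embryo D3501.3. The fitted log2 fold changes of Tdgf1 rest on the added 0.5 and are no bounds. They were 1.21 at 0.033 and 1.66 at 2 mg/kg-day, and 0.61 without exposed embryo D3744.1 and 1.06 without E0103.2. The limma adjusted p of Tdgf1 was 0.990, 0.331 and 0.244 at the 3 doses, with ranks 303, 6 and 126, and the ranks of Lefty2 were 690, 4 and 4331. For all doses in F3, Tdgf1 had the smallest p of all genes under limma (adjusted p = 0.64). In F2 no exposed female had more than 3 Tdgf1 reads. Tdgf1 was at least 1.27-fold lower at 0.033 and at least 1.31-fold lower at 0.2 mg/kg-day, though without vehicle embryo D3133.2 both bounds fall below 1 (0.826 and 0.851) and no decrease can be stated. At 2 mg/kg-day it was listed at 0 in all 3 embryos. edgeR's likelihood ratio test moved the calls most. Under it the adjusted p in F1 at 2 mg/kg-day was 0.000498 for Tdgf1 (rank 4) and 0.00105 for Lefty2 (rank 5). In F3 at 0.033 mg/kg-day it was 0.0472 (rank 22) and 0.0874 (rank 43), and at 0.2 mg/kg-day 0.0133 (rank 2) and 0.00256 (rank 1). For Tdgf1 in F3 at 2 mg/kg-day it was 0.153 (rank 1). For all doses in F3 it was 0.0160 for Tdgf1 (rank 1) and 0.158 for Lefty2 (rank 2). Over the alternatives these adjusted p-values ran from 0.000498 to 0.858 for Tdgf1 in F1 and from 0.0133 to 0.551 for Tdgf1 in F3 at 0.2 mg/kg-day, the last without vehicle embryo D3651.2.

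**Figure D2:**
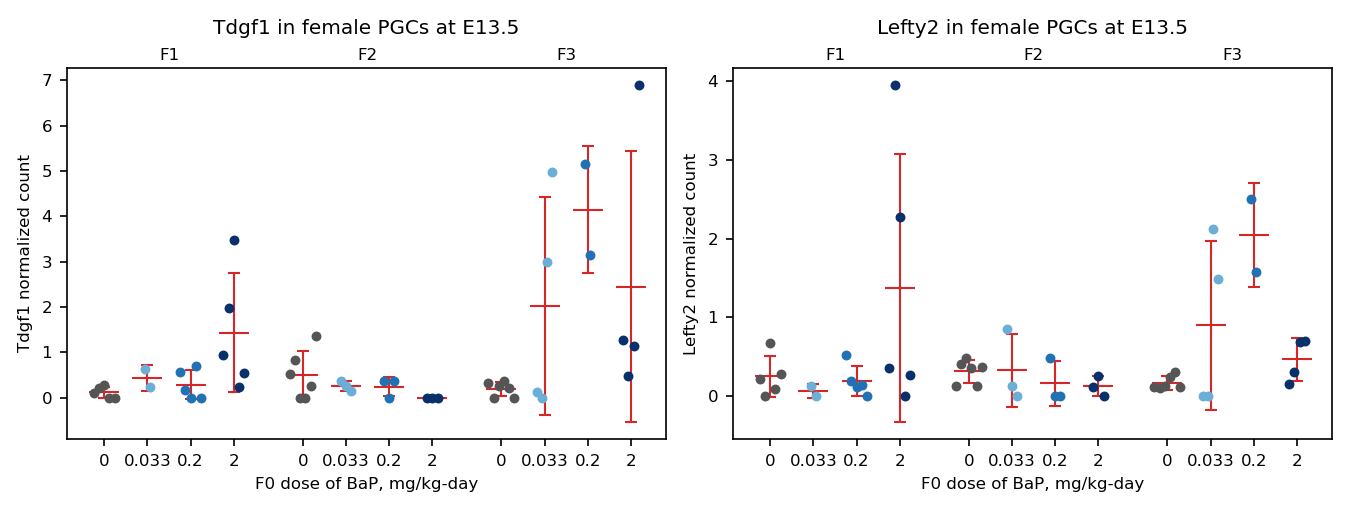
Normalized counts (vertical axis) of Tdgf1 and Lefty2 in each female embryo by generation and F0 dose (mg/kg-day), with the mean ± SD of each group in red. The highest Tdgf1 value, 6.91 in F3 at 2 mg/kg-day, is below the lowest male value of 7.80.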

Consistent with these results, “Nodal signaling pathway” was the fourth most significant GO term in the female F2 2.0 mg/kg-day BaP females, and “positive regulation of activin receptor signaling pathway” was the tenth most significant GO term in the F1 0.2 mg/kg-day females, compared to respective controls.

We performed immunofluorescence staining for TDGF1 and LEFTY2 and quantified expression using confocal microscopy and Imaris image analysis in F1 and F3 E13.5 vehicle and 0.033 and 2 mg/kg-day BaP ovaries. In the F1 ovaries, TDGF1 immunofluorescence increased with BaP dose in germ cell cytoplasm (*P* = 0.045, effect of BaP dose by linear regression; Fig. 5A). In the F3 ovaries, mean TDGF1 immunofluorescence was higher in both exposed groups than in controls, but the effect of BaP dose was not statistically significant by linear regression or non-parametric Kruskal Wallis test. Intergroup comparisons using non-parametric testing revealed that TDGF1 immunofluorescence was increased above control levels in the 0.033 mg/kg-day BaP-exposed group (*P* = 0.034, Mann Whitney test; Fig. 5B). In the F1 ovaries, LEFTY2 fluorescence increased with BaP dose (*P* = 0.048, effect of BaP dose by linear regression; Fig. 6A). In the F3 ovaries, mean LEFTY2 fluorescence in the 2 mg/kg-day group was non-significantly increased more than two-fold compared to the control group and more than threefold compared to the 0.033 mg/kg-day group (Fig. 6B), but the effect of BaP dose was not statistically significant by linear regression or non-parametric Kruskal Wallis test.

**Figure 5:**
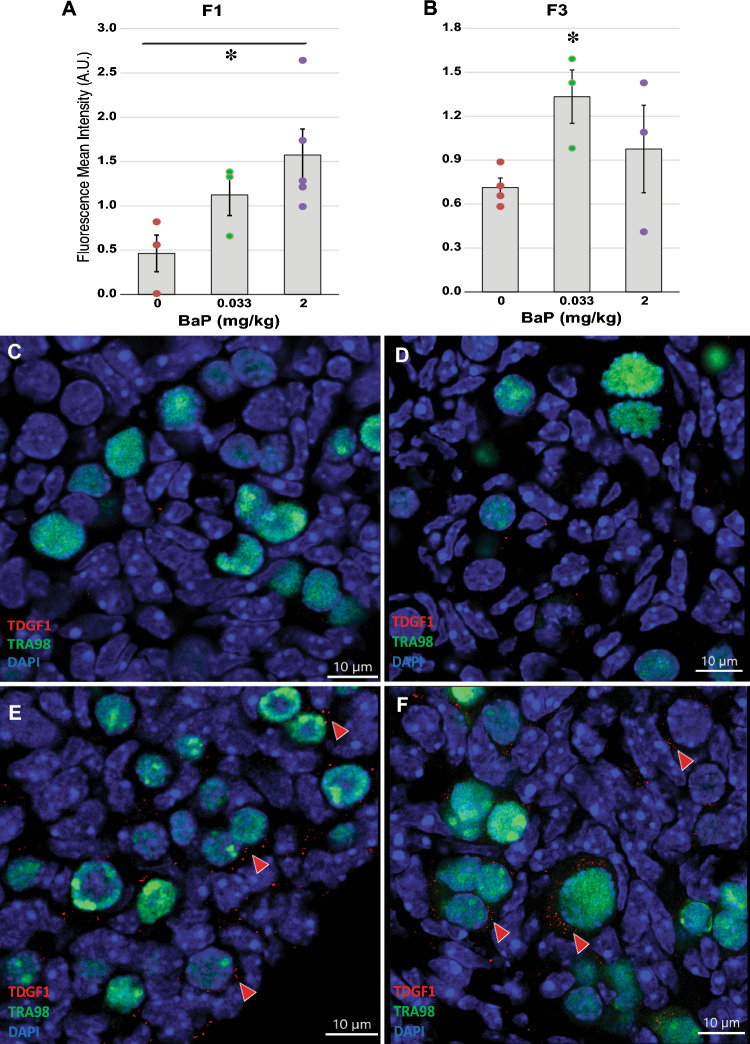
F0 dam BaP exposure increases protein expression of TDGF1 in ovaries of F1 and F3 female offspring. Pregnant OG2 females were exposed to BaP as for Figs. 1 and 2 and F1 and F3 ovaries were collected at E13.5 from female offspring and processed for immunofluorescence. Graphs show means ± SEM of mean fluorescence intensity in arbitrary units (AU). Dots represent values for individual embryos. F1 ovarian TDGF1 immunofluorescence increased with increasing F0 BaP dose (**A**, *P = 0.045, effect of BaP dose by linear regression; N = 3–5/group). F3 ovarian TDGF1 immunofluorescence was significantly increased in F3 ovaries descended from F0 dams treated with 0.033 mg/kg-day BaP compared to those descended from vehicle exposed F0 dams (**B**, *P = 0.034 Mann–Whitney test; N = 3–4/group). Representative images show cytoplasmic TDGF1 immunofluorescence in red in representative control F1 (**C**), control F3 (**D**), 2 mg/kg-day BaP F1 (**E**) and 0.033 mg/kg-day BaP F3 (**F**). Nuclei counterstained blue with DAPI and germ cell nuclei immunostained with TRA98 antibody (green). Arrowheads point to germ cells with positive cytoplasmic TDGF1 staining. Scale bars, 10 μm.

**Figure 6:**
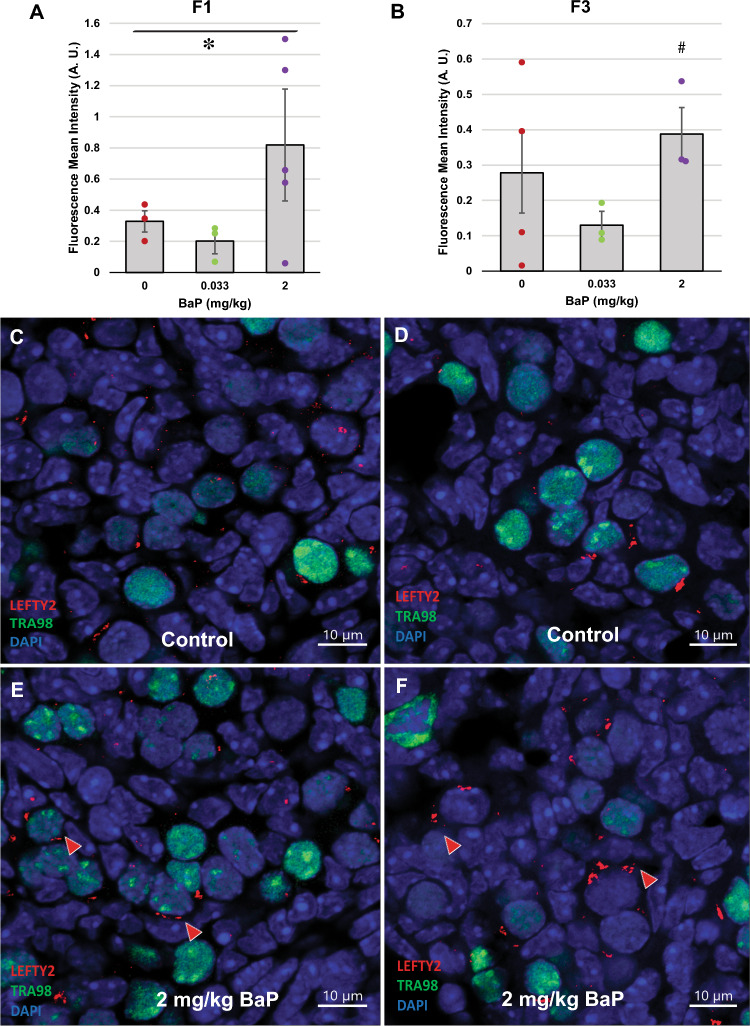
F0 dam BaP exposure increases protein expression of LEFTY2 in ovaries of F1 and F3 female offspring. Pregnant OG2 females were exposed to BaP as for Figs. 1 and 2 and F1 and F3 ovaries were collected at E13.5 from female offspring and processed for immunofluorescence. Graphs show means ± SEM of mean fluorescence intensity in arbitrary units (AU). Dots represent values for individual embryos. F1 ovarian LEFTY2 immunofluorescence increased with increasing F0 BaP dose (**A**, *P = 0.048, effect of BaP dose by linear regression; N = 3–5/group). F3 ovarian LEFTY2 immunofluorescence was non-significantly increased in F3 ovaries descended from F0 dams treated with 2 mg/kg-day BaP compared to those descended from 0.033 mg/kg-day exposed F0 dams (**B**, #*P* = 0.083, Mann–Whitney test; N = 3–4/group). Representative images show cytoplasmic LEFTY2 immunofluorescence in red in representative control F1 (**C**), control F3 (**D**), 2 mg/kg-day BaP F1 (**E**) and F3 (**F**). Nuclei counterstained blue with DAPI and germ cell nuclei immunostained with TRA98 antibody (green). Arrowheads point to cells with positive cytoplasmic LEFTY2 staining. Scale bars, 10 μm.

### Gestational F0 exposure affected gDNA methylation of F1 and F3 PGCs at several species of repetitive sequences

We examined whether gestational exposure of F0 females affects the DNA methylome of E13.5 PGCs in F1 and F3 embryos by whole genome bisulfite sequencing (WGBS). gDNA of both male and female PGCs in E13.5 embryos was globally and strongly demethylated except for the IAP family of endogenous retroviruses, agreeing with previous studies^29^ (Fig. 7A,B). Neither sex of PGCs nor the F0 exposure caused significant changes in DNA methylation at IAP sequences.

**Figure 7:**
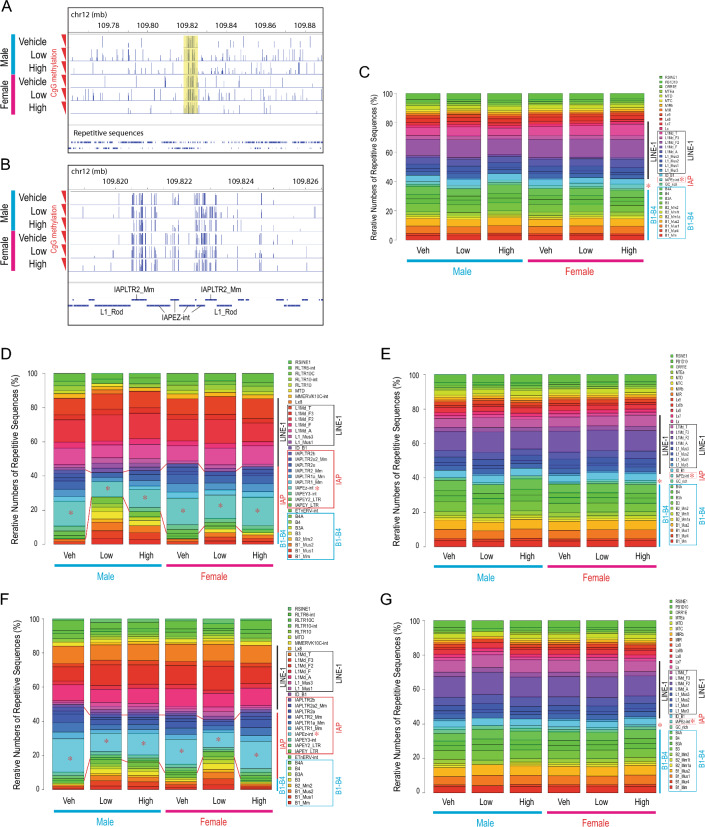
Effects of gestational F0 BaP exposure on genomic DNA methylation at repetitive sequences in F1 and F3 primordial germ cells. Genomic DNA (gDNA) of E13.5 PGCs isolated from F1 (**A**–**E**; N = 2/group) and F3 (**F**, **G**; N = 1/group) embryos descended from F0 females dosed with 0 (Veh), 0.2 (Low), or 2 (High) mg/kg-day BaP were subjected to whole genome bisulfite sequencing (WGBS). (**A**, **B**) Global gDNA demethylation except for IAP sequences. Panels A and B show CpG methylation profiles of a part of chromosome 12 in a 200-kb and 8-kb window, respectively. (**C**–**G**) Relative numbers of repetitive sequence copies in the whole mouse gDNA. Red asterisks indicate IAPEz-int sequence. Colored vertical bars and boxes indicate LINE-1, IAP, and B1-4 groups of repetitive sequences on the graphs and legends, respectively. (**C**) Top 35 repetitive sequences most frequently interrogated by WGBS. (**D**, **F**) Top 35 most strongly methylated repetitive sequences. Red lines between each column indicate the top and bottom boundaries of the IAP group repetitive sequences. (**E**, **G**) Top 35 unmethylated repetitive sequences.

To examine DNA methylation of the repetitive sequences in the mouse genome in more detail, we determined the genome-wide coverage of the RepeatMasker-registered repetitive sequences (GRCm38/mm10) by our WGBS. We identified the top 35 largest groups of repetitive sequences registered in the RepeatMasker file, 9 and 11 of which belonged to the LINE-1 family and B1-B4 repeats, respectively, whereas only one belonged to the IAP family (IAPEz-in indicated by asterisk) (Fig. 7C). In contrast, the top 35 most strongly methylated repetitive sequences (Fig. 7D,F) were greatly enriched with the IAP family (11 species) whereas 7 LINE-1 sequences were also methylated. Interestingly, whereas the B1-B4 repeats were minimally methylated in gDNA of PGCs after F0 exposure to vehicle, their methylation was augmented by exposure to BaP. The BaP-associated increase in B1-B4 repeats tended to be greater in F1 male PGCs than F1 female PGCs; instead, relative numbers of IAP sequences in the top 35 most methylated repetitive sequences decreased. In the F3 PGCs, the BaP-associated increase in B1-B4 repeats was similar in the 0.2 mg/kg-day BaP male and female PGCs (Fig. 7F). Detailed analyses focusing on F1 CpG methylation of IAPEz-int and B3 sequences by boxplots (Fig. S6A) and beeswarm plots (Fig. S6B) revealed disturbance in B3 methylation, including many hypermethylated B3 loci in the BaP-exposed PGCs (yellow band in Fig. S6B) whereas methylation of IAPEz-int was largely unaffected. The BaP-associated increase in B1–B4 repeats was reproduced with an independent set of WGBS data obtained from different animals (Fig. S6C). On the other hand, the profile of top 35 least methylated repetitive sequences (Fig. 7E,G) was almost identical to the WGBS coverage profile (Fig. 7C), agreeing with the robust gDNA demethylation in PGCs. The reason for or significance of the observed changes in the B1-B4 repeats and IAP sequences in the BaP-exposure E13.5 PGCs is unknown.

## Discussion

Our results demonstrate that in utero exposure via oral dosing of the PAH BaP to the pregnant F0 female mouse decreases the finite ovarian reserve in her directly exposed F1 daughters and in her unexposed F3 great grand-daughters. To the best of our knowledge, this is the first report of transgenerational effects on ovarian reserve by exposure to any PAH. 

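The male-marker score of a female embryo is the mean log2(normalized count + 0.5) over the male-specific genes. It was 1.50 ± 0.23 in 31 exposed and 1.40 ± 0.10 in 17 vehicle females, a difference of 0.10 (permutation test, p = 0.0951, adjusted p = 0.413). Of the 31 exposed females, 19 lay above the vehicle mean. The difference was 0.13 at 0.033 (exact permutation test, p = 0.146, n = 9), 0.06 at 0.2 (permutation test, p = 0.236, n = 10) and 0.11 at 2 mg/kg-day (permutation test, p = 0.0672, n = 12). Above the vehicle mean were 4, 7 and 8 embryos at these doses. At 0.033 mg/kg-day, F3 embryo D3744.1 scored 2.18 and the next highest 1.86. The difference at this dose was not recomputed without D3744.1. None of the 14 scores tested in females and males had an adjusted p under 0.05.

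**Figure D3:**
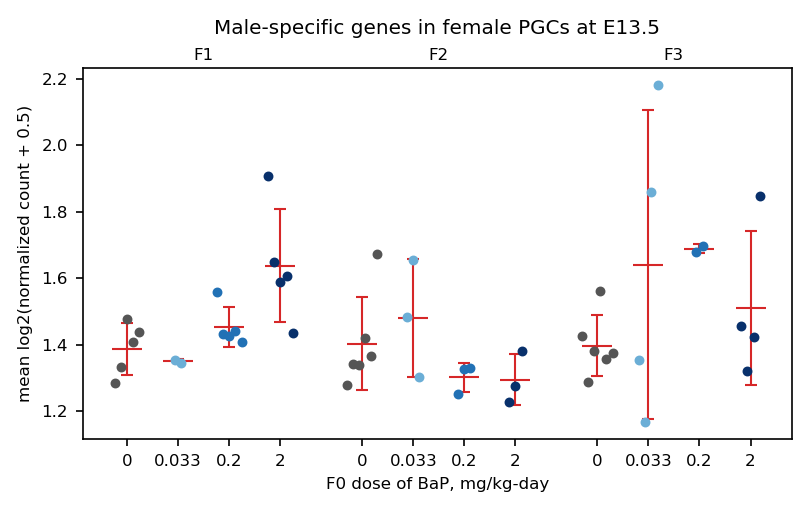
Male-marker score (mean log2 of normalized count + 0.5 over the male-specific genes, vertical axis) of each female embryo by generation and F0 dose, with the mean ± SD of each group. Exposed females spread from 1.17 to 2.18 and vehicle females from 1.28 to 1.67.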

Our E13.5 PGC RNA-seq results show that this is associated with statistically significant transgenerational upregulation in female PGCs of genes normally expressed highly in male PGCs and minimally expressed in female PGCs. In contrast, only modest effects were observed on sex-specific gene expression in male PGCs. 

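The female-marker score, the mean over the female-specific genes, was 1.69 ± 0.14 in 36 exposed and 1.67 ± 0.06 in 17 vehicle males, a difference of 0.02 (permutation test, p = 0.649). At 0.033, 0.2 and 2 mg/kg-day the differences were 0.01 (exact permutation test, p = 0.637, n = 9), 0.04 (permutation test, p = 0.564, n = 13) and 0.003 (permutation test, p = 0.928, n = 14). With generation as a term the last of these was -0.02. In F1 and F2 the differences were -0.01 (exact permutation test, p = 0.907, n = 16 against 5) and -0.04 (exact permutation test, p = 0.214, n = 9 against 6). In F3 it was 0.09 (exact permutation test, p = 0.428, n = 11 against 6). Exposed F3 male D1390.5, at 0.2 mg/kg-day, scored 2.33, and the next highest exposed F3 male 1.82. The differences that include D1390.5 were not recomputed without it.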

BaP exposure did not affect the global DNA demethylation of gDNA that is expected in F1 E13.5 PGCs of both sexes. However, we observed increased methylation of B1-B4 repetitive sequences in BaP-exposed F1 and F3 offspring.

This is the first study to demonstrate multi- or trans-generational effects of a PAH at a human relevant dose, 0.033 mg/kg-day. BaP is a prototypical mutagenic PAH, which undergoes similar metabolism and has similar mechanisms of action as other mutagenic PAHs^1^. The daily mutagenic PAH intake of a highly, non-occupationally exposed woman is about 10 µg/day from smoking 40 cigarettes, 3 µg/day from breathing urban air, and 17 µg/day from eating grilled/smoked foods; or a total of 0.5 µg/kg-day for a 60 kg woman, for a cumulative dose over 39 weeks of pregnancy of 137 µg/kg^1–3,45^. 0.033 mg/kg-day is about tenfold higher than the average daily dose of mutagenic PAHs of a highly exposed woman after allometric interspecies dose correction^46^. With our 10-day gestational dosing window, the cumulative dose of 0.33 mg/kg is about one third of the estimated cumulative dose during pregnancy of a highly exposed woman after allometric interspecies correction. Remarkably, this dose resulted in 50% fewer germ cells at E13.5 and primordial follicles at PND21 in the F3 female offspring. Prior studies have shown distribution of BaP and its metabolites to ovaries and embryos after oral and inhalational dosing. Oral dosing of pregnant female mice from E6.5–11.5 with two of the doses used in the present paper, 0.2 and 2 mg/kg-day, resulted in total BaP metabolite concentrations in the whole female E13.5 embryos of 1.9 and 2.6 ng/g tissue, respectively; due to tissue requirements, it was not possible to measure BaP metabolites in embryonic ovaries^20^. In contrast, metabolite concentrations in the placentas were about half those in the embryos^20^. The results were consistent with efficient transfer of BaP and its metabolites via the placenta and embryonic metabolism of BaP^20^. BaP metabolites were detectable in the ovaries of adult F344 rats as many as 28 days after a single 5 mg/kg oral dose, while the parent compound was detectable at 7 days, and was no longer detectable at 14 or more days after dosing^47^. In female F344 rats exposed to 3 doses of BaP via inhalation for 4 h/day for 14 days, BaP metabolite concentrations in ovaries in the highest dose group (100 μg/m^3^) were about ninefold higher than lung and about threefold higher than liver^48^.

In mice and humans, germ cells in the developing ovaries enter meiosis and arrest in the diplotene stage of the first meiotic prophase prior to birth^49^. Therefore, unlike males, who have germline stem cells present in the testes throughout life, females are born with a finite number of germ cells, called oocytes, which are packaged into primordial follicles during the first postnatal week in mice^49^ and by the end of the second trimester in humans^49,50^. Depletion of the ovarian reserve of primordial follicles results in premature cessation of ovarian function. When this occurs in women prior to the age of 40, it is called premature ovarian insufficiency (POI), and it is a major cause of infertility and impaired fecundity in women^51–53^. POI is associated with increased risk of multiple adverse health outcomes. Women with POI have increased risk of dyslipidemia, endothelial dysfunction, thromboembolism, hypertension, metabolic syndrome, coronary artery disease, and stroke^54,55^. Women with POI also have increased risk of cognitive decline and Alzheimer’s disease^56–58^, and osteoporosis^54,56,59,60^. While it has been known for some time from experimental studies that preconceptional and gestational exposure to BaP and other PAHs depletes the ovarian reserve of primordial follicles and causes infertility in the F1 female offspring^12,14,18,61^, the data presented herein support that ancestral exposure to PAHs may be a heretofore unappreciated cause of POI. This is significant not just for fertility, but also for the overall health of women, given the adverse effects of POI on cardiovascular, brain, and bone health^20,47^.

The transgenerational depletion of the ovarian reserve caused by F0 BaP exposure was associated with statistically significant transgenerational increases in expression of male PGC marker genes in the female E13.5 PGC transcriptomes. 

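In F1 females the male-marker score was 1.513 ± 0.159 (n = 12) after exposure and 1.39 ± 0.08 (n = 5) in vehicle, a difference of 0.12 (exact permutation test, p = 0.116). In F2 it was 1.36 ± 0.13 (n = 9) and 1.40 ± 0.14 (n = 6), a difference of -0.04 (exact permutation test, p = 0.553). In F3 it was 1.598 ± 0.31 (n = 10) and 1.40 ± 0.09 (n = 6), a difference of 0.20 (exact permutation test, p = 0.147). Embryos above the vehicle mean numbered 10 of 12 in F1, 2 of 9 in F2 and 7 of 10 in F3. In F2, vehicle embryo D3133.2 scored 1.67 and the other vehicle embryos from 1.28 to 1.42. The F2 difference was not recomputed without D3133.2, so its sign is not settled.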

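Over all generations and doses the normalized count of Tdgf1 was 1.20 ± 1.79 in 31 exposed and 0.279 ± 0.358 in 17 vehicle females. The log2 fold change was 0.67 (SE 0.25, limma adjusted p = 0.562, rank 161). For Lefty2 the counts were 0.624 ± 0.948 and 0.244 ± 0.173, a log2 fold change of 0.28 (SE 0.18, limma adjusted p = 0.604). The highest vehicle female was exceeded by 7 exposed females for Tdgf1 and by 9 for Lefty2. edgeR's likelihood ratio test gave log2 fold changes of 1.97 (adjusted p = 0.0320, rank 4) and 1.30 (adjusted p = 0.168, rank 9). At 2 mg/kg-day alone, the limma adjusted p was 0.0819 for Tdgf1 and 0.228 for Lefty2, and that of the likelihood ratio test 0.0136 and 0.0128. Over the alternatives the adjusted p for all doses lay between 0.0320 and 0.635 for Tdgf1 and between 0.168 and 0.813 for Lefty2.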

Two male PGC marker genes, *Tdgf1* and *Lefty2,* which are components of the Nodal signaling pathway, were significantly upregulated in female PGCs across generations and BaP dose groups. 

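Acvr1b (chromosome 15, 101174067 to 101213684) had a normalized count of 0.884 ± 0.560 in 12 exposed and 0.311 ± 0.121 in 5 vehicle F1 females. The log2 fold change was 0.69 (SE 0.32, limma adjusted p = 1.00), with 9 of 12 above every vehicle female. In F2 and F3 its mean fell under the minimum for testing. There it was 0.435 ± 0.250 (n = 9) against 0.650 ± 0.364 (n = 6), and 0.534 ± 0.364 (n = 10) against 0.494 ± 0.319 (n = 6). Acvr2a (chromosome 2, 48814109 to 48903269) had 12.7 ± 2.35 in 9 exposed and 9.84 ± 2.26 in 6 vehicle F2 females, a log2 fold change of 0.36 (SE 0.17, limma adjusted p = 0.924). Its change at 0.2 mg/kg-day in F2 was 0.46 (SE 0.22, limma adjusted p = 1.00). In F1 and F3 for all doses it was 0.08 and -0.12. Acvr2b (chromosome 9, 119402118 to 119434995) changed by 0.59 in F3 females at 0.2 mg/kg-day (SE 0.39, limma adjusted p = 0.511, n = 2), and by 0.36 without vehicle embryo D1388.3. In F1 and F2 for all doses it changed by -0.15 and -0.20.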

Further supporting that BaP transgenerationally upregulates Nodal signaling in female germ cells, Nodal receptor genes, *Acvr1b,* and *Acvr2*^62^, were also upregulated in several female BaP-exposed groups. Nodal signaling prevents male PGCs from entering meiosis during the developmental stage when female germ cells are beginning to enter meiosis^62–64^. GO analysis identified GO terms related to meiosis that were affected by F0 BaP exposure across generations and doses in females. 

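All 9 genes Meiob, Syce1, Syce3, Sycp2, Sycp3, Tex11, Tex12, Tex15 and Ccnb3 had negative log2 fold changes in F1 females at 2 mg/kg-day and in F3 females at 0.2 mg/kg-day. In F1 (n = 5 against 5) they ran from -0.38 for Sycp3 to -1.88 for Meiob, and the lowest adjusted p was 0.383. Meiob (chromosome 17, 24804289 to 24839788) had 4.75 ± 3.82 normalized counts after exposure and 22.0 ± 24.9 in vehicle. Without vehicle embryo C4232.9, Sycp3 changed by 0.12, Tex12 by -0.11 and Meiob by -1.33. Without the deep libraries, an alternative chosen after their depth was seen, the change of Syce3 F1 female 2 was 0.05. In F3 (n = 2 against 6) the changes ran from -0.55 for Tex15 to -2.63 for Meiob, and the lowest adjusted p was 0.337. Over the alternatives the adjusted p-values of the 9 genes lay between 0.155 and 0.994.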

Among the genes associated with the meiosis GO terms were *Meiob*, *Syce1 and 3*, *Sycp2* and *3*, *Tex11, Tex12, Tex15,* and *Ccnb3*, which were down-regulated in F1 2 mg/kg-day and F3 0.2 mg/kg-day females compared to respective controls. All of these, except *Meiob* and *Ccnb3*, are synaptonemal complex components^65^. *Ccnb3* is required for the initiation of anaphase I in oocyte meiosis^66^. *Meiob* is a single strand DNA binding protein, which is required for meiotic recombination^67^. Taken together these results suggest that meiosis initiation in female germ cells directly or ancestrally BaP exposed may be disturbed and that this may play a role in the transgenerational ovarian phenotype. Future studies should undertake detailed analyses of meiosis I progression in embryonic ovaries directly or ancestrally exposed to BaP.

Analyses of DEGs that differed by at least 1.5-fold and had unadjusted *p*-values < 0.05 between BaP-exposed and respective control groups revealed many GO terms related to immune responses and inflammation. 

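The macrophage list (8 genes, among them C1qb, Fcer1g and Tyrobp, none of them sex-specific) was scored per embryo as the mean log2(normalized count + 0.5). In F3 females the score was 1.52 ± 0.95 in 10 exposed and 0.51 ± 1.15 in 6 vehicle embryos, a difference of 1.01 (exact permutation test, p = 0.0794). In F2 males it was 0.11 ± 0.55 in 9 exposed and 1.37 ± 0.66 in 6 vehicle embryos, a difference of -1.26 (exact permutation test, p = 0.00180). In F2 females the difference was -0.85 (exact permutation test, p = 0.0222). Adjusted over the 96 tests of all marker lists, the p-values were 0.468, 0.173 and 0.232. Differences in F1 females, F1 males and F3 males were 0.19, 0.28 and 0.50 (exact permutation tests, p = 0.700, 0.559 and 0.266).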

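Among the chemokine genes, Ccl2, Ccl6 and Ccl7 stayed under the minimum for testing in each generation, and Ccl12 did so outside F3. The table lists no gene Ccr12. In F3 females Ccl3 changed by a log2 fold of 2.15 at 0.033 (SE 0.60, limma adjusted p = 0.534) and 1.79 at 2 mg/kg-day (SE 0.60, adjusted p = 0.244). Ccl12 changed there by 1.80 (SE 0.43, limma adjusted p = 0.316) and 1.32 (SE 0.43, adjusted p = 0.244). In F2 males at 0.2 mg/kg-day Ccl3 and Ccl17 changed by -1.33 and -1.45 and Ccr7 by 0.90. Ccl17 lies on chromosome 8 from 94810453 to 94812036 and Ccr7 on chromosome 11 from 99144196 to 99155077. In F3 males at 0.2 mg/kg-day Ccl17, Ccl25 and Ccr7 changed by -1.38, -1.21 and -1.59. Their limma adjusted p-values of 0.169, 0.189 and 0.156 became 0.0301, 0.0279 and 0.0129 without exposed embryo D1464.2. Without exposed embryo D1390.5 they became 0.73, 0.79 and 0.75. In F1 males at 0.033 mg/kg-day (n = 2) Ccl17 changed by 2.08 (limma adjusted p = 0.703). Ccl28 changed by 0.87 in F1 females (limma adjusted p = 0.409) and by 0.85 in F2 males (adjusted p = 1.00), both at 2 mg/kg-day. None of the tested genes had an adjusted p under 0.05 with all embryos included under limma.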

Among the genes driving these GO terms were multiple c–c motif chemokines (*Ccl2, Ccl3, Ccl6, Ccl7, Ccl12, Ccl17, Ccl25, Ccl28*) and to a lesser extent their G protein-coupled receptors (*Ccr7, Ccr12*), which were increased across multiple BaP dose groups and generations. We previously reported increased expression of *Ccl2* and *Ccl7* by RNAseq of whole F1 E13.5 ovaries exposed to BaP from E6.5–11.5, confirmed with immunofluorescence for CCL2^20^. CCL2, CCL3, CCL7, and CCL12 are monocyte chemoattractants^68^, which contribute to the tumor microenvironment of ovarian cancers^69–71^. *Ccl2* expression was reportedly upregulated in cultured Type II alveolar pneumocytes by another PAH, 1-methylanthracene^72^. In the neonatal rat ovary inflammation induced by lipopolysaccharide administration caused ovarian reserve depletion^73^. Our results suggest that F0 BaP exposure may cause inflammation in the developing ovaries across generations.

In our second experiment, we tested the relative sensitivity to ovarian follicle depletion of two different ovarian developmental windows, the PGC proliferative E6.5–11.5 window and the predominantly meiotic E12.5–17.5 window. We previously published that oral dosing with 2 mg/kg-day BaP of C57BL/6J dams during either window significantly reduced numbers of ovarian primordial, primary and secondary follicles at puberty in the F1 female offspring, with no effect of exposure window^36^. The F2 and F3 mice for Experiment 2 in the present paper were descended from the siblings of those F1 females. Interestingly, decreased ovarian reserve was not observed in the F2 and F3 females in this experiment. We think that the most likely reason is the shorter dosing windows and that exposure during both developmental windows is necessary for the transgenerational effect on ovarian reserve. The mice for Experiment 1 were transgenic OG2 mice on a C57BL/6J genetic background, while those for Experiment 2 were wild type C57BL/6J mice. However, we think it is unlikely that this genetic difference is the reason for the lack of transgenerational effects. Using mice heterozygous for the Glutamate Cysteine Ligase Modifier subunit, *Gclm*+*/−* mice, which are also on a C57BL/6J genetic background, we found that follicles per ovary were significantly decreased in F2 *Gclm*+*/−* mice descended from F0 mothers dosed for the longer, E6.5–15.5 dosing window with 2 mg/kg-day BaP (Fig. S1), supporting that the longer dosing window is required to decrease ovarian reserve in F2 and F3 females.

In conclusion, our results demonstrate that exposure of pregnant F0 females to the PAH BaP greatly diminishes the size of the ovarian germ cell pool in their descendants in a transgenerational manner. Decreased size of the ovarian germ cell pool inevitably results in premature ovarian follicle depletion and early ovarian senescence due to the non-renewable nature of the mammalian female germ cell pool. Our experimental paradigm did not allow us to distinguish whether this phenotype is transmitted via the female or male germline, and future studies should be conducted to delineate whether one or both germlines transmit the phenotype. Our results further demonstrate that F0 BaP exposure results in transgenerational masculinization of the female E13.5 germ cell transcriptomes, which we postulate plays a role in mediating the diminished ovarian reserve phenotype. Our results point to possible roles for inflammation and activation of Nodal signaling as potential mechanisms by which F0 exposure to BaP causes transgenerational depletion of the ovarian reserve.

## Methods

### Animals

Mice with germ cell-specific expression of EGFP under control of a *Pou5f1* (also called *Oct4*) promoter and distal enhancer (B6;CBA-Tg(Pou5f1-EGFP)2Mnn/J; referred to as OG2 mice^35^) were originally purchased from Jackson Labs (Strain #004654) and have been backcrossed 9 times onto a C57BL/6J genetic background and maintained as heterozygotes in our colony. OG2 mice were used for Experiment 1. Wild type C57BL/6J mice (Jackson Labs, Strain #000664) were used for Experiment 2. Mice deficient in *Gclm* and littermate controls on a C57BL6/J background were used for Experiment 3^74^. Mice were housed in an American Association for the Accreditation of Laboratory Animal Care International-accredited facility at the University of California Irvine (UC Irvine), with free access to deionized water and soy-free laboratory chow (Harlan Teklad, 2919), on a 14:10 h light–dark cycle. Temperature was maintained at 21–23 °C. The experimental protocols were carried out in accordance with the Guide for the Care and Use of Laboratory Animals^75^ and ARRIVE Guidelines^76^ and were approved by the Institutional Animal Care and Use Committee at UC Irvine.

### Experimental design

*Experiment 1, Transgenerational effects of *in utero* BaP on gonadal germ cell numbers and PGC transcriptomes and methylomes:* Homozygous 10–14 weeks old male and female OG2 mice were mated on the evening of the female’s proestrus, determined by daily vaginal cytology. The next morning females with vaginal plugs were considered to be pregnant and that time point was designated embryonic day (E) 0.5. Pregnant F0 dams were fed sesame oil containing 0, 0.033, 0.2, or 2 mg/kg-day BaP (Sigma Aldrich, #48564) by oral pipetting into the cheek pouch daily from E6.5–11.5 for collection of PGCs or whole gonads from E13.5 F1 embryos or from E6.5–15.5 for generation of F2 and F3 offspring. We previously estimated that a highly environmentally exposed woman is exposed to 0.5 µg/kg-day of mutagenic PAHs, including BaP, for a cumulative dose of 1.0 mg over the course of a 39 week pregnancy, which is equivalent to 3.7 µg/kg-day in mice after allometric interspecies correction^1–3,20,45,77^. The 0.033 mg/kg-day dose in the present study provides a cumulative dose of 0.33 mg over 10 days, which is about one third of the estimated cumulative dose of mutagenic PAHs during pregnancy of a highly environmentally exposed woman. F1 and F2 non-littermate males and females from the same F0 dose group were mated to generate F2 and F3 generations, respectively. F1, F2, and F3 females were euthanized at PND21 for ovarian follicle enumeration. Pregnant F0, F1, and F2 dams were euthanized by CO_2_ asphyxiation on E13.5 for F1, F2, and F3 embryonic gonad collection and PGC isolation.

*Experiment 2, Transgenerational effects of BaP exposure during mitotic or meiotic ovarian developmental window:* C57BL/6J male and female mice were mated on the evening of the female’s proestrus as described above, and pregnant females were orally dosed with 2 mg/kg-day BaP or oil vehicle from E6.5–11.5 (germ cell mitotic window during ovarian development) or from E12.5–17.5 (germ cell meiotic window of ovarian development). F0 dams were allowed to give birth to the F1 generation. To produce subsequent generations, at least one F1 female from each litter was mated with a non-littermate F1 male of the same treatment group to yield the F2 generation. F2 females were mated with non-littermate F2 males of the same treatment group to produce the F3 generation. F1 and F3 females were euthanized on the day of first vaginal estrus (puberty onset^78^), determined by vaginal cytology, and F2 females were euthanized at 4 to 5 months of age for ovarian follicle counts. Follicle count data from pubertal F1 females have already been reported ^36^.

*Experiment 3: Effects of F0 BaP exposure on ovarian follicle numbers in F2 offspring:* Pregnant F0 female *Gclm*+*/−* mice, which had been mated with *Gclm*+*/−* male mice, were dosed with 0 or 2 mg/kg-day from E6.5–15.5, and F1 offspring were mated as for Experiment 1 to generate F2 female offspring. *Gclm+/-* F2 female offspring were euthanized at 4–5 months of age for ovarian follicle enumeration.

### Germ cell and follicle enumeration

Randomly selected E13.5 ovaries and testes from F1-F3 embryos and ovaries from post-natal females were harvested and immediately fixed in Bouin’s solution at 4 °C for 3 h, washed in 50% ethanol three times, and stored in 70% ethanol until embedding in glycolmethacrylate resin (Technovit 8100; Heraeus Kulzer GmBH, Wehrheim, Germany). Embedded E13.5 gonads and postnatal ovaries were sectioned at 20 µm and stained with hematoxylin and eosin. Stereological methods were used to obtain unbiased estimates of germ cell (E13.5) or ovarian follicle (PND21) numbers^20,79^. E13.5 germ cells were identified based on their morphology (Fig. S7). Germ cells and ovarian follicles were counted blind to treatment group using Stereo Investigator software (MBF Bioscience) with an Olympus BX40 light microscope equipped with 4 × UPlanFl, 10 × Plan, 40 × UApo N340, and 60 × PlanApo objectives, a joystick controller for a motorized XY stage (Ludl Electronic Products), and an Optronics MicroFire digital camera. The fractionator/optical dissector method was used to obtain unbiased and efficient estimates of germ cell or follicle numbers by counting germ cells or follicles in a defined fraction of the whole gonad or PND 21 ovary^79^. For E13.5 gonads, every second section was counted using 5625 μm^2^ (75 μm × 75 μm) counting frames that were superimposed onto the sections in sampling grids subdivided into 15,625 μm^2^ (125 μm × 125 μm) squares. Germ cells were counted only if the germ cell fell within the counting frame and/or touched the inclusion boundaries and did not touch the exclusion boundaries. Lastly, the optical dissector height was set to 10 μm with guard zones on the top and the bottom of the section to account for irregularities of the sections. By multiplying the raw counts by the reciprocals of the counting fractions, the number of germ cells in the entire gonad was estimated. For PND 21 and pubertal ovaries, primordial, primary, and secondary follicle numbers were similarly counted. Three levels of sampling were used to determine the estimated number of follicles in the ovary- every 3rd section of the ovary with 10,000 μm^2^ (100 μm × 100 μm) counting frames and 30,625 μm^2^ (175 μm × 175 μm) sampling grids. Follicles were counted if the oocyte fell within the counting frame and/or touched the inclusion boundaries within the middle 10 μm of the sections. Antral follicles were followed through every section to avoid double counting using an Olympus BX-60 light microscope. Follicles were classified as primordial (a single layer of flattened granulosa cells with no more than one cuboidal granulosa cell), primary (a single layer with two or more cuboidal granulosa cells), secondary (more than one layer of granulosa cells with no antrum), or antral (multiple layers of granulosa cells with antrum) follicles. Atretic follicles were identified as previously described^14,80,81^.

### Isolation of mouse PGCs

E13.5 embryos were collected from timed-mated OG2 female mice, and their gonads with attached mesonephros were isolated by dissection under a microscope. Sex of the embryonic gonads were determined by morphological characteristics^20^, and the gonads were subjected to digestion using Embryoid Body Dissociation Kit (Miltenyi Biotec, #130-096-348) at 37 °C to obtain single cell suspensions. Enzymatic and physical dissociation was stopped by adding DMEM medium supplemented with 10% fetal calf serum. PGCs expressing EGFP from the germline-specific *Pou5f1* promoter were enriched by FACS as we previously described^39^. Briefly, the resuspended cells were filtered through a 35 µm nylon mesh (Coming, #352232) and supplemented with propidium iodide (2 µg/ml) to remove dead cells. We first excluded cell debris and cell clumps (P1, SSC-A/FSC-A and P2, FSC-H/FSC-A), then gated out dead cells using propidium iodide (P3, PI-A/FSC-A; Fig. S2). Finally, we isolated EGFP-positive germ cells and excluded EGFP negative somatic cells (P4, GFP-A/FSC-A; Fig. S2). All sorting was performed on a BD FACSAria II cell sorter (BD Biosciences) equipped with four lasers (405 nm, 488 nm, 561 nm, and 640 nm). For downstream assays (RNA-Seq or WGBS), 2000–10,000 PGCs were sorted into a tube containing 500 μl of 1% BSA and centrifuged at 300 g for 8 min. The supernatant was carefully removed, and the cell pellets were frozen on dry ice and kept at − 80 °C until used.

### RNA-seq

cDNA was synthesized directly from 20,000 to 30,000 F1, F2, and F3 FACS-enriched PGCs using SMARTer Ultra Low Input RNA Kit for Sequencing (TAKARA Bio, San Jose, USA) using the oligo(dT) primer provided in the kit, and Illumina sequencing libraries were generated using Low Input DNA Library Prep Kit (TAKARA Bio). Libraries were sequenced using an Illumina NextSeq 500 deep sequencer with high output flowcells to obtain 75 + 75 nt paired-end FASTQ reads, which were subjected to quality control analysis using the fastQC tool (Babraham Institute, Cambridge, UK). After adaptor sequences and low-quality reads (< 30) were removed using the Trim Galore! tool, FASTQ reads were aligned to the GRCm38/mm10 mouse reference genome using the STAR aligner software^82^ to obtain BAM files. At least 16 million uniquely mapped leads were obtained for each library.

To evaluate expression of mRNA transcripts, aligned reads in the BAM format were assigned to exons of the mm10 gene model and counted using the Bioconductor package Rsubread^83^. The mRNA expression counts were normalized using the negative binominal trimmed mean of M-values (TMM) method implemented by the Bioconductor package edgeR^84^. The normalized counts were subjected to unsupervised hierarchical clustering analysis and visualization using Cluster^85^ and Java TreeView^86^. Differentially expressed genes (DEGs) were identified using the generalized linear model likelihood ratio test implemented by edgeR^84^. For determination of sex-specific DEGs, male and female PGCs isolated from unexposed with a set of criterion of false discovery rate (FDR) < 0.05 and greater than twofold changes. Exposure-specific DEGs were sorted by statistical significance (most significant genes were ranked at the top).

### Whole genome bisulfite sequencing

gDNA was isolated from the FACS-enriched F1 and F3 PGCs using AllPrep Micro Kit and subjected to synthesis of bisulfite-converted Illumina sequencing libraries using EZ DNA Methylation-Gold kit (Zymo Research, Irvine, USA) and Accel-NGS® Methyl-Seq DNA Library Kit (Swift Biosciences/IDT, Coralville, USA). Bisulfite conversion efficiency was evaluated as we previously described^87^ and confirmed > 99%. Libraries were sequenced using an Illumina NovaSeq 6000 deep sequencer with S4 flowcells to obtain 150 + 150 nt paired-end FASTQ reads, which were subjected to quality control analysis using fastQC. After adaptor sequences and low-quality reads (< 30) were removed using the Trim Galore!, FASTQ reads were analyzed using the Bismark pipeline as we previously described to obtain genome-wide profiles of CpG methylation^88^. Approximately 100 million uniquely mapped leads were obtained for each library. RepeatMasker-estimated coordinates of repetitive sequences in the GRCm38/mm10 mouse reference genome were downloaded from the UCSC browser, and methylation profiles of each repetitive sequences were determined by R scripts.

### Immunofluorescence

E13.5 gonads were fixed in 4% PFA for 2–3 h at 4 °C and cryoprotected in 30% sucrose prior to embedding in OCT and freezing. The frozen gonads were cryosectioned at 7 μm thickness. Sections were pretreated in 10 mM citric acid for 15 min at 95 °C, blocked in PBS-Triton X-100 solution with 5% normal goat serum and 1% BSA for 1 h and incubated with primary antibodies, rabbit anti-TDGF1 (1: 200; Cell Signaling #2818), rabbit anti-LEFTY2 (1:100; Abcam ab22569), and rat anti-TRA98 (1:200; Abcam ab82527), at 4 °C overnight. After washing, the primary antibodies were detected with corresponding secondary antibodies, goat anti-rabbit Alexa Fluor 633 (ThermoFisher, A21070) and goat anti-rat Alexa Fluor 488 (ThermoFisher, A11006), for 1 h at room temperature. Sections were treated with autofluorescence quenching reagent (ThermoFisher, R37630) and stained with DAPI for nuclei staining. Slides were mounted in Prolong glass antifade mountant (ThermoFisher, P36980). Images of fluorescently TRA98-labeled germ cells with TDGF1 or LEFTY2 were generated using Zeiss LSM 900 Airyscan 2 microscope and processed using the Bitplane Imaris imaging software (v.9.9.0). Image J was used to quantify mean fluorescence intensity of TDGF1 or LEFTY2 immunopositive cells in a whole ovary section by an investigator blind to experimental group. Briefly, images were converted to 16-bit grayscale and the whole ovary was selected using “Polygon” tool. Then, the mean intensity of fluorescence signal was measured and used for data analysis.

### Statistics

Data are presented as mean ± SEM unless otherwise noted. For germ cell and ovarian follicle counts, Generalized Estimating Equations with exchangeable correlation matrices were used to adjust for correlation among counts in females from the same litter or, for F2 and F3 females, descended from the same F0 dam. For immunofluorescence quantitation, linear regression and Kruskal Wallis test were used to examine the effects of BaP dose. For comparisons of two means, t-tests or non-parametric Mann Whitney tests were used, as appropriate. Statistical significance was set to *P* < 0.05. Analyses were carried out using SPSS 28 for Mac or R.

Permutation tests were performed to evaluate the likelihood of randomly selecting sex-specific DEGs (Table S1) out of all genes whose maximum expression count exceeds 100 (Table S2). A set of genes was randomly sampled from the list of all expressed genes (Table S2) with varying sample sizes (50, 100, 200) and then compared to the list of sex-specific DEGs (Table S1) to calculate a fraction by dividing the number of sex-specific DEGs by the sample size. This process was iterated 5,000 times to draw a histogram of the 5,000 fraction data, and the distribution of the fraction data was fitted to the γ-distribution with the moment matching estimation method using the R function fitdist.

## Supplementary Information

Supplementary Figures.

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3.

Supplementary Table S4.

Supplementary Table S5.

Supplementary Table S6.

Supplementary Table S7.

Supplementary Table S8.

Supplementary Table S9.

Supplementary Table S10.

Supplementary Table S11.

## Data Availability

RNA-sequencing and Whole Genome Bisulfite Sequencing data that support the findings of this study have been deposited in GEO: RNA-seq, GSE213812. WGBS (both main and supplemental data), GSE213947 and GSE230356. Additional data supporting the findings of this study are available within the paper, in its supplementary information files, or from the corresponding author upon request.

## References

[1] ATSDR. *Toxicological Profile for Polycyclic Aromatic Hydrocarbons* (US Department of Health and Human Services, Public Health Service, Agency for Toxic Substances and Disease Registry, 1995).38091452

[2] Menzie CA, Potocki BB, Santodonato J (1992). Ambient concentrations and exposure to carcinogenic PAHs in the environment. Environ. Sci. Technol..

[3] Lodovici M, Akpan V, Evangelisti C, Dolara P (2004). Sidestream tobacco smoke as the main predictor of exposure to polycyclic aromatic hydrocarbons. J. Appl. Toxicol..

[4] NHANES. Fourth National Report on Human Exposure to Environmental Chemicals, Updated Tables, January 2019 (Department of Health and Human Services, Centers for Disease Control and Prevention, 2019).

[5] Xue W, Warshawsky D (2005). Metabolic activation of polycyclic aromatic hydrocarbon and heterocyclic aromatic hydrocarbons and DNA damage: A review. Toxicol. Appl. Pharmacol..

[6] Burczynski ME, Penning TM (2000). Genotoxic polycyclic aromatic hydrocarbon *ortho*-quinones generated by aldo–keto reductases induce CYP1A1 via nuclear translocation of the aryl hydrocarbon receptor. Cancer Res..

[7] Penning TM (2004). Aldo–keto reductases and formation of polycyclic aromatic hydrocarbon *o*-quinones. Methods Enzymol..

[8] Penning TM, Ohnishi ST, Ohnishi T, Harvey RG (1996). Generation of reactive oxygen species during the enzymatic oxidation of polycyclic aromatic hydrocarbon trans-dihydrodiols catalyzed by dihydrodiol dehydrogenase. Chem. Res. Toxicol..

[9] Cavalieri EL, Rogan EG (1995). Central role of radical cations in metabolic activation of polycyclic aromatic hydrocarbons. Xenobiotica.

[10] van Lipzig MMH, Vermeulen NPE, Gusinu R, Legler J, Frank H, Seidel A, Meerman JHN (2005). Formation of estrogenic metabolites of benzo[a]pyrene and chrysene by cytochrome P450 activity and their combined and supra-maximal estrogenic activity. Environ. Toxicol. Pharmacol..

[11] Plíšková M, Vondráček J, Vojtěšek B, Kozubík A, Machala M (2005). Deregulation of cell proliferation by polycyclic aromatic hydrocarbons in human breast carcinoma MCF-7 cells reflects both genotoxic and nongenotoxic events. Toxicol. Sci..

[12] MacKenzie KM, Angevine DM (1981). Infertility in mice exposed in utero to benzo(a)pyrene. Biol. Reprod..

[13] Lundgaard Riis M, Jørgensen A (2022). Deciphering sex-specific differentiation of human fetal gonads: Insight from experimental models. Front. Cell Dev. Biol..

[14] Lim J, Lawson GW, Nakamura BN, Ortiz L, Hur JA, Kavanagh TJ, Luderer U (2013). Glutathione-deficient mice have increased sensitivity to transplacental benzo[a]pyrene-induced premature ovarian failure and ovarian tumorigenesis. Cancer Res..

[15] Nakamura BN, Mohar I, Lawson GW, Hoang YD, Cortés MM, Ortiz L, Patel R, Rau BR, McConnachie L, Kavanagh TJ, Luderer U (2012). Increased sensitivity to testicular toxicity of transplacental benzo[a]pyrene exposure in male glutamate cysteine ligase modifier subunit *Gclm−/−*) knockout mice. Toxicol. Sci..

[16] Lim J, Kong W, Lu M, Luderer U (2016). The mouse fetal ovary has greater sensitivity than the fetal testis to benzo[a]pyrene-induced germ cell death. Toxicol. Sci..

[17] Lim J, Luderer U (2018). Glutathione deficiency sensitizes cultured embryonic mouse ovaries to benzo[*a*]pyrene-induced germ cell apoptosis. Toxicol. Appl. Pharmacol..

[18] Matikainen T, Moriyama T, Morita Y, Perez GI, Korsmayer SJ, Sherr DH, Tilly JL (2002). Ligand activation of the fetal aromatic hydrocarbon receptor transcription factor drives Bax-dependent apoptosis in developing fetal ovarian germ cells. Endocrinology.

[19] Matikainen T, Perez GI, Jurisicova A, Pru JK, Schlezinger JJ, Ryu H-Y, Laine J, Sakai T, Korsmeyer SJ, Casper RF, Sherr DH, Tillly JL (2001). Aromatic hydrocarbon receptor-driven Bax gene expression is required for premature ovarian failure caused by biohazardous environmental chemicals. Nat. Genet..

[20] Lim J, Ramesh A, Shioda T, Leon Parada K, Luderer U (2022). Sex differences in embryonic Gondal transcriptomes and benzop[a]pyrene metabolite levels after transplacental exposure. Endocrinology.

[21] Rissman EF, Adli M (2014). Minireview: Transgenerational epigentic inheritance: Focus on endocrine disrupting compounds. Endocrinology.

[22] Kovalchuk I (2012). Transgenerational epigenetic inheritance in animals. Front. Gen..

[23] Xavier MJ, Roman SD, Aitken RJ, Nixon B (2019). Transgenerational inheritance: How impacts to the epigenetic and genetic information of parents affect offspring health. Hum. Reprod. Update.

[24] Nilsson EE, Ben Maamar M, Skinner MK (2022). Role of epigenetic transgenerational inheritance in generational toxicology. Environ. Epigenet..

[25] Janesick AS, Shioda T, Blumberg B (2014). Transgenerational inheritance of prenatal obesogen exposure. Mol. Cell. Endocrinol..

[26] Mohamed E-SA, Song W-S, Oh S-A, Park Y-J, You Y-A, Lee S, Choi J-Y, Kim Y-J, Jo I, Pang M-G (2010). The transgenerational impact of benzo[a]pyrene on murine male fertility. Hum. Reprod..

[27] Magnúsdóttir E, Surani MA (2014). How to make a primordial germ cell. Development.

[28] de Sousa Lopes SM, Hayashi K, Surani MA (2007). Proximal visceral endoderm and extraembryonic ectoderm regulate the formation of primordial germ cell precursors. BMC Dev. Biol..

[29] Seisenberger S, Andrews S, Krueger F, Arand J, Walter J, Santos F, Popp C, Thienpoint B, Dean W, Reik W (2012). The dynamics of genome-wide DNA methylation reprogramming in mouse primordial germ cells. Mol. Cell.

[30] Guo F (2015). The transcriptome and DNA methylome landscapes of human primordial germ cells. Cell.

[31] Kobayashi H, Sakurai T, Miura F, Imai M, Mochiduki K, Yanagisawa E, Sakashita A, Wakai T, Suzuki Y, Ito T, Matsui Y, Kono T (2013). High-resolution DNA methylome analysis of primordial germ cells identifies gender-specific reprogramming in mice. Genome Res..

[32] Skinner MK, Guerrero-Bosagna C, Haque MM (2015). Environmentally induced epigenetic transgenerational inheritance of sperm epimutations promote genetic mutations. Epigenetics.

[33] Skinner MK, Guerrero-Bosagna C, Haque M, Nilsson E, Bhandari R, McCarrey JR (2013). Environmentally induced transgenerational epigenetic reprogramming of primordial germ cells and the subsequent germ line. PLoS ONE.

[34] Pesce M, Wang X, Wolgemuth DJ, Schöler H (1998). Differential expression of the Oct-4 transcription factor during mouse germ cell differentiation. Mech. Dev..

[35] Szabó P, Hübner K, Schöler H, Mann JR (2002). Allele-specific expression of imprinted genes in mouse migratory primordial germ cells. Mech. Dev..

[36] Malott KF, Leon Parada K, Lee M, Swanson E, Luderer U (2022). Gestational benzo[a]pyrene exposure destroys F1 ovarian germ cells through mitochondrial apoptosis pathway and diminishes surviving oocyte quality. Toxicol. Sci..

[37] Richardson BE, Lehmann R (2010). Mechanisms guiding primordial germ cell migration: Strategies from different organisms. Nat Rev Molec Cell Biol.

[38] Culty M (2013). Gonocytes, from the fifties to the present: Is there a reason to change the name?. Biol. Reprod..

[39] Shioda K, Odajima J, Blumberg B, Shioda T (2022). Transgenerational transcriptomic and DNA methylome profiling of mouse fetal testicular germline and somatic cells after exposure of pregnant mothers to tributyltin, a potent obesogen. Metabolites.

[40] Saitou M, Yamaji M (2012). Primordial germ cells in mice. Cold Spring Harb. Perspect. Biol..

[41] Sakashita A, Kawabata Y, Jincho Y, Tajima S, Kumamoto A, Kobayashi H, Matsui Y, Kono T (2015). Sex specification and heterogeneity of primordial germ cells in mice. PLoS ONE.

[42] Eden E, Navon R, Steinfeld I, Lipson D, Yakhini Z (2009). GOrilla: A tool for discovery and visualization of enriched GO terms in ranked gene lists. BMC Bioinformatics.

[43] Supek F, Bošnjak M, Škunca N, Šmuc T (2011). REVIGO summarizes and visualizes long lists of gene ontology terms. PLoS ONE.

[44] Harpelunde Poulsen K, Jørgensen A (2019). Role of Nodal signalling in testis development and initiation of testicular cancer. Reproduction.

[45] Shopland, D. R., Burns, D. M., Benowitz, N. L. & Amacher, R. H. in *Smoking and Tobacco Control Monographs* Vol. 13 1–236 (U.S. Department of Health and Human Services, Public Health Service, National Institutes of Health, National Cancer Institute, Washington, D.C., 2001).

[46] USEPA. *Recommended Use of Body Weight3/4 as the Default Method in Derivation of the Oral Reference Dose*. (ed Office of the Scientific Advisor Risk Assessment Forum) (U.S. Environmental Protection Agency, Washington, DC, 2011). EPA/100/R11/0001.

[47] Ramesh A, Archibong AE, Niaz MS (2010). Ovarian susceptibility to benzo[a]pyrene: Tissue burden of metabolites and DNA adducts in F-344 rats. J. Toxicol. Environ. Health Part A.

[48] Archibong AE, Ramesh A, Inyang F, Niaz MS, Hood DB, Kopsombut P (2012). Endocrine disruptive actions of inhaled benzo[a]pyrene on ovarian function and fetal survival in fisher F344 adult rats. Reprod. Toxicol..

[49] Pepling ME (2006). From primordial germ cell to primordial follicle: Mammalian female germ cell development. Genesis.

[50] Oktem O, Oktay K (2008). The ovary. Anatomy and function throughout human life. Ann. N. Y. Acad. Sci..

[51] van Noord PAH, Boersma H, Dubas JS, te Velde ER, Dorland M (1997). Age at natural menopause in a population-based screening cohort: The role of menarche, fecundity, and lifestyle factors. Fertil. Steril..

[52] Greene AD, Patounakis G, Segars JH (2014). Genetic associations with diminished ovarian reserve: A systematic review of the literature. J. Assist. Reprod. Genet..

[53] Panay N, Anderson RA, Nappi RE, Vincent AJ, Vujovic S, Webber L, Wolfman W (2020). Premature ovarian insufficiency: An international menopause society white paper. Climacteric.

[54] Dubey RK, Imthurn B, Barton M, Jackson EK (2005). Vascular consequences of menopause and hormone therapy: Importance of timing of treatment and type of estrogen. Cardiovasc. Res..

[55] Stevenson JC, Collins P, Hamoda H, Lambrinoudaki I, Maas A, Maclaran K, Panay N (2021). Cardiometabolic health in premature ovarian insufficiency. Climacteric.

[56] Silva I, Mor G, Naftolin F (2001). Estrogen and the aging brain. Maturitas.

[57] Pines A (2014). Surgical menopause and cognitive decline. Climacteric.

[58] Bove R, Secor E, Chibnik LB, Barnes LL, Schneider JA, Bennett DA, De Jager PL (2014). Age at surgical menopause influences cognitive decline and Alzheimer pathology in older women. Neurology.

[59] Svejme O, Ahlborg HG, Nilsson J-Å, Karlsson MK (2012). Early menopause and risk of osteoporosis, fracture and mortality: A 34-year prospective observational study in 390 women. BJOG.

[60] Shuster LT, Gostout BS, Grossardt BR, Rocca WA (2008). Prophylactic oophorectomy in premenopausal women and long-term health. Menopause Int..

[61] Jurisicova A, Taniuchi A, Li H, Shang Y, Antenos M, Detmar J, Xu J, Matikainen T, Hernandez AB, Nunez G, Casper RF (2007). Maternal exposure to polycyclic aromatic hydrocarbons diminishes murine ovarian reserve via induction of *Harakiri*. J. Clin. Invest..

[62] Wu Q, Kanata K, Saba R, Deng C-X, Hamada H, Saga Y (2013). Nodal/activin signaling promotes male germ cell fate and suppresses female programming in somatic cells. Development.

[63] Souquet B, Tourpin S, Messiaen S, Moison D, Habert R, Livera G (2012). Nodal signaling regulates the entry into meiosis in fetal germ cells. Endocrinology.

[64] Mayère C, Neirijnck Y, Sararols P, Rands CM, Stévant I, Kühne F, Chassot AA, Chaboissier MC, Dermitzakis ET, Nef S (2021). Single-cell transcriptomics reveal temporal dynamics of critical regulators of germ cell fate during mouse sex determination. FASEB J..

[65] Cahoon CK, Hawley RS (2016). Regulating the construction and demolition of the synaptonemal complex. Nat. Struct. Mol. Biol..

[66] Karasu ME, Bouftas N, Keeney S, Wassmann K (2019). Cyclin B3 promotes anaphase I onset in oocyte meiosis. J. Cell Biol..

[67] Souquet B, Abby E, Hervé R, Finsterbusch F, Tourpin S, Le Bouffant R, Duquenne C, Messiaen S, Martini E, Bernardino-Sgherri J, Toth A, Habert R, Livera G (2013). MEIOB targets single-strand DNA and is necessary for meiotic recombination. PLoS Gen..

[68] Dommel S, Blüher M (2021). Does C-C motif chemokine ligand 2 (CCL2) link obesity to a pro-inflammatory state?. Int. J. Mol. Sci..

[69] Schutyser E, Struyf S, Proost P, Opdenakker G, Laureys G, Verhasselt B, Peperstraete L, Van de Putte I, Saccani A, Allavena P, Mantovani A, Van Damme J (2002). Identification of biologically active chemokine isoforms from ascitic fluid and elevated levels of CCL18/pulmonary and activation-regulated chemokine in ovarian carcinoma. J. Biol. Chem..

[70] Furukawa S, Soeda S, Kiko Y, Suzuki O, Hashimoto Y, Watanabe T, Nishiyama H, Tasaki K, Hojo H, Abe M, Fujimori K (2013). MCP-1 promotes invasion and adhesion of human ovarian cancer cells. Anticancer Res..

[71] Iwamoto H, Izumi K, Mizokami A (2020). Is the C-C motif ligand 2-C-C chemokine receptor 2 axis a promising target for cancer therapy and diagnosis?. Int. J. Mol. Sci..

[72] Osgood RS, Upham BL, Hill T, Helms KL, Velmurugan K, Babica P, Bauer AK (2014). Polycyclic aromatic hydrocarbon-induced signaling events relevant to inflammation and tumorigenesis in lung cells are dependent on molecular structure. PLoS ONE.

[73] Fuller EA, Sominsky L, Sutherland JM, Redgrove KA, Harms L, McLaughlin EA, Hodgson DM (2017). Neonatal immune activation depletes the ovarian follicle reserve and alters ovarian acute inflammatory mediators in neonatal rats. Biol. Reprod..

[74] McConnachie LA, Mohar I, Hudson FN, Ware CB, Ladiges WC, Fernandez C, Chatterton-Kirchmeier S, White CC, Pierce RH, Kavanagh TJ (2007). Glutamate cysteine ligase modifier subunit deficiency and gender as determinants of acetaminophen-induced hepatotoxicity in mice. Toxicol. Sci..

[75] NRC (2011). Guide for the Care and Use of Laboratory Animals.

[76] du Sert NP (2020). Reporting animal research: Explanation and elaboration for the ARRIVE guidelines 2.0. PLoS Biol..

[77] Luderer U, Meier MJ, Lawson GW, Beal MA, Yauk CL, Marchetti F (2019). In utero exposure to benzo[a]pyrene induces ovarian mutations at doses that deplete ovarian follicles in mice. Environ. Mol. Mutagen..

[78] Safranski TJ, Lamberson WR, Keisler DH (1993). Correlations among three measures of puberty in mice and relationships with estradiol concentration and ovulation. Biol. Reprod..

[79] Myers M, Britt KL, Wreford NGM, Ebling FJP, Kerr JB (2004). Methods for quantifying follicular numbers within the mouse ovary. Reproduction.

[80] Desmeules P, Devine PJ (2006). Characterizing the ovotoxicity of cyclophosphamide metabolites on cultured mouse ovaries. Toxicol. Sci..

[81] Hirshfield AN (1988). Size-frequency analysis of atresia in cycling rats. Biol. Reprod..

[82] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TRSTAR (2013). Ultrafast universal RNA-seq aligner. Bioinformatics.

[83] Liao Y, Smyth GK, Shi W (2019). The R package Rsubread is easier, faster, cheaper and better for alignment and quantification of RNA sequencing reads. Nucleic Acids Res..

[84] Nikolayeva O, Robinson MD (2014). edgeR for differential RNA-seq and ChIP-seq analysis: An application to stem cell biology. Methods Mol. Biol..

[85] Eisen MB, Spellman PT, Brown PO, Botstein D (1998). Cluster analysis and display of genome-wide expression patterns. Proc. Natl. Acad. Sci. U. S. A..

[86] Saldanha AJ (2004). Java Treeview–extensible visualization of microarray data. Bioinformatics.

[87] Owa C, Poulin M, Yan L, Shioda T (2018). Technical adequacy of bisulfite sequencing and pyrosequencing for detection of mitochondrial DNA methylation: Sources and avoidance of false-positive detection. PLoS ONE.

[88] Sakurai K, Shioda K, Eguchi A, Watanabe M, Miyaso H, Mori C, Shioda T (2019). DNA methylome of human neonatal umbilical cord: Enrichment of differentially methylated regions compared to umbilical cord blood DNA at transcription factor genes involved in body patterning and effects of maternal folate deficiency or children's sex. PLoS ONE.

# Supplementary material for: Prenatal exposure to benzo[a]pyrene depletes ovarian reserve and masculinizes embryonic ovarian germ cell transcriptome transgenerationally
**Source:** Sci Rep. 2023 May 29;13:8671. doi: 10.1038/s41598-023-35494-w

**Fig. S1:** Primordial, primary and secondary follicle numbers per ovary were significantly decreased in 4-5 month old F2 *Gclm*<sup>+/-</sup> females descended from pregnant *Gclm*<sup>+/-</sup> F0 dams dosed daily from E6.5 to E15.5 with 2 mg/kg-day BaP compared to vehicle 0 mg/kg-day controls. \*P<0.05, t-test

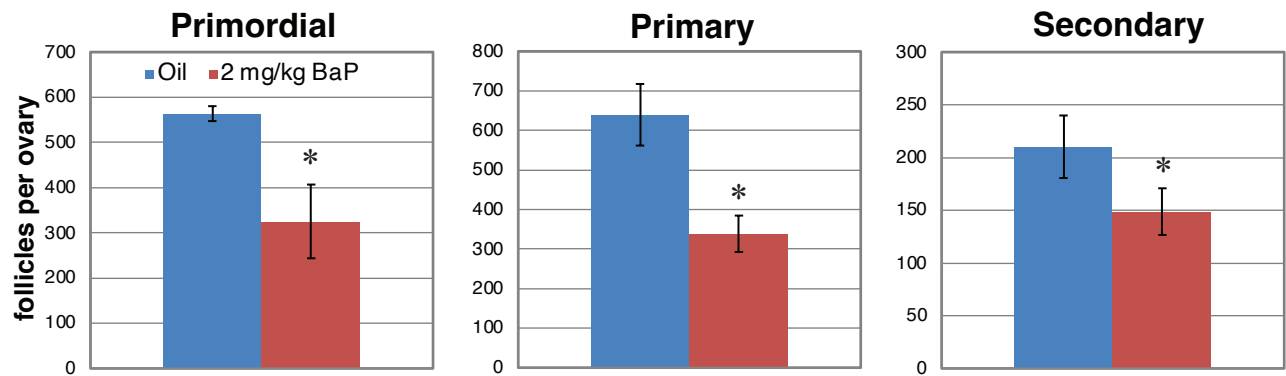

**Fig S2: Representative FACS data.** P1 and P2 show exclusion of cell debris and clumps. P3 shows gating out of dead cells using propidium iodid (PI) positivity. P4 shows isolation of eGFP-positive germ cells from eGFP-negative somatic cells.

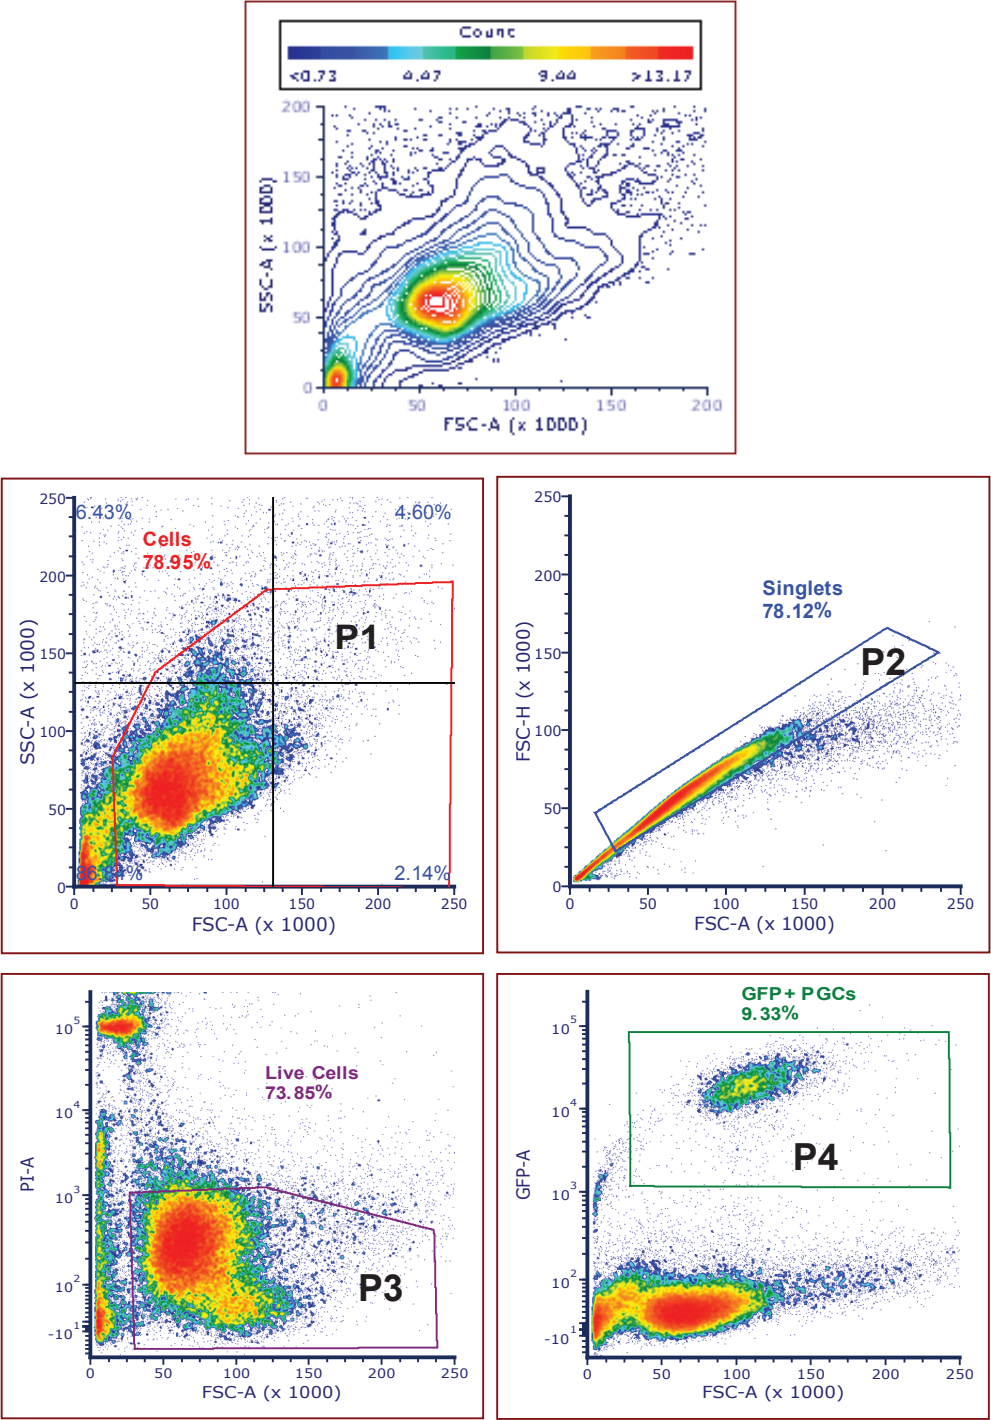

Fig. S3. Primordial Germ Cell RNA-seq: Normalized counts per gene.

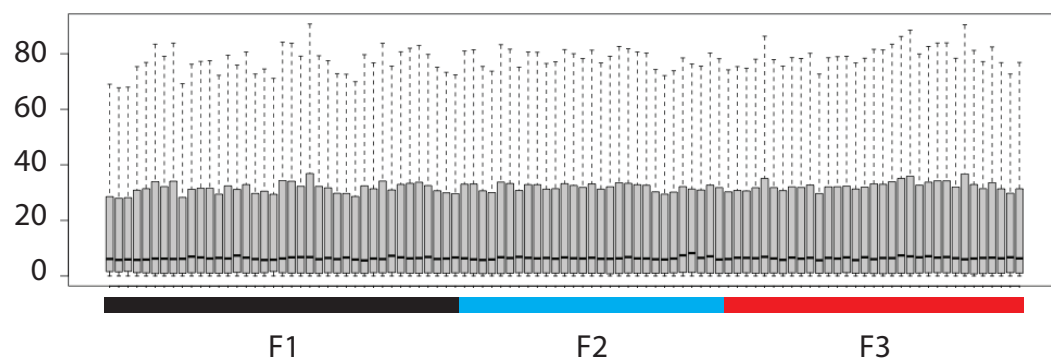

Fig. S4. Primordial Germ Cell RNA-seq: Normalized BigWig tracks of marker genes.

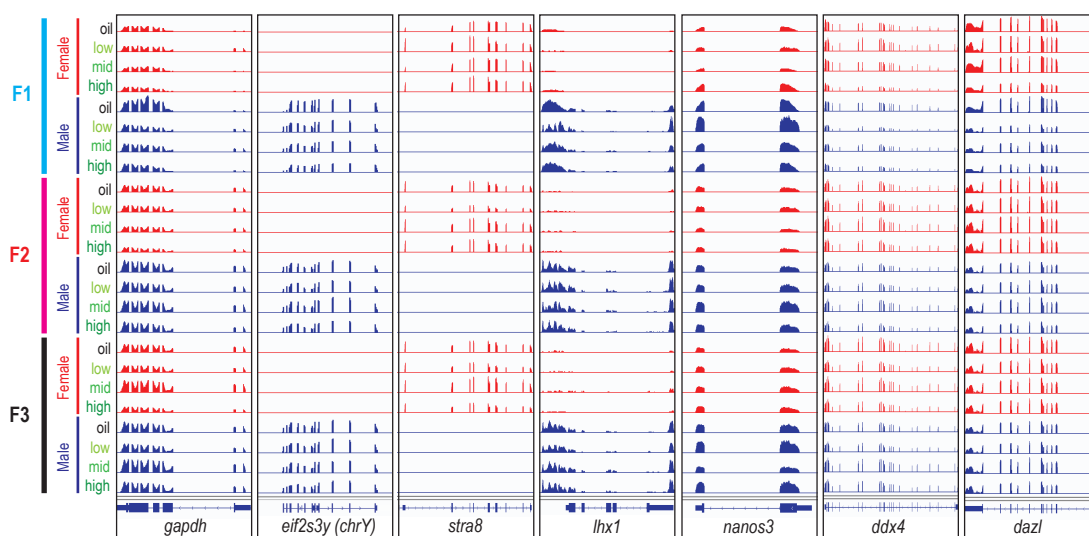

Fig. S5. Permutation Test: Probability of selecting sex-specific DEGs from all expressed genes. Iteration = 5,000. Model fitting = gamma distribution, moment matching estimation

Sampling Size

50

### Male-specific DEGs

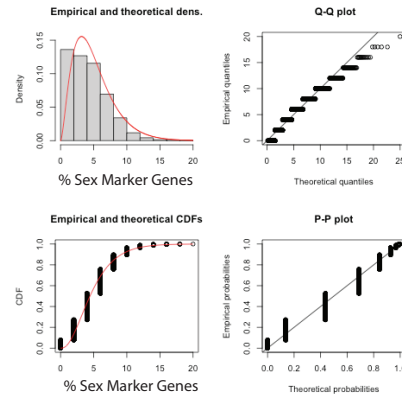

### Female-specific DEGs

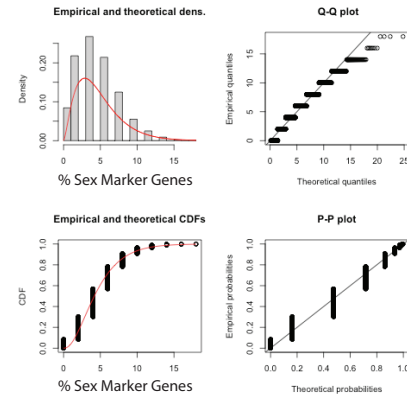

100

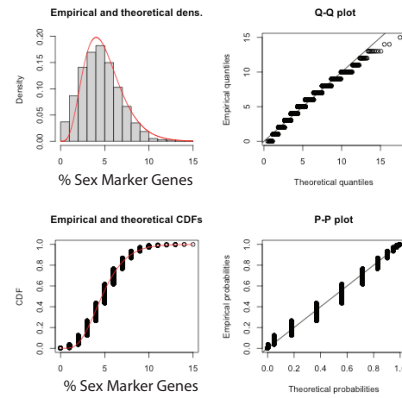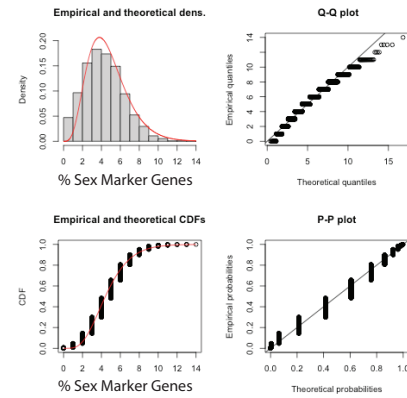

200

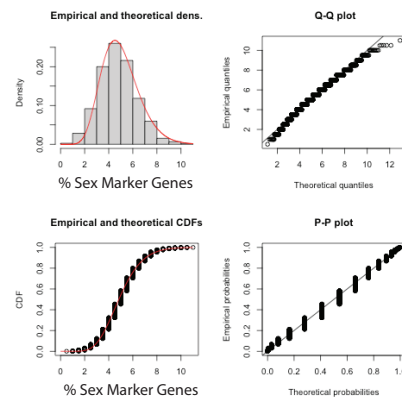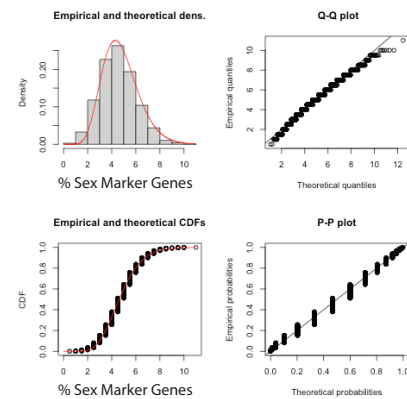

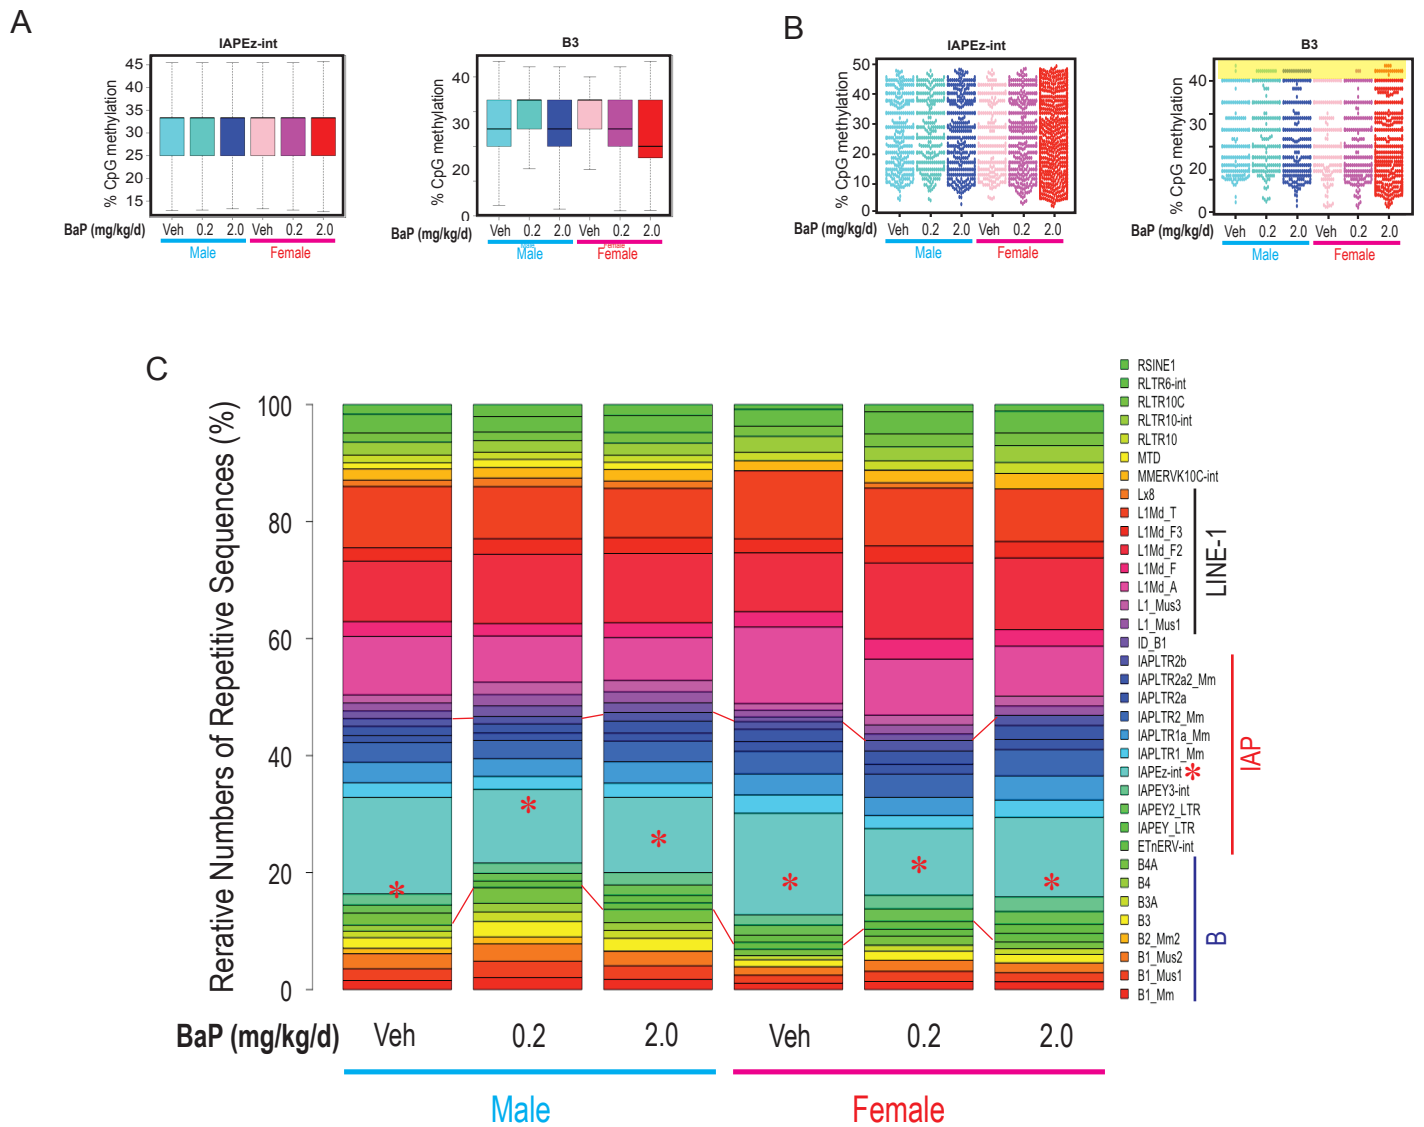

Fig. S6. CpG methylation of the IAPEz-int and B3 repetitive sequences in PGCs isolated from F1 embryos. (A) Boxplots. (B) Beeswarm plots. Highly methylated copies of B3 repeats are shown by yellow shade. (C) Relative numbers of top 35 most strongly methylated repetitive sequences. Asterisk indicates IAPEz-int sequence. Bars indicate LINE-1, IAP, and B1-4 species of repetitive sequences. Experiment shown in Fig. 7D was repeated with an independent set of WGBS data.

**Fig. S7.** Photomicrographs of hematoxylin and eosin–stained gonad sections from E13.5 embryos. (A) Ovarian germ cells (large and spherical, arrowheads) at E13.5, surrounded by pre-granulosa cells (small and flattened, arrows), show a distinctive pre-meiotic morphology with patches of condensed chromatin at the periphery of the nucleus. (B) Clusters of testicular germ cells (large and spherical, arrowheads) at E13.5 are enclosed by Sertoli cells (irregular in shape, arrows) and a layer of peritubular myoid cells (flattened). Magnification: 400x.

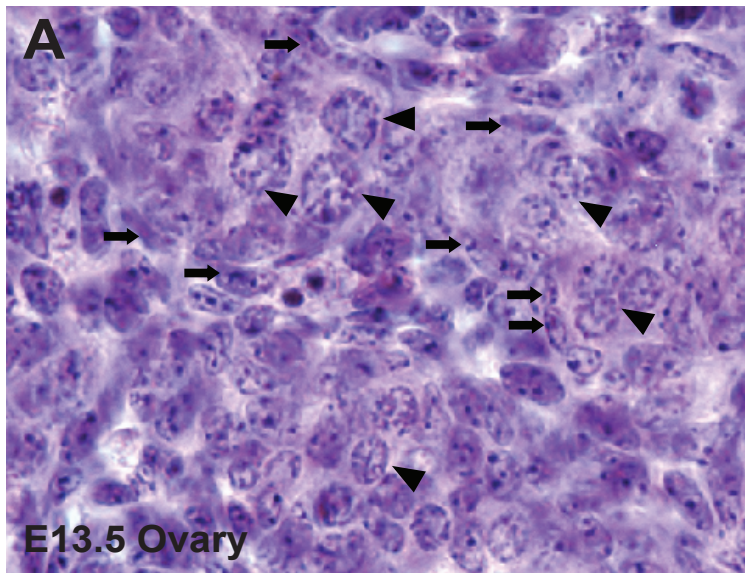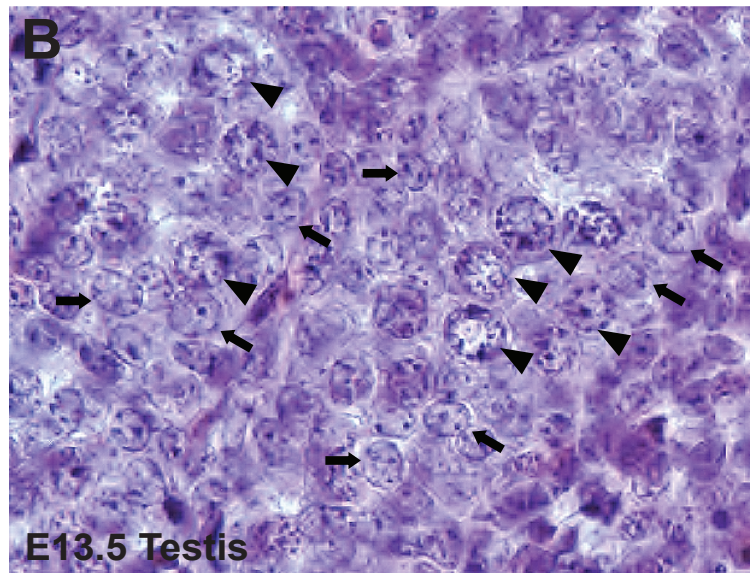

**Supplement:** Supplementary file 1 — Supplementary Figures.

How the deposited data were processed for this re-analysis (not part of the article)

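RNA-seq of enriched E13.5 PGCs was re-analysed for 53 male and 48 female embryos from 56 dams, in the F1, F2 and F3 generations after vehicle or 1 of 3 F0 doses of BaP. The deposited signal values are gene counts that the authors normalized with edgeR's TMM method, after trimming with Trim Galore, alignment to GRCm38 with STAR and counting on exons with Rsubread. The table holds 15423 genes, of which 19 carry a symbol that was written as a date. Genes of low count appear to have been left out before, since the number of genes equals that tested in the paper. Every embryo was mapped to its generation, sex, dose and dam from the sample labels.

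In 99 embryos every nonzero value was a whole multiple of 1 step per embryo, and 99.9998% of these values lay within 0.05 of a whole read, so the reads were recovered. In F3 male D4190.1 at 2 mg/kg-day and F3 vehicle female D1388.3 the step lay too near to 0.1 for the check of whole reads used here, and both were left out of count-based tests only. The recovered reads ran from 5004382 to 87240533 per embryo, with a median of 7828828. At these depths a low value rests on few reads. For example, the highest Tdgf1 value of a female, 6.91, was 49 reads. Intervals given with shares are Wilson intervals and cover counting error only, not differences between embryos. A fold against a group in which every library had 3 reads or fewer is given as a lower bound, with that group set to 3 reads. Such a bound concerns the observed means and covers neither counting error nor the spread between embryos.

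Sex-specific genes and exposure effects were tested in R 4.3.3 with limma 3.58.1, with empirical Bayes moderation and a mean-variance trend on log2(normalized count + 0.5). Genes with a mean of at least 0.5 were tested. Each generation had 1 fit of 8 sex-by-dose groups, and 1 fit covered all generations. Each dose was compared with vehicle, and all doses as the mean of the 3 contrasts. P-values were adjusted within each comparison by the Benjamini-Hochberg method, at 0.05. Sex-specific genes also had to differ by more than 2-fold between the 17 male and 17 female vehicle embryos. The 100 genes with the smallest p in each exposure comparison were searched for sex-specific genes. As a reference, 5000 random draws were taken from genes above 100 normalized counts in at least 1 embryo, and dose labels were permuted within sex and generation. Genes changed at least 1.5-fold with an unadjusted p under 0.05 were counted as well.

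Scores per embryo are means of log2(normalized count + 0.5) over the male-specific, female-specific or listed genes, and were compared by permutation of the embryos, exact for fewer than 10 embryos in a group and with 1e+05 resamples otherwise. Generation labels and the labels for shares of variance were permuted 9999 times. The marker lists, written before they were tested, cover early meiosis, endothelial, erythroid, fetal Leydig, macrophage, mast cell, pluripotency, pregranulosa, Sertoli and stroma genes, Xist and Y-linked genes. The result of 1 further list is not reported here, though its tests count among the 96 for which p-values were adjusted.

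The genes named in the text follow a rule set in advance. They are every gene that the paper names in its RNA-seq results or discussion or prints beside its heatmap, and up to 3 genes with the smallest p for each count of genes that the text reports. Outside this rule, the most abundant genes of the marker lists are named, and Hba-a1, Ube1y1, Uty and Kdm5d were chosen after their values were seen.

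Alternatives were a pseudocount of 0.1 or 1, no filter, a minimum mean of 5, edgeR 4.0.16 with likelihood ratio or quasi-likelihood tests on the recovered reads, fits of the 2 compared groups alone, upper quartile scaling, littermates averaged, generation as a term, the markers of Table S1, markers from the other generations, the top 50 or 200 genes, a block for dams, vehicle embryos of single generations, other linkage, distance and gene sets for clustering, and leaving out each embryo. Depth class as a term, F1 without the deep libraries, and the likelihood ratio test without a filter were added later. The closing section gives their effect.

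The methods were tested on simulated data with a 3-fold change in 200 genes. The changed genes had a mean normalized count of at least 5, and embryos were drawn independently with the same dispersion for all genes. Genes of low count such as Tdgf1, single embryos far from their group and litters are thus not covered. With 6 against 3 embryos limma recovered 87.5% of these genes with 14 false calls, the likelihood ratio test 88% with 10 and the quasi-likelihood test 87.5% with 9. With 17 against 17 embryos each recovered 100%, with 7, 11 and 7 false calls. Replicates were checked for copies, and in 191 pairs of embryos of a group the lowest chi-square per degree of freedom was 6.68. Litter pairing was checked in 15 vehicle litters with a brother and a sister. Over 2000 genes, the correlation between them after removing the means of sex and generation had a median of 0.270, from -0.147 to 0.479, and lay above 0.1 in 11. Between litters its median was -0.0607. The main tests treat embryos as single units, and the block for dams and averaged littermates are the alternatives for litters. For F2 and F3 embryos the labels name the dam of the litter and no F0 dam. Embryos descended from the same F0 dam may thus be treated as independent, which neither alternative corrects.

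Immunofluorescence, methylation, germ cell counts and enrichment of ontology terms were not analysed here, the last because it needs an ontology annotation.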

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

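The tests with the early meiosis score, with reads, with 3 reads as the lowest value and between brothers and sisters were chosen only after the results they bear on were seen, apart from the relation of the male-marker score to the early meiosis score in vehicle females and the stroma list.

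In 28 groups of 4 to 10 embryos, the male-marker score, Tdgf1 and Lefty2 in females and the female-marker score in males were searched for 1 embryo far from the rest, measured as its gap to the nearest embryo over the range of the group. There were 3 such embryos, where chance gives about 1 in 20 groups. F1 female C4228.3 at 0.2 mg/kg-day had a male-marker score of 1.558, against 1.407 to 1.442 in the other 4. F2 vehicle female D3133.2 had 1.673, against 1.28 to 1.419 in the other 5. F3 female E0103.2 at 2 mg/kg-day had a normalized Tdgf1 count of 6.91, against 0.467 to 1.28 in the other 3, and Tdgf1 in that group was at least 7.21-fold higher than in vehicle with it and at least 2.84-fold without it.

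These 3 embryos do not share a technical feature in the values looked at. C4228.3 is a deep library (34900838 reads), and the other 2 are not (6393504 and 8191131 reads). Its Sertoli score was 0.73 against -0.13 to 0.40 in the other 4, and its early meiosis score, 7.27, lay inside their range. D3133.2 and E0103.2 had the lowest early meiosis scores of their groups, 4.83 against 5.77 to 6.78 and 4.37 against 5.82 to 6.70. E0103.2 also lay above its group for the Sertoli list, 0.25 against 0.01 to 0.06, and the stroma list, 0.16 against -0.46 to 0.13, while D3133.2 lay above its group for the macrophage list, 2.10 against 0.78 to 1.70. A candidate explanation for these 2 is slower germ cell differentiation, and more cells of other types in either sample stays open beside it. Over the 17 vehicle females the early meiosis score was inversely related to the male-marker score (correlation -0.864). D3133.2 received no BaP, so exposure is not needed to produce such a score. Whether exposure shifts how many embryos are delayed remains open, because embryos of 1 litter share both age and treatment. Across 42 litters, the early meiosis score of sisters rose with the male-marker score of brothers (correlation 0.356, permutation test, p = 0.0213), as an age shared by a litter would produce. These litters pool all generations and doses, so the relation does not single out age. Over the 15 vehicle litters the correlation was 0.457 (permutation test, p = 0.0858). The stroma list, whose score was 0.31 higher in exposed females (permutation test, p = 0.139), leaves somatic cells in the sorted fraction undecided. A change caused by BaP in single embryos was not tested apart from these.

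The effect of exposure on Tdgf1 in females was lower in F2 than in the other generations. On the log2 scale, exposure changed the mean by -0.46 in F2 (n = 9 against 6), 0.80 in F1 (n = 12 against 5) and 1.70 in F3 (n = 10 against 6). The difference between F2 and F1 was -1.25 (permutation test of the generation labels, p = 0.0126, adjusted p = 0.0504 over 12 differences), and that between F2 and F3 was -2.15 (permutation test, p = 0.0021, adjusted p = 0.0252). For Lefty2 the difference between F2 and F3 was -1.13 (permutation test, p = 0.0072, adjusted p = 0.0432). No F2 exposed female lay above every vehicle female for Tdgf1, while 7 of 12 did in F1 and 8 of 10 in F3. For Lefty2 it was 2 of 9 in F2 and 7 of 10 in F3. The first of these 3 differences did not pass the adjustment. In F3 every vehicle female had 3 reads or fewer for both genes, as had every exposed F2 female for Tdgf1, so these log2 values rest on the added 0.5 and are no folds. For all doses Tdgf1 was at least 7.71-fold higher and Lefty2 at least 2.81-fold higher in exposed F3 females. In F2 Tdgf1 was at least 1.26-fold lower, though without vehicle embryo D3133.2 this bound was 0.817 and no decrease can be stated. With every embryo of 3 reads or fewer set to 3 reads and nothing added, F2 differed from F3 by -2.81 for Tdgf1 (permutation test, p = 1e-04) and by -1.18 for Lefty2 (permutation test, p = 0.0045). In the same way F2 differed from F1 by -1.77 for Tdgf1 (permutation test, p = 0.0042), where library size stays open as described below.

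Both Tdgf1 differences came nearest to 0 without vehicle embryo D3133.2. Without it they were -1.04 for F2 against F1 (permutation test, p = 0.0206) and -1.94 for F2 against F3 (permutation test, p = 0.0041). The Lefty2 difference came nearest to 0 without exposed F3 embryo D1464.1, at -0.99 (permutation test, p = 0.0127). Each of the 3 differences kept its direction and an unadjusted p under 0.05 in every fit that left out 1 embryo.

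If the progress of female germ cell differentiation were the whole cause, removing the trend with the early meiosis score would remove the difference. It left -1.02 between F2 and F1 (permutation test, p = 0.033) and -1.74 between F2 and F3 (permutation test, p = 4e-04). A single slope was removed, while the correlation of the score with Tdgf1 was -0.502 in vehicle and -0.743 in exposed females. As Tdgf1 also has few reads, a remainder could persist under that explanation, which stays open. Library size is argued against for F2 and F3, whose females had 6362762 to 9397510 and 6518551 to 8710232 reads and no deep library. Taken as for Tdgf1, the difference in log2 reads between F2 and F3 was -0.00382 (permutation test, p = 0.977). For F2 and F1, where 5 F1 libraries are deep, library size cannot be told apart from a change in Tdgf1. The difference in log2 reads was -0.09 (permutation test, p = 0.917). Without the deep libraries the difference in Tdgf1 was -1.12 (permutation test, p = 0.0406). Of the 27 fits that each left out 1 more embryo, 13 gave a p above 0.05, and without D1824.1 the difference was -0.83 (permutation test, p = 0.0862), so what remains is not beyond its spread. Reads and Tdgf1 had a correlation of -0.238 over the 17 vehicle females (permutation test, p = 0.335), but a rank correlation of -0.561 (permutation test, p = 0.0209), so the relation itself stays undecided. At these counts, of 0 to 49 reads in females, a few reads may move a group. F1 was dosed from E6.5 to E11.5 and the F2 and F3 lineages from E6.5 to E15.5. F1 and F2 also differ in descent, and a difference between the generations in their response to F0 exposure remains open and untested.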

How the results depend on the processing

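Gene counts, opposite-sex shares, most same-sex shares, scores, named genes, clustering, shares of variance and the list lengths that the paper discusses were recomputed under alternatives that changed 1 choice at a time, set before the data were examined. Marker lists, correlations and principal components were not. The 3 exceptions, chosen after the data were seen, are depth class as a term, the F1 fits without deep libraries, and edgeR's likelihood ratio test without a filter. Doses are in mg/kg-day, shares are percentages of sex-specific genes in the top 100, gene counts are genes with an adjusted p under 0.05, and list lengths are genes changed 1.5-fold with an unadjusted p under 0.05. The value reported in the passages follows in brackets. LRT and QL stand for edgeR's likelihood ratio and quasi-likelihood tests on the recovered reads, and pairwise fits for limma with the 2 compared groups alone. A count or share is given here where it moved by more than 1.5 times or beyond its interval. Unless a sentence says otherwise, the cause was not tested.

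Of 413 opposite-sex shares recomputed under these alternatives, 281 stayed within their interval, and of 300 same-sex shares 211. Of 265 gene counts 212 stayed within 1.5 times the reported count, and of 61 list lengths 47. Among 572 values of named genes, 551 kept their direction and their side of an adjusted p of 0.05. Of the others, 9 lost the call, 9 gained it and 3 changed direction. Markers taken from the vehicle embryos of the other 2 generations left all 24 opposite-sex shares within their intervals.

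The opposite-sex shares rose most under LRT, QL and a pseudocount of 0.1, the last of which widens the changes of genes of low count by construction. LRT in F1 females gave gene counts of 1 at 0.2 (0) and 8 at 2 (1). LRT in F2 males gave gene counts of 65 at 0.2 (19) and 3 at 2 (0). LRT in F3 females gave gene counts of 22 at 0.033 (0) and 2 at 0.2 (0). LRT in F3 males gave gene counts of 91 at 0.2 (0). LRT in F1-F3 females gave gene counts of 28 at 0.033 (0), 1 at 0.2 (0) and 4 for all doses (0). LRT in F1-F3 males gave gene counts of 7 at 0.2 (0) and 1 for all doses (0). LRT gave list lengths of 165 in F1 females at 0.2 (85) and 267 in F3 males at 2 (94). LRT in F1 females gave opposite-sex shares of 51% at 0.033 (14%), 51% at 0.2 (8%), 41% at 2 (25%) and 45% for all doses (16%). LRT in F1 males gave opposite-sex shares of 24% at 0.033 (8%), 32% at 0.2 (9%), 28% at 2 (13%) and 38% for all doses (9%). LRT in F2 females gave opposite-sex shares of 28% at 0.033 (10%), 26% at 0.2 (8%), 30% at 2 (15%) and 26% for all doses (10%). LRT in F2 males gave opposite-sex shares of 37% at 0.033 (17%), 20% at 0.2 (9%) and 18% at 2 (10%). LRT in F3 females gave opposite-sex shares of 67% at 0.033 (19%), 18% at 2 (5%) and 41% for all doses (19%). LRT in F3 males gave opposite-sex shares of 25% at 0.033 (5%), 67% at 0.2 (26%), 25% at 2 (11%) and 23% for all doses (12%). LRT in F1-F3 females gave opposite-sex shares of 84% at 0.033 (25%), 56% at 0.2 (15%), 53% at 2 (18%) and 66% for all doses (21%). LRT in F1-F3 males gave opposite-sex shares of 20% at 0.033 (7%), 37% at 0.2 (7%) and 34% at 2 (10%). LRT in F1 females gave same-sex shares of 1% at 0.2 (11%). LRT in F1 males gave same-sex shares of 27% at 0.033 (43%) and 10% for all doses (27%). LRT in F2 females gave same-sex shares of 13% for all doses (5%). LRT in F2 males gave same-sex shares of 20% at 0.2 (46%). LRT in F3 females gave same-sex shares of 3% at 0.033 (13%) and 19% for all doses (33%). LRT in F3 males gave same-sex shares of 6% at 0.033 (12%) and 13% at 0.2 (55%). LRT in F1-F3 females gave same-sex shares of 4% for all doses (16%). LRT in F1-F3 males gave same-sex shares of 8% at 0.033 (17%), 29% at 0.2 (51%), 9% at 2 (35%) and 27% for all doses (17%).

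QL in F1 females gave gene counts of 3 at 2 (1). QL in F2 males gave gene counts of 3 at 0.2 (19). QL in F3 males gave gene counts of 5 at 0.2 (0). QL in F1-F3 females gave gene counts of 10 at 0.033 (0), 1 at 0.2 (0), 27 at 2 (181) and 1 for all doses (0). QL in F1-F3 males gave gene counts of 8 at 0.2 (0), 2 at 2 (0) and 4 for all doses (0). QL gave list lengths of 212 in F3 males at 2 (94). QL in F1 females gave opposite-sex shares of 41% at 0.033 (14%), 40% at 0.2 (8%), 37% at 2 (25%) and 40% for all doses (16%). QL in F1 males gave opposite-sex shares of 18% at 0.033 (8%), 26% at 0.2 (9%), 28% at 2 (13%) and 32% for all doses (9%). QL in F2 females gave opposite-sex shares of 22% at 0.033 (10%), 21% at 0.2 (8%) and 20% for all doses (10%). QL in F2 males gave opposite-sex shares of 31% at 0.033 (17%), 18% at 0.2 (9%) and 18% at 2 (10%). QL in F3 females gave opposite-sex shares of 61% at 0.033 (19%), 13% at 2 (5%) and 31% for all doses (19%). QL in F3 males gave opposite-sex shares of 21% at 0.033 (5%), 62% at 0.2 (26%), 19% at 2 (11%) and 23% for all doses (12%). QL in F1-F3 females gave opposite-sex shares of 77% at 0.033 (25%), 41% at 0.2 (15%), 42% at 2 (18%) and 61% for all doses (21%). QL in F1-F3 males gave opposite-sex shares of 17% at 0.033 (7%), 31% at 0.2 (7%) and 30% at 2 (10%). QL in F1 females gave same-sex shares of 1% at 0.2 (11%). QL in F1 males gave same-sex shares of 30% at 0.033 (43%) and 13% for all doses (27%). QL in F2 males gave same-sex shares of 26% at 0.2 (46%). QL in F3 females gave same-sex shares of 3% at 0.033 (13%) and 19% for all doses (33%). QL in F3 males gave same-sex shares of 6% at 0.033 (12%) and 17% at 0.2 (55%). QL in F1-F3 females gave same-sex shares of 4% for all doses (16%). QL in F1-F3 males gave same-sex shares of 7% at 0.033 (17%), 34% at 0.2 (51%), 15% at 2 (35%) and 27% for all doses (17%).

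Pseudocount 0.1 gave gene counts of 2 in F1 females at 2 (1), 1 in F1 males at 0.033 (0), 21 in F1-F3 females at 2 (181) and 2 in F1-F3 females for all doses (0). Pseudocount 0.1 in F1 females gave opposite-sex shares of 33% at 0.033 (14%), 30% at 0.2 (8%), 35% at 2 (25%) and 37% for all doses (16%). Pseudocount 0.1 in F1 males gave opposite-sex shares of 17% at 0.033 (8%), 26% at 0.2 (9%), 26% at 2 (13%) and 26% for all doses (9%). Pseudocount 0.1 in F2 females gave opposite-sex shares of 19% at 0.033 (10%), 28% at 0.2 (8%), 29% at 2 (15%) and 24% for all doses (10%). Pseudocount 0.1 in F2 males gave opposite-sex shares of 42% at 0.033 (17%), 19% at 0.2 (9%), 31% at 2 (10%) and 29% for all doses (19%). Pseudocount 0.1 in F3 females gave opposite-sex shares of 38% at 0.033 (19%) and 32% for all doses (19%). Pseudocount 0.1 in F3 males gave opposite-sex shares of 20% at 0.033 (5%), 30% at 2 (11%) and 35% for all doses (12%). Pseudocount 0.1 in F1-F3 females gave opposite-sex shares of 41% at 0.033 (25%), 30% at 0.2 (15%) and 35% for all doses (21%). Pseudocount 0.1 in F1-F3 males gave opposite-sex shares of 17% at 0.033 (7%), 19% at 0.2 (7%), 24% at 2 (10%) and 31% for all doses (16%). Pseudocount 0.1 in F1 females gave same-sex shares of 1% at 0.2 (11%), 17% at 2 (28%) and 3% for all doses (12%). Pseudocount 0.1 in F1 males gave same-sex shares of 24% at 0.033 (43%). Pseudocount 0.1 in F2 males gave same-sex shares of 25% at 0.2 (46%), 13% at 2 (38%) and 14% for all doses (29%). Pseudocount 0.1 in F3 females gave same-sex shares of 7% at 0.033 (13%), 4% at 2 (9%) and 16% for all doses (33%). Pseudocount 0.1 in F3 males gave same-sex shares of 3% at 0.033 (12%), 40% at 0.2 (55%), 3% at 2 (9%) and 3% for all doses (10%). Pseudocount 0.1 in F1-F3 females gave same-sex shares of 7% for all doses (16%). Pseudocount 0.1 in F1-F3 males gave same-sex shares of 10% at 0.033 (17%), 34% at 0.2 (51%), 21% at 2 (35%) and 9% for all doses (17%).

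Pseudocount 1 gave gene counts of 276 in F1-F3 females at 2 (181) and 1 in F1-F3 males at 0.2 (0). Pseudocount 1 gave list lengths of 61 in F3 males at 2 (94). Pseudocount 1 in F1 females gave opposite-sex shares of 5% at 0.033 (14%), 4% at 0.2 (8%), 16% at 2 (25%) and 8% for all doses (16%). Pseudocount 1 in F1 males gave opposite-sex shares of 3% at 0.033 (8%), 4% at 0.2 (9%) and 6% at 2 (13%). Pseudocount 1 in F2 females gave opposite-sex shares of 5% at 0.033 (10%) and 9% at 2 (15%). Pseudocount 1 in F2 males gave opposite-sex shares of 2% at 2 (10%). Pseudocount 1 in F3 females gave opposite-sex shares of 10% at 0.033 (19%). Pseudocount 1 in F3 males gave opposite-sex shares of 2% at 0.033 (5%). Pseudocount 1 in F1-F3 females gave opposite-sex shares of 7% at 0.2 (15%). Pseudocount 1 in F1-F3 males gave opposite-sex shares of 1% at 0.033 (7%), 4% at 2 (10%) and 7% for all doses (16%). A higher pseudocount shrinks the change of genes of low count, so the lower shares under it follow from its construction.

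With a minimum mean of 5 normalized counts fewer genes are tested, which shortens all lists by construction. It gave 482 male-specific (1051) and 502 female-specific genes (1076). A minimum mean of 5 gave gene counts of 0 in F1 females at 2 (1), 414 in F1-F3 females at 2 (181) and 12 in F2 males at 0.2 (19). In F1 females a minimum mean of 5 gave list lengths of 23 at 0.2 (85). In F1 males a minimum mean of 5 gave list lengths of 427 at 0.033 (820). In F2 males a minimum mean of 5 gave list lengths of 343 at 0.2 (924) and 87 at 2 (414). In F3 females a minimum mean of 5 gave list lengths of 116 at 0.033 (392). In F3 males a minimum mean of 5 gave list lengths of 475 at 0.2 (1086) and 13 at 2 (94). A minimum mean of 5 gave opposite-sex shares of 9% in F1-F3 females at 0.2 (15%), 18% in F2 females at 0.2 (8%), 18% in F2 males at 0.2 (9%), 34% in F3 females at 0.033 (19%) and 3% in F3 males at 2 (11%). In F1 females a minimum mean of 5 gave same-sex shares of 4% at 0.2 (11%), 18% at 2 (28%) and 5% for all doses (12%). In F1 males a minimum mean of 5 gave same-sex shares of 33% at 0.033 (43%). In F2 females a minimum mean of 5 gave same-sex shares of 1% for all doses (5%). In F2 males a minimum mean of 5 gave same-sex shares of 31% at 0.2 (46%) and 23% at 2 (38%). In F3 females a minimum mean of 5 gave same-sex shares of 5% at 0.033 (13%), 4% at 2 (9%) and 16% for all doses (33%). In F3 males a minimum mean of 5 gave same-sex shares of 4% at 0.033 (12%), 31% at 0.2 (55%) and 4% at 2 (9%). In F1-F3 females a minimum mean of 5 gave same-sex shares of 8% for all doses (16%). In F1-F3 males a minimum mean of 5 gave same-sex shares of 6% at 0.033 (17%), 28% at 0.2 (51%), 9% at 2 (35%) and 2% for all doses (17%). Some genes named in the passages, among them Tdgf1 and Lefty2 in some fits, fall under this minimum and have no value there.

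Pairwise fits gave gene counts of 0 in F1 females at 2 (1), 827 in F1-F3 females at 2 (181), 0 in F2 males at 0.2 (19) and 2 in F3 females at 0.2 (0). Pairwise fits gave list lengths of 148 in F1 females at 0.2 (85). Pairwise fits in F1 females gave opposite-sex shares of 18% at 0.2 (8%) and 9% for all doses (16%). Pairwise fits in F2 males gave opposite-sex shares of 5% at 2 (10%) and 12% for all doses (19%). Pairwise fits in F3 females gave opposite-sex shares of 13% at 2 (5%). Pairwise fits in F3 males gave opposite-sex shares of 16% at 0.033 (5%). Pairwise fits in F1-F3 females gave opposite-sex shares of 24% at 0.2 (15%), 7% at 2 (18%) and 11% for all doses (21%). Pairwise fits in F1 females gave same-sex shares of 20% at 2 (28%). Pairwise fits in F1 males gave same-sex shares of 30% at 0.033 (43%) and 16% for all doses (27%). Pairwise fits in F2 males gave same-sex shares of 34% at 0.2 (46%) and 18% for all doses (29%). Pairwise fits in F3 females gave same-sex shares of 23% for all doses (33%). Pairwise fits in F3 males gave same-sex shares of 40% at 0.2 (55%). Pairwise fits in F1-F3 males gave same-sex shares of 25% at 0.2 (51%). These fits estimate the variance from fewer embryos.

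No filter gave gene counts of 19 in F1-F3 females at 2 (181) and 1 in F3 males at 0.2 (0). No filter gave list lengths of 155 in F3 males at 2 (94). No filter in F2 females gave opposite-sex shares of 5% at 0.033 (10%) and 4% at 0.2 (8%). No filter in F2 males gave opposite-sex shares of 9% at 0.033 (17%), 5% at 2 (10%) and 12% for all doses (19%). No filter in F3 females gave opposite-sex shares of 9% at 0.033 (19%). No filter in F3 males gave opposite-sex shares of 3% for all doses (12%). No filter in F1-F3 females gave opposite-sex shares of 9% at 0.2 (15%). No filter in F1-F3 males gave opposite-sex shares of 6% for all doses (16%). No filter gave same-sex shares of 27% in F2 males at 2 (38%) and 4% in F3 males at 2 (9%).

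In the alternatives chosen after the data were seen, unfiltered LRT gave 1823 male-specific (1051) and 1691 female-specific genes (1076). Unfiltered LRT in F1 females gave gene counts of 1 at 0.2 (0) and 7 at 2 (1). Unfiltered LRT in F2 males gave gene counts of 61 at 0.2 (19). Unfiltered LRT in F3 females gave gene counts of 33 at 0.033 (0) and 2 at 0.2 (0). Unfiltered LRT in F3 males gave gene counts of 83 at 0.2 (0). Unfiltered LRT in F1-F3 females gave gene counts of 26 at 0.033 (0), 1 at 0.2 (0), 105 at 2 (181) and 4 for all doses (0). Unfiltered LRT in F1-F3 males gave gene counts of 5 at 0.2 (0) and 1 for all doses (0). The F1 fits without deep libraries gave gene counts of 0 in F1 females at 2 (1). The F1 fits without deep libraries gave list lengths of 502 in F1 males at 0.033 (820). The F1 fits without deep libraries gave opposite-sex shares of 19% in F1 males at 0.033 (8%). The F1 fits without deep libraries gave same-sex shares of 15% in F1 females at 2 (28%), 9% in F1 males at 0.033 (43%), 7% in F1 males at 0.2 (14%) and 10% in F1 males for all doses (27%). A term for depth class gave gene counts of 90 in F1-F3 females at 2 (181). A term for depth class gave opposite-sex shares of 17% in F1 males at 0.033 (8%) and 17% in F1 males for all doses (9%). A term for depth class gave same-sex shares of 29% in F1 males at 0.033 (43%) and 16% in F1 males for all doses (27%).

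The change of Syce3 in F1 females at 2 was 0.054 (-0.50) without deep libraries, which leaves fewer embryos.

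The markers of Table S1 gave opposite-sex shares of 19% in F2 females at 0.033 (10%). The markers of Table S1 gave same-sex shares of 21% in F1 females at 0.2 (11%), 24% in F1 males at 0.2 (14%), 13% in F1 males at 2 (6%) and 13% in F2 females for all doses (5%). Upper quartile scaling gave gene counts of 2 in F1 females at 2 (1). Upper quartile scaling gave opposite-sex shares of 38% in F1 females at 2 (25%). Upper quartile scaling gave same-sex shares of 18% in F1 females at 2 (28%). Among the top 50 genes the opposite-sex shares were 10% in F1-F3 males for all doses (16%) and 4% in F3 males for all doses (12%). Among the top 50 genes the same-sex shares were 34% in F2 males at 0.2 (46%). Among the top 200 genes the opposite-sex shares were 12% in F2 males for all doses (19%). Among the top 200 genes the same-sex shares were 19% in F1 males for all doses (27%) and 45% in F3 males at 0.2 (55%). Averaged littermates gave same-sex shares of 45% in F3 males at 0.2 (55%). With generation as a term the gene count of F1-F3 females at 2 was 1 (181), and the female-marker score of males at 2 differed by -0.015 (0.0029). With an adjusted p alone in place of the 2-fold minimum, 3703 male-specific (1051) and 3799 female-specific genes (1076) were found. Among all genes tested, 7.91% were male-specific (4.47%) and 8.10% female-specific (4.95%), the set being larger by construction. Generation held 7.22% of the variance between males (5.24%) over the genes above 100 in at least 1 embryo, and passed a permutation p of 0.05 there. The female-marker score of F1 males for all doses differed by 0.0034 with the markers of Table S1 and by 0.029 with the median over the markers (-0.0066). The change of Lefty2 in F2 females at 0.033 was 0.0884 under LRT and 0.0881 under QL (-0.095). Taking the vehicle embryos alone with dam as a block changed no other call.

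Each embryo was then left out in turn in the per-generation comparisons, and the embryo that gave each extreme stands in brackets. In F1 females the opposite-sex share ran from 5% (C4232.9) to 15% (D2506.2) at 0.2. In F2 females the opposite-sex share ran from 7% (D2991.1) to 16% (D3371.1) at 0.2 and from 8% (D1669.5) to 17% (D2996.1) at 2. In F2 males the opposite-sex share ran from 10% (D3136.1) to 22% (D2256.2) at 0.033, from 3% (D1064.1) to 18% (D3371.2) at 0.2, from 5% (D1669.1) to 14% (D2991.3) at 2 and from 10% (D1669.1) to 20% (D4028.3) for all doses. In F3 females the opposite-sex share ran from 5% (D3744.1) to 30% (D2549.1) at 0.033, from 2% (D4190.2) to 9% (D2032.2) at 2 and from 14% (D4190.2) to 28% (D2549.1) for all doses. In F3 males the opposite-sex share ran from 10% (D3402.3) to 32% (D4021.2) at 0.2 and from 3% (D3523.1) to 18% (D1464.2) for all doses. In F1 females the same-sex share ran from 6% (C4605.2) to 25% (C4232.9) at 0.2 and from 14% (C4232.9) to 40% (C4605.2) at 2. In F1 males the same-sex share ran from 31% (C3774.3) to 52% (D2580.2) at 0.033, from 7% (D2510.1) to 24% (D2580.2) at 0.2, from 5% (C4219.2) to 16% (C3774.3) at 2 and from 12% (C3774.3) to 35% (D1190.2) for all doses. In F2 males the same-sex share ran from 22% (D3371.2) to 62% (D1064.1) at 0.2, from 11% (D4028.3) to 54% (D1669.1) at 2 and from 16% (D3001.1) to 42% (D1669.1) for all doses. In F3 females the same-sex share ran from 4% (D3402.1) to 14% (D2032.2) at 2 and from 23% (D3402.1) to 45% (D3526.1) for all doses. In F3 males the same-sex share ran from 5% (D3744.4) to 18% (D2374.1) at 0.033, from 36% (D1390.5) to 74% (D3523.1) at 0.2, from 2% (D3651.1) to 24% (D3523.1) at 2 and from 3% (D3651.1) to 60% (D3523.1) for all doses. In F1 females the gene count ran from 0 (C4232.9) to 25 (D2587.1) at 2. In F2 males the gene count ran from 0 (C4992.2) to 243 (D1040.1) at 0.2 and from 0 (C4988.2) to 1 (D4028.3) at 2. In F3 males the gene count ran from 0 (D1344.2) to 3 (D2374.1) at 0.033 and from 0 (D1344.2) to 172 (D1464.2) at 0.2. In F1 females the list length ran from 40 (C4605.2) to 455 (C4232.9) at 0.2. In F1 males the list length ran from 501 (C3774.3) to 1234 (C4321.1) at 0.033. In F2 males the list length ran from 615 (D1064.1) to 1314 (D1040.1) at 0.2 and from 292 (D3620.6) to 760 (D4028.3) at 2. In F3 females the list length ran from 297 (D1344.3) to 860 (D2549.1) at 0.033. In F3 males the list length ran from 633 (D1390.5) to 1497 (D1464.2) at 0.2 and from 72 (D2203.2) to 212 (D4190.1) at 2. Lefty2 in F2 females at 0.033 ran from -0.52 (D1996.1) to 0.20 (D3136.2), and was 0.034 without D2256.3. Sycp3 in F1 females at 2 ran from -0.66 (C4605.2) to 0.12 (C4232.9). Among 490 such values of named genes, 464 kept direction and call, 20 lost the call, 3 gained it and 3 changed direction. In groups of 2 exposed embryos only vehicle embryos were left out.

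The number of reads limits what can be said of Tdgf1 and Lefty2 in females, with at most 49 and 78 reads in any female embryo. Where a group had 3 or fewer reads per embryo, fitted log2 values rest on the added 0.5 and are no folds, and bounds are given beside them.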

Differences from the paper's values

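Each difference is given with the alternatives set before the data were examined that closed it. A gap counts as closed where a count, adjusted p or share is within 1.5 times the paper's, a share lies within its counting error of it, or a log2 fold change of the same sign lies within its standard error of it. Alternatives not named for a value were run, where they apply to it, and did not close its gap. LRT and QL stand for edgeR's likelihood ratio and quasi-likelihood tests on the recovered reads. The paper's methods name edgeR's generalized linear model with likelihood ratio tests, so LRT is the alternative nearest to them. Doses are in mg/kg-day.

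The paper gives 1862 male-specific genes and 1051 were found here, with 1314 under a pseudocount of 0.1, 1414 under LRT and 1411 under QL. Female-specific genes numbered 1669 in the paper and 1076 here. Their number was 1436 with a pseudocount of 0.1, 1377 with LRT, 1370 with QL, 1129 with the vehicle embryos of F1, 1115 with those of F3 and 1129 with a block for dams. LRT without a filter, chosen after seeing the values, gave 1823 and 1691.

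Genes with an adjusted p under 0.05 numbered 1 in the paper and 0 here in F1 females at 0.2, where 123 genes had an unadjusted p under 0.05, and LRT gave 1. In F1 females at 2 the paper has 7 and limma gave 1, LRT 8, and limma without vehicle embryo C4605.2 gave 7. In F3 females at 0.033 the paper's 25 stand against 0 (527 at an unadjusted p under 0.05) and 22 under LRT. For F3 females at 0.2 the paper has 6 against 0 here (1677 at an unadjusted p under 0.05), and no alternative closed the gap, with 2 under LRT and 2 in limma fits of the 2 groups alone. The paper's 3 genes in F3 females at 2 stand against 0 (2018 at an unadjusted p under 0.05), and no alternative closed this gap either. In F2 males at 0.2 the paper reports 78, limma gave 19 and LRT 65. In F2 males at 2 the paper's 3 stand against 0 (486 at an unadjusted p under 0.05), with 3 under LRT. For F3 males at 0.2 the paper's text gives 5 against 0 here (1392 at an unadjusted p under 0.05), and QL gave 5. The numbers 0, 5 and 0 that the text gives for the 3 doses in F3 males are also those of Table S3 for males of all generations, so it is unclear which comparison the 5 belongs to. In males of all generations at 0.2, Table S3 has 5 against 0 here (447 at an unadjusted p under 0.05), and LRT gave 7 and QL 8. For F3 males at 0.2 the paper's Table S6 lists 80 genes, against 0 here, 91 under LRT and 64 without vehicle embryo D3523.1. LRT without a filter, chosen after seeing the values, gave 1 and 7 in F1 females at 0.2 and 2, 33 in F3 females at 0.033, 61 in F2 males at 0.2 and 83 in F3 males at 0.2.

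The list of genes changed at least 1.5-fold with an unadjusted p under 0.05 in F3 females at 0.033 holds 657 genes in the paper and 392 here. It held 505 with no filter, 499 under LRT, 518 without exposed embryo D2374.5, 860 without D2549.1 and 538 without vehicle embryo D3526.1.

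The fewest uniquely mapped reads per library are given by the paper as 16, in units of 1e+06, against 5.00 here in the same units. The value here counts reads on the exons of the 15423 genes, which is not the same measure, and no alternative applies to it. For Tdgf1 in F3 females at 2 the paper's adjusted p is 0.017 against a limma adjusted p of 0.244, and no alternative closed the gap, with 0.153 under LRT.

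Log2 fold changes for all doses in females differed for 2 genes. For Tdgf1 the paper's supplement has 2.06 over all generations against 0.67 here (LRT 1.97, QL 2.04), 2.29 in F1 against 0.75 (2.30 and 2.32), -2.32 in F2 against -0.46 (-2.32 and -2.32), and 3.73 in F3 against 1.87 (3.48 and 3.49). For Lefty2 it has 1.35 over all generations against 0.28 here (LRT 1.30, QL 1.34) and 2.40 in F3 against 1.03 (2.30 and 2.30). In F3 every vehicle female had 3 reads or fewer for both genes, so the log2 values there are no folds. Tdgf1 was at least 7.71-fold and Lefty2 at least 2.81-fold higher. In F2 every exposed female had 3 Tdgf1 reads or fewer, and Tdgf1 was at least 1.26-fold lower, with a bound of 0.817 and so no stated decrease without vehicle embryo D3133.2. In these comparisons limma adds 0.5 to every count, and a change of log base does not bring the series together.

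Shares of opposite-sex marker genes among the top 200 exposure genes were read by eye from Fig. 4. F1-F3 females for all doses had about 58% in the paper (Fig. 4C) against 16.5% here, and 56% with LRT and 50.5% with QL. F1-F3 females at 2 had about 66% in the paper (Fig. 4C) against 14.5% here, and no alternative closed the gap (LRT 38.5%, QL 35%). F1-F3 females at 0.2 had about 55% in the paper (Fig. 4C) against 14% here, and 50% with LRT and 42% with QL. F1-F3 females at 0.033 had about 43% in the paper (Fig. 4C) against 21.5% here, and 33% with a pseudocount 0.1 and 64% with QL. LRT gave 66% in F1-F3 females at 0.033 and did not close that gap.

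F1-F3 males for all doses had about 23% in the paper (Fig. 4C) against 10.5% here, and 26.5% with a pseudocount 0.1, 24.5% with LRT and 22.5% with QL. F1-F3 males at 2 had about 37% in the paper (Fig. 4C) against 10.5% here, and 32% with LRT and 26% with QL. F1-F3 males at 0.2 had about 35% in the paper (Fig. 4C) against 8% here, and 33.5% with LRT and 29.5% with QL. F1-F3 males at 0.033 had about 20% in the paper (Fig. 4C) against 6.5% here, and 14% with a pseudocount 0.1, 18.5% with LRT and 14% with QL.

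F1 females for all doses had about 43% in the paper (Fig. 4D) against 14% here, and 35.5% with a pseudocount 0.1, 38.5% with LRT and 36.5% with QL. F1 females at 2 had about 37% in the paper (Fig. 4D) against 20.5% here, and 29% with a pseudocount 0.1, 35% with LRT, 34.5% with QL and 29.5% with upper quartile scaling. F1 females at 0.2 had about 43% in the paper (Fig. 4D) against 7.5% here, and 39.5% with LRT and 33.5% with QL. F1 females at 0.033 had about 45% in the paper (Fig. 4D) against 14% here, and 30.5% with a pseudocount 0.1, 40.5% with LRT and 37.5% with QL. F1 males for all doses had about 28% in the paper (Fig. 4D) against 11.5% here, and 24.5% with a pseudocount 0.1, 30.5% with LRT and 26.5% with QL. F1 males at 2 had about 28% in the paper (Fig. 4D) against 12% here, and 23% with a pseudocount 0.1, 26% with LRT and 24% with QL. F1 males at 0.2 had about 29% in the paper (Fig. 4D) against 9% here, and 22% with a pseudocount 0.1, 31% with LRT and 29.5% with QL. F1 males at 0.033 had about 20% in the paper (Fig. 4D) against 6.5% here, and 17% with a pseudocount 0.1, 21.5% with LRT and 17.5% with QL.

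F2 females for all doses had about 24% in the paper (Fig. 4E) against 7.5% here, and 21% with LRT and 17% with QL. F2 females at 2 had about 28% in the paper (Fig. 4E) against 13% here, and 23.5% with a pseudocount 0.1, 24.5% with LRT and 19% with QL. F2 females at 0.2 had about 26% in the paper (Fig. 4E) against 12.5% here, and 27% with a pseudocount 0.1, 23% with LRT and 20% with QL. F2 females at 0.033 had about 25% in the paper (Fig. 4E) against 11% here, and 17% with a pseudocount 0.1, 22% with LRT and 19.5% with QL. F2 males for all doses had about 23% in the paper (Fig. 4E) against 12% here, and 27.5% with a pseudocount 0.1, 17.5% with a mean of at least 5, 22% with LRT and 18% with QL. F2 males at 2 had about 20% in the paper (Fig. 4E) against 11% here, and 27% with a pseudocount 0.1, 18.5% with LRT and 16% with QL. F2 males at 0.2 had about 21% in the paper (Fig. 4E) against 9.5% here, and 20.5% with a pseudocount 0.1, 16.5% with a mean of at least 5, 22% with LRT and 17.5% with QL. F2 males at 0.033 had about 38% in the paper (Fig. 4E) against 16% here, and 37.5% with a pseudocount 0.1, 32% with LRT and 29% with QL.

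F3 females for all doses had about 28% in the paper (Fig. 4F) against 18% here, and 27% with a pseudocount 0.1, 22.5% with a mean of at least 5, 33.5% with LRT and 29% with QL. F3 females at 2 had about 17% in the paper (Fig. 4F) against 4.5% here, and 14% with LRT. F3 females at 0.2 had about 23% in the paper (Fig. 4F) against 11.5% here, and 15.5% with a pseudocount 0.1 and 18.5% with LRT. F3 females at 0.033 had about 52% in the paper (Fig. 4F) against 22.5% here, and 36% with a pseudocount 0.1, 58.5% with LRT and 52.5% with QL. F3 males for all doses had about 28% in the paper (Fig. 4F) against 14% here, and 29.5% with a pseudocount 0.1, 22% with LRT and 19% with QL. F3 males at 2 had about 24% in the paper (Fig. 4F) against 8.5% here, and 24% with a pseudocount 0.1 and 19.5% with LRT. F3 males at 0.2 had about 52% in the paper (Fig. 4F) against 24% here, and 50% with LRT and 46% with QL. F3 males at 0.033 had about 23% in the paper (Fig. 4F) against 7% here, and 19.5% with a pseudocount 0.1, 22.5% with LRT and 18% with QL.

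Several statements of the paper stand apart from the values found here. Tdgf1 and Lefty2 are placed by the paper among the leading genes of F1 females at 2 and of F3 females at 0.033 and 0.2, and Tdgf1 of F3 females at 2. Their limma ranks were 104 and 486 in F1, 303 and 690 at 0.033 and 6 and 4 at 0.2 in F3, and 126 for Tdgf1 in F3 at 2. Under LRT these ranks were 4 and 5, 22 and 43, 2 and 1, and 1. For all doses in F3, Tdgf1 had the smallest p of all genes under limma (adjusted p = 0.64) and under LRT (adjusted p = 0.0160). Under QL its adjusted p there was 0.9999. The paper also calls the rise of both Tdgf1 and Lefty2 significant in several generations and doses. With all generations combined, limma adjusted p-values were 0.562 and 0.604 for all doses and those of LRT 0.0320 and 0.168. At 2 limma gave adjusted p-values of 0.0819 and 0.228 and LRT 0.0136 and 0.0128, while at 0.033 and 0.2 those of LRT were 0.170 and 0.553 for Tdgf1 and 1 at both doses for Lefty2. In limma fits of the 2 groups alone, both had an adjusted p of 0.0407 in F3 at 0.2.

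The paper reports an excess of male-specific genes in F3 females at 2 and in F2 females. Here the shares of the top 100 were 5% and 10% (for all doses in F2), against permuted medians of 7% and 13%. Under LRT they were 18% and 26%, against permuted medians of 36% and 33%. For F1 males the paper describes more female-specific than male-specific genes. The shares for all doses were 9% and 27%. The paper's order was found under LRT (38% and 10%), QL (32% and 13%) and a pseudocount of 0.1 (26% and 23%). The male-specific share was 12% without vehicle embryo C3774.3, and the female-specific share 16% without C4232.2. In F3 males at 0.033 female-specific genes made up 5% and male-specific genes 12%, where the paper puts the female-specific genes first. LRT gave 25% and 6%, QL 21% and 6%, a pseudocount of 0.1 20% and 3%, fits of the 2 groups alone 16% and 13%, and leaving out exposed embryo D3744.4 7% and 5%. Without vehicle embryo D3523.1 the shares at 0.033 were 11% and 14%.

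Chemokine genes that the paper describes as raised fell in some groups. In F2 males at 0.2, Ccl3 changed by -1.33 and Ccl17 by -1.45. In F3 males at 0.2, Ccl17 changed by -1.38, Ccl25 by -1.21 and Ccr7 by -1.59. Activin receptor genes, which the paper names as changed, had limma adjusted p-values of 0.511 or more in the groups named. The paper calls the rise of male-specific genes over all exposed females significant, with evidence from their share among ranked genes against random draws. The male-marker score, a mean over all male-specific genes and so a different measure, differed by 0.10 (permutation test, p = 0.0951).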

Other observations

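The tests with an early meiosis trend, between brothers and sisters, of the Sertoli genes, of embryo D1390.5, of the permuted likelihood ratio test, of the same-sex shares and of the gene counts in the combined generations at single doses were chosen only after the results were seen. Splits are permutations of dose labels between embryos of 1 sex and generation, and their number includes the real one. Among so many comparisons some reach a share of splits under 0.05 by chance.

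Sex. The 2127 sex-specific genes were matched by 1 of 100 splits of the vehicle embryos, the real one, and the largest other split gave 492.

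Sertoli cell RNA in the sorted males is a candidate source of part of the male-specific genes. Of 10 genes in the Sertoli list, 9 are male-specific, and in vehicle males the most abundant, Cst9, had a normalized count of 410 ± 226 (n = 17), Aard 123 ± 54.2 and Ptgds 122 ± 78.2. Over these males the median correlation between pairs of the 9 genes was 0.789, against 0.0457 in random sets of male-specific genes. The largest of 10000 random sets had 0.787, so none was as large. With the real set counted the share is 0.0100%, the smallest that these sets can give. Genes of 1 regulated programme inside germ cells would also vary together, so this pattern may have either origin, and no biological explanation was tested.

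F3 male D1390.5 at 0.2 mg/kg-day stood apart from the other males. Its male-marker score was 2.08 against 3.08 ± 0.22 in the other 16 F3 males. Its Rhox9 count was 864, against 138 ± 120 in those males and 948 in vehicle females, and Eif2s3y was at 109. Female germ cells mixed into the sample cannot be told apart from a change in its own cells. Over 5 abundant female-specific genes, its level as a share of the female level had an upper quartile of 22.4%, a median of 17.5% and a lower quartile of 8.35%, while Stra8 stood at 2.89%. This spread is wider than 1 common share would give, but the genes are few. Its early meiosis score, 4.46, was near the 4.26 ± 0.32 of the other F3 males.

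The 91 genes that edgeR's likelihood ratio test gave in F3 males at 0.2 mg/kg-day (quasi-likelihood 5, limma 0) rest largely on embryo D1390.5. The test gave 1 gene without it, 55 without its littermate D1390.1, 52 without D4021.2 and 377 without D1464.2. Without both littermates it gave 0, with 2 exposed embryos remaining. The share of female-specific genes in the top 100 was 67% with all embryos, 40% without D1390.5, 66% without D1390.1 and 23% without both. Of 60 splits 1 gave as many genes, the real one, and the largest other split gave 82. Leaving out the littermate changed the count about as much as leaving out D4021.2 of another litter, so these values give no sign of a litter effect. With 1 pair of littermates among 4 exposed embryos it cannot be told apart from a feature of D1390.5 or from exposure.

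F2 exposed males had lower scores for the macrophage list (-1.256, exact permutation test, p = 0.00180, 8 genes, none sex-specific) and the mast cell list (-1.335, exact permutation test, p = 0.00380, 2 genes). Their adjusted p-values over 96 tests were 0.173 and 0.182, so neither passed. A candidate explanation is fewer immune cells among the sorted cells, as both lists fell. The most abundant macrophage genes were low in vehicle males of all generations (C1qb 4.03 ± 3.30, Fcer1g 3.18 ± 2.05, Tyrobp 3.06 ± 1.89), as were mast cell genes (Cpa3 3.34 ± 7.09, Cma1 1.26 ± 3.79). Exposure could also act on the number of such cells, and this was not tested.

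Male-marker scores of exposed females have several open explanations. The stroma list (7 genes, 1 female-specific) was 0.31 higher in exposed females (permutation test, p = 0.139), which leaves somatic cells undecided, while the Sertoli list changed by 0.08 (permutation test, p = 0.332). The early meiosis score was inversely related to the male-marker score, with a correlation of -0.864 in 17 vehicle females and -0.816 in 31 exposed females. Without the deep libraries it was -0.864 and -0.902, and without the 2 farthest embryos -0.772 and -0.773. The relation exists without exposure, but 13 of the 17 early meiosis genes are themselves female-specific, so the scores are opposed in part by construction and this explanation stays open. After removing this trend, the difference in male-marker score was 0.07 (permutation test, p = 0.0494), in Tdgf1 0.55 (permutation test, p = 0.0164) and in Lefty2 0.21 (permutation test, p = 0.277). An age shared by a litter would make the early meiosis score of sisters rise with the male-marker score of brothers. It did, with a correlation of 0.356 over 42 litters (permutation test, p = 0.0213) and 0.457 over the 15 vehicle litters (permutation test, p = 0.0858). The 42 litters pool all generations and doses, so the relation does not single out age.

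In the F1 females at 2 mg/kg-day, 25% of the top 100 genes were male-specific, as large a share as in 1 of 100 splits, the real one, where the 95th percentile was 18.1%. With markers from the vehicle embryos of the other 2 generations the share was 22%, which argues against shared vehicle embryos as the cause. With depth class as a term it was 22%, against the deep libraries as the cause. Among all genes ranked, 7.66% in the F1 fit and 7.91% in that of all generations were male-specific, which argues against a reference of expressed genes poor in markers as the cause. Delayed differentiation and exposure both remain open here. Under edgeR's likelihood ratio test the median share with permuted labels for all generations and doses was 47%, so the 66% of the real comparison may in part reflect genes that this test ranks first whatever the labels.

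Other marker lists were compared between exposed and vehicle embryos over all generations by permutation test (31 against 17 females, 36 against 17 males), and none passed the adjustment over 96 tests. In females the permutation tests gave differences of -0.16 for early meiosis (p = 0.529, Sycp3 at 702 ± 637 in vehicle), 0.09 for 2 endothelial genes (p = 0.379, Pecam1 32.8 ± 11.4), 1.23 for 8 erythroid genes (p = 0.0114, Hba-a2 7.17 ± 26.9 in vehicle and 93.7 ± 190 in exposed), 0.08 for 6 fetal Leydig genes (p = 0.225, Star 1.27 ± 0.55), 0.07 for 6 pluripotency genes (p = 0.682, Utf1 196 ± 78.9), 0.06 for 5 pregranulosa genes (p = 0.680, Wnt4 1.54 ± 0.93), 0.38 for mast cell genes (p = 0.397), 0.16 for macrophage genes (p = 0.566) and 0.33 for Xist (p = 0.159, 0.530 ± 0.490). The adjusted p of the erythroid list was 0.182. In males the permutation tests gave 0.05 (early meiosis, p = 0.618), 0.06 (endothelial, p = 0.494), -0.52 (erythroid, p = 0.339), -0.39 (fetal Leydig, p = 0.0186, Hsd3b1 4.15 ± 3.08 in vehicle), -0.06 (pluripotency, p = 0.538), -0.10 (pregranulosa, p = 0.103), -0.28 (Sertoli, p = 0.330) and -0.41 (stroma, p = 0.0106, Dcn 3.53 ± 10.5 in vehicle). Sex-specific genes numbered 2 male-specific in the fetal Leydig list, 2 in the pluripotency list and 1 female-specific in the pregranulosa list. Within single generations, stroma in F1 females (0.65, exact permutation test, p = 0.00743), pregranulosa in F1 males (-0.28, exact permutation test, p = 0.00855), fetal Leydig in F2 males (-0.77, exact permutation test, p = 0.0196) and stroma in F3 males (-0.79, exact permutation test, p = 0.0242) had unadjusted p-values under 0.05 and adjusted ones of 0.182, 0.182, 0.232 and 0.232. The stroma change in F3 males ran opposite to that in F1 females.

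Gene counts of the split comparisons follow. In F1 females at 2 mg/kg-day 6 of 100 splits gave as many as the 1 gene found, in F2 males at 0.2 mg/kg-day 6 of 84 gave as many as 19, and in females of all generations at 2 mg/kg-day 1 of 100 gave as many as 181, with 44 in the largest other split. A count of 0 is reached by every split, and all 100 or 84 did so in the comparisons that gave 0. At an unadjusted p under 0.05 these held 123 genes in F1 females at 0.2, 159 and 238 in F1 males at 0.2 and 2, 444, 317 and 603 in F2 females at 0.033, 0.2 and 2, 206 and 486 in F2 males at 0.033 and 2, 527 and 2018 in F3 females at 0.033 and 2, and 402, 1392 and 116 in F3 males. In the combined generations they held 277, 140 and 1152 in females at 0.033, 0.2 and all doses, and 621, 447, 519 and 151 in males. Genes changed 1.5-fold with an unadjusted p under 0.05 were as many in 70 of 100 splits in F1 females at 0.2, 37 of 100 in F3 females at 0.033, 45 of 84 in F2 males at 2, 12 of 84 in F2 males at 0.2, 6 of 100 in F3 males at 0.2 and 81 of 84 in F3 males at 2.

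Shares of opposite-sex genes were as large in the following numbers of splits. In F1 they were 86 and 14 of 100 in females at 0.2 and for all doses, and 64, 46 and 65 of 100 in males at 0.2, 2 and all doses. In F2 females they were 65, 74 and 18 of 84 at 0.033, 0.2 and 2 and 74 of 100 for all doses, and in F2 males 14, 65 and 54 of 84 and 16 of 100. In F3 females they were 16 and 74 of 100 at 0.033 and 2 and 9 of 100 for all doses, and in F3 males 76 and 12 of 100 at 0.033 and 0.2, 9 of 84 at 2 and 39 of 100 for all doses. In females of all generations they were 8, 10 and 8 of 100 at 0.033, 0.2 and 2 and 11 of 100 for all doses, and in males 63, 71, 34 and 28 of 100.

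Shares of same-sex genes were as large in 44, 9 and 42 of 100 splits in F1 females at 0.2, 2 and all doses, 42, 81 and 10 of 100 in F1 males, and 90 of 100 in F2 females for all doses. They were as large in 5 and 4 of 84 splits in F2 males at 0.2 and 2 and 16 of 100 for all doses. At the higher of these doses, 38% of the top 100 were male-specific and all 38 were lower after exposure, against a median of 9% in the splits. The numbers were 42, 32 and 5 of 100 in F3 females at 0.033, 2 and all doses, 42 and 7 of 100 in F3 males at 0.033 and 0.2, 35 of 84 at 2 and 59 of 100 for all doses. In the combined generations they were 16 of 100 in females for all doses and 25, 6, 6 and 35 of 100 in males at 0.033, 0.2, 2 and all doses. Under edgeR's likelihood ratio test they were 24, 17, 30 and 17 of 30 in females and 7, 1, 5 and 1 of 30 in males. In these males 29% were male-specific at 0.2 mg/kg-day, all lower after exposure, against a split median of 5%. For all doses 27% were, 26 of them lower, against 7%.

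Under edgeR's likelihood ratio test, the opposite-sex shares for all doses were as large in 11 of 60 splits in F1 females, 9 of 60 in F1 males, 45 of 60 in F2 females, 32 of 60 in F2 males, 32 of 60 in F3 females, 35 of 60 in F3 males, 4 of 30 in females of all generations and 27 of 30 in males. At single doses they were as large in 7 and 18 of 60 splits in F1 females at 0.2 and 2, 21 and 34 of 60 in F1 males, 37, 42 and 31 of 60 in F2 females at 0.033, 0.2 and 2, and 5, 42 and 45 of 60 in F2 males. In F3 they were as large in 4 and 53 of 60 in females at 0.033 and 2 and in 39, 6 and 31 of 60 in males at 0.033, 0.2 and 2. In the combined generations the numbers were 2, 8 and 7 of 30 in females and 25, 13 and 13 of 30 in males. Its gene counts were as large in 4 of 60 splits for the 65 genes of F2 males at 0.2 mg/kg-day, 6 of 60 for the 22 of F3 females at 0.033, 4 of 30 for the 28 of females of all generations at 0.033 and 1 of 30 for the 141 of the same females at 2 mg/kg-day, where the largest other split gave 43.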
